# Histone H1.0 couples cellular mechanical behaviors to chromatin structure

**DOI:** 10.1038/s44161-024-00460-w

**Published:** 2024-04-10

**Authors:** Shuaishuai Hu, Douglas J. Chapski, Natalie D. Gehred, Todd H. Kimball, Tatiana Gromova, Angelina Flores, Amy C. Rowat, Junjie Chen, René R. Sevag Packard, Emily Olszewski, Jennifer Davis, Christoph D. Rau, Timothy A. McKinsey, Manuel Rosa-Garrido, Thomas M. Vondriska

**Keywords:** Cell biology, Physiology, Cardiovascular diseases, Histone post-translational modifications

## Abstract

Tuning of genome structure and function is accomplished by chromatin-binding proteins, which determine the transcriptome and phenotype of the cell. Here we investigate how communication between extracellular stress and chromatin structure may regulate cellular mechanical behaviors. We demonstrate that histone H1.0, which compacts nucleosomes into higher-order chromatin fibers, controls genome organization and cellular stress response. We show that histone H1.0 has privileged expression in fibroblasts across tissue types and that its expression is necessary and sufficient to induce myofibroblast activation. Depletion of histone H1.0 prevents cytokine-induced fibroblast contraction, proliferation and migration via inhibition of a transcriptome comprising extracellular matrix, cytoskeletal and contractile genes, through a process that involves locus-specific H3K27 acetylation. Transient depletion of histone H1.0 in vivo prevents fibrosis in cardiac muscle. These findings identify an unexpected role of linker histones to orchestrate cellular mechanical behaviors, directly coupling force generation, nuclear organization and gene transcription.

## Abstract (web summary)

Hu et al. describe how histone H1.0 regulates myofibroblast activation, linking force generation to nuclear organization and gene transcription.

## Main

The varied physiological demands of different organ systems necessitate coping with a wide range of mechanical forces and extracellular signals. Fibroblasts are a specialized cell type present across most mammalian tissues that are responsible for synthesis of connective tissue. In adulthood, the actions of fibroblasts are essential to maintain tissue integrity and to respond to injury or cell death in various organs through a process that involves adoption of a myofibroblast phenotype. Activated myofibroblasts develop actin stress fibers, become contractile and synthesize extracellular matrix (ECM) as part of a response that stiffens the tissue and heals wounds^1^. The plasma membrane is connected to the ECM by a network of proteins that tethers the cell within the organ, thereby facilitating communication between cells and relaying extracellular physical cues to the intracellular organelles. In situations of stress, extracellular cues in the form of physical forces, cytokines and hormones induce changes in transcription that alter the mechanical properties of the cell.

The nucleus itself has been shown to directly influence distensibility of the cell and respond to mechanical signals^2^. The nucleoskeleton is coupled to the cellular cytoskeleton, enabling force transduction and physical regulation of cellular compliance. Changes in nuclear deformability and histone post-translational modification have been shown to adaptively respond to mechanical stress, protecting the genome against aberrant gene expression^3^. Changes in extracellular tension can directly impact nuclear flexibility and chromatin compaction in fibroblasts^4^, and the general compaction state of chromatin can influence the mechanical stability and activation state of the cell^5^. The functional unit of chromatin is an octamer of two copies each of histone H2A, H2B, H3 and H4 wrapped with approximately 145–147 base pairs of DNA, together comprising a nucleosome^6^. Chromatin is then packaged into higher-order structures, ranging from fibers comprising dozens of nucleosomes and a few kilobases of DNA to topologically associated domains (thousands of nucleosomes and megabases of DNA) and nuclear territories (whole chromosomes)^7^. The complex packaging rules that govern how the same genome is stored and retrieved differently across cells are known to involve the actions of histone-modifying proteins, which post-translationally modify core histones, thereby priming the targeted regions of chromatin for tasks such as DNA repair, replication, transcription and gene silencing^8,9^. However, chromatin has unexpected functions beyond genome packaging—for example, acting as a lens in rod cells of the eyes of nocturnal animals^10^ and functioning as a copper reductase^11^. We reasoned chromatin may control nuclear—and, thereby, cellular—compliance, and we set out to identify a molecular regulator of such activity. We focused on the linker histone H1 family of proteins, given their role in promoting chromatin folding^12^.

The mouse linker histone H1 family comprises five (H1.1–1.5) main isoforms, plus the oocyte-specific H1oo, the testis-specific H1t and the replacement variant H1.0. Linker histones bind the nucleosome, facilitating chromatin compaction and the formation of higher-order structures comprising multiple nucleosomes and associated DNA^13^. Loss-of-function studies have shown that individual histone H1 isoforms are dispensable for normal mouse development^14,15^, yet triple knockouts (deleting H1.3, H1.4 and H1.5) showed extensive developmental abnormalities^16^, associated with an altered linker/core histone ratio, which was maintained when only one isoform was deleted via compensatory upregulation of other isoforms. These findings highlight the central role of histone stoichiometry in controlling normal development and tissue homeostasis^12^. In cancer cells, altering histone H1 levels substantially reorganized global chromatin structure, decompacting topologically associating domains^17^ and shifting the genome to a more relaxed state^18^.

Fibroblast activation leads to expression of cytoskeletal and ECM genes through a process that requires the activity of histone-modifying enzymes, including histone deacetylases (HDACs), and chromatin readers, including BRD4 (ref. ^19^). Furthermore, the ability of chromatin-remodeling enzymes to modulate gene expression can be influenced by the local topology of chromatin^20^, which may be regulated by the abundance of linker histone H1. A fundamental unanswered question is how the cell processes stress signals at the nucleus to remodel chromatin for precise gene expression, integrating the nucleosome-targeted actions of chromatin remodeling machinery and the genome-sculpting behavior of chromatin structural proteins, to elicit different mechanical responses.

We hypothesized that linker histone H1 may participate in this process of fibroblast stress response by changing the packaging of the genome. We found that levels of histone H1.0 underpin a genome-wide change in chromatin organization to facilitate transcriptional changes in cytoskeletal and ECM genes. We show that histone H1.0 is required for fibroblast activation in response to cytokine stimulation and that overexpression of histone H1.0 is sufficient to activate fibroblasts in the absence of stimulation. Histone H1.0 acts locally to promote formation of more compact chromatin fibers and globally to condense the genome, in turn regulating cellular deformability. Histone H1.0 is required for cytokine-induced reprogramming of the activating chromatin modification histone H3 lysine 27 acetylation (H3K27Ac) and acts via modulation of HDACs and BRD4. Finally, we demonstrate that these chromatin regulatory actions of histone H1.0 affect a wide range of mechanical behaviors in the cell, including contractile force generation, cytoskeletal regulation, motility and ECM deposition.

## Results

### Histone H1.0 is enriched in fibroblasts and stress responsive

To investigate the role of linker histone isoforms in response to cellular stress, we examined single-cell RNA sequencing (scRNA-seq) data^21^ to reveal the natural variation in these isoforms among cells. Because fibroblasts are ubiquitous cells present in nearly all organs of the body, we examined a database of murine fibroblasts from various organs and found that, regardless of tissue of origin, linker histone H1.0 is more highly expressed than other linker histone H1 variants (Fig. 1a). Fibroblasts play an important role in sensing extracellular tension and responding to organ-level stress: we therefore further examined linker histone variant transcripts in fibroblasts from various injured murine tissues. In the mouse tissues surveyed, H1.0 is the predominant linker histone variant (Fig. 1b). Whether the same histone isoforms are operative in humans is unclear: histone H1.0 and H1.10 are expressed in fibroblasts from diseased human tissues (Extended Data Fig. 1a,b), and analysis of three separate scRNA-seq datasets from human hearts revealed a positive correlation between histone H1.0 and periostin, a canonical marker of fibroblast activation, as did data from the Genotype-Tissue Expression (GTEx) project (Extended Data Fig. 1c–f). Global transcriptome analyses in a genetically diverse population of mice administered the adrenergic agonist isoproterenol (ISO)^22^, which stiffens the muscle through increased fibrosis, showed a strong association of histone H1.0 levels with metrics of heart muscle pathology and dysfunction, including left ventricular (LV) mass and the echocardiography parameters E and A amplitude, measurements of the heart’s ability to relax during diastole (Extended Data Fig. 2a). Bulk RNA sequencing (RNA-seq) analyses of mouse hearts showed that, despite cardiomyocytes contributing the vast majority of the heart mass, fibroblasts accounted for the greatest level of histone H1.0 transcript expression (Extended Data Fig. 2b), a finding also supported by analysis of scRNA-seq data of murine cardiac cells (Fig. 1c). Histone H1.0 is known to be the principal, if not the only, histone H1 isoform poly-adenylated in mammals. Figure 1a,b depicts data obtained from the poly(A) capture of mRNAs^21^, revealing histone H1.0 and H1.2 to be the most abundant at the transcript level. However, Extended Data Fig. 1b,c shows data that are not based on poly(A) capture of mRNA^23,24^, wherein ribosomal RNA depletion was employed, leading to the same observation. Thus, we reason that the greater abundance of histone H1.0 at the transcript level is not due to a bias of poly(A) selection. Our previous work also indicates that this differential abundance is reflected at the protein level^25^.

**Fig. 1:**
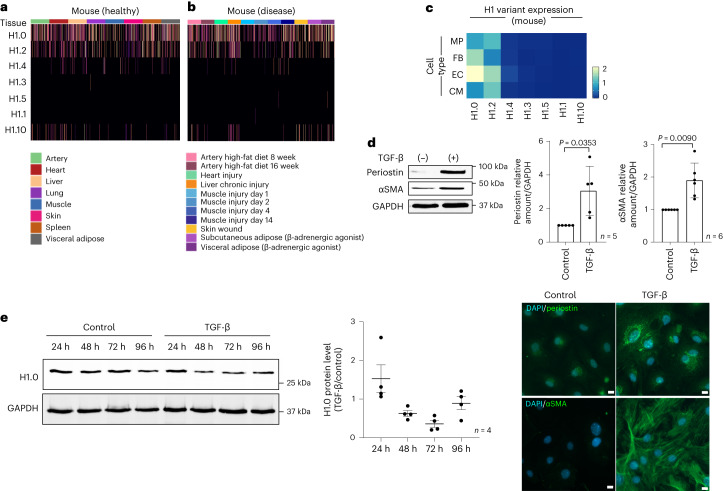
Histone H1.0 is the principal histone H1 isoform in mouse fibroblasts. **a**,**b**, Heatmaps showing expression of H1 isoforms in fibroblasts from healthy murine tissue (**a**) and murine disease models (**b**). Data from https://www.fibroxplorer.com/ (Buechler et al.^21^). **c**, Heatmap of scRNA-seq data (Ren et al.^24^) showing average expression of each H1 isoform in murine cardiac cell types. MP, macrophage; FB, fibroblast; EC, endothelial cell; CM, cardiomyocyte. **d**, Top left: αSMA and periostin expression after TGF-β treatment as measured by western blot. Top right: quantification of western blot (mean ± s.d.; Welch’s unpaired *t*-test). Bottom: periostin and αSMA immunostaining in fibroblasts after TGF-β (10 ng ml^−1^, 48 h) or vehicle control (nuclei stained with DAPI; scale bars, 10 µm; representative of *n* = 4 biological replicates from separate isolations; mean ± s.d.; Welch’s unpaired *t*-test). **e**, Left: western blot of histone H1.0 protein abundance after fibroblast activation (24 h, 48 h, 72 h and 96 h, 10 ng ml^−1^ TGF-β). Right: immunoblot quantification (TGF-β signal as fold of control; mean ± s.e.m.; no significant differences; one replicate in **d** and **e** is a single isolation followed by treatment as indicated and western blotting). Source data

To test this role of histone H1.0 in fibroblast activation, we adopted a primary adult mouse fibroblast model system treated with transforming growth factor beta (TGF-β), a cytokine involved in stress response throughout the body, including in the heart^26^. TGF-β treatment induced fibroblast activation as measured by periostin and alpha smooth muscle actin (αSMA) protein expression and demonstrated by actin stress fiber formation (Fig. 1d), concomitant with dynamic changes in histone H1.0 protein levels over time (Fig. 1e). Histone H1.2, the second-most abundant isoform in fibroblasts, was increased in abundance at 48 h after TGF-β, whereas H1.5 was decreased (Extended Data Fig. 2c). All other isoforms of histone H1 were unaffected by TGF-β treatment (Extended Data Fig. 2c).

### Histone H1.0 is necessary and sufficient for fibroblast activation

Previous studies demonstrated compensatory upregulation of other isoforms after germline deletion of individual linker histones^14,15^. We therefore used an siRNA-mediated knockdown approach targeting the six main isoforms expressed in somatic cells. Knockdown of histone H1.0 before administration of the cytokine was sufficient to prevent TGF-β-induced fibroblast activation as measured by periostin and αSMA transcript (Extended Data Fig. 2d) and protein abundance (Fig. 2a). 

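Periostin (Postn), a matricellular protein of activated fibroblasts, and α smooth muscle actin (Acta2), the actin of stress fibers, both rose with TGF-β and were both lower with histone H1.0 siRNA in TGF-β-treated cardiac fibroblasts. Postn lies on chromosome 3 of GRCm38 from 54361109 to 54391037. Its RNA-seq count, normalized by TMM, was 21800 ± 6230 (SD, n = 3) with vehicle and 101000 ± 13100 (SD, n = 3) with TGF-β in scramble cells. It was 14700 ± 1780 (SD, n = 3) with vehicle and 54200 ± 2890 (SD, n = 3) with TGF-β after histone H1.0 siRNA. Acta2 lies on chromosome 19 from 34241090 to 34255590, and its count in the same 4 groups was 31000 ± 3630, 104000 ± 9040, 5330 ± 655 and 30000 ± 3850 (SD, n = 3 in each). The mean of Acta2 in knockdown cells with TGF-β lay within 1 SD of that in scramble cells with vehicle.

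In scramble cells the log2 fold change with TGF-β was 2.22 for Postn (standard error 0.19, adjusted p = 3.9e-05 from edgeR's quasi-likelihood test) and 1.75 for Acta2 (standard error 0.13, adjusted p = 2.1e-05). In TGF-β-treated cells the siRNA changed Postn by −0.90 (standard error 0.18, adjusted p = 0.0022) and Acta2 by −1.80 (standard error 0.13, adjusted p = 3.6e-06) on the log2 scale. Without TGF-β the siRNA changed Acta2 by −2.54 (standard error 0.14, adjusted p = 5.2e-07), and Postn had a log2 fold change of −0.57 (standard error 0.18, adjusted p = 0.027, or 0.0015 with the replicate number as a block). Within knockdown cells TGF-β raised Postn by 1.89 (standard error 0.18, adjusted p = 5.3e-05) and Acta2 by 2.49 (standard error 0.14, adjusted p = 2.9e-06). The test of whether this response differed from that of scramble cells gave a log2 difference of −0.33 for Postn (standard error 0.25, adjusted p = 0.67) and 0.74 for Acta2 (standard error 0.18, adjusted p = 0.12), neither past the threshold. The call for Postn with the siRNA in TGF-β-treated cells was lost without scramble TGF-β replicate 3 or siRNA TGF-β replicate 1 (adjusted p from 0.01 to 0.011). In vehicle-treated cells Postn passed the test without scramble vehicle replicate 1 (adjusted p = 0.0049). The legend of Extended Data Fig. 2d was not used here. The paper's primer list, given as complete, holds RT–qPCR primers for neither gene. This points to RNA-seq for that panel, but whether it rests on these libraries is not known.

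**Figure D1:**
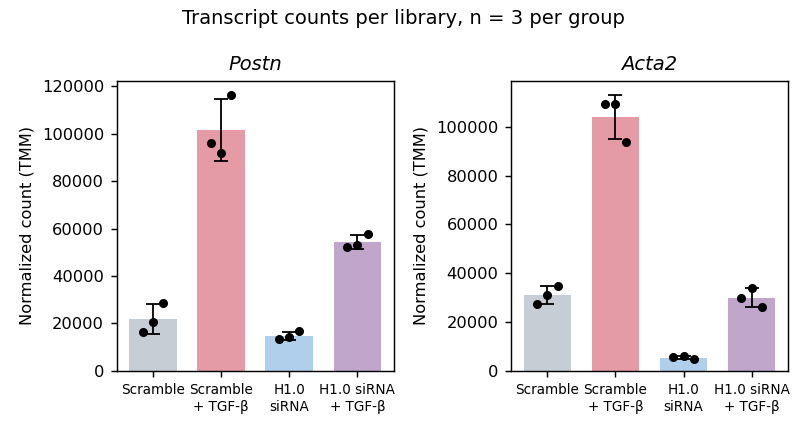
TMM-normalized RNA-seq counts of Postn and Acta2 in the 4 groups of 3 libraries. Each point is 1 library, and the bar and error bar are the mean and SD of its group. The mean of Postn ran from 14700 to 101000 and that of Acta2 from 5330 to 104000.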

Depletion of histone H1.0 also prevented actin stress fiber formation (Fig. 2b). Knockdown of histone H1.0 had modest effects on other H1 isoforms (Extended Data Fig. 2f), yet individual knockdown of the other five isoforms had no effect on fibroblast activation (Extended Data Fig. 2g–k; note: knockdown of histone H1.2, the next-most abundant H1 isoform, does not affect TGF-β-induced gel contraction; Extended Data Fig. 2l), illustrating that, even though genetic loss of linker histone H1 isoforms can be compensated developmentally^14,16^, these individual isoforms play distinct roles in the somatic cell.

**Fig. 2:**
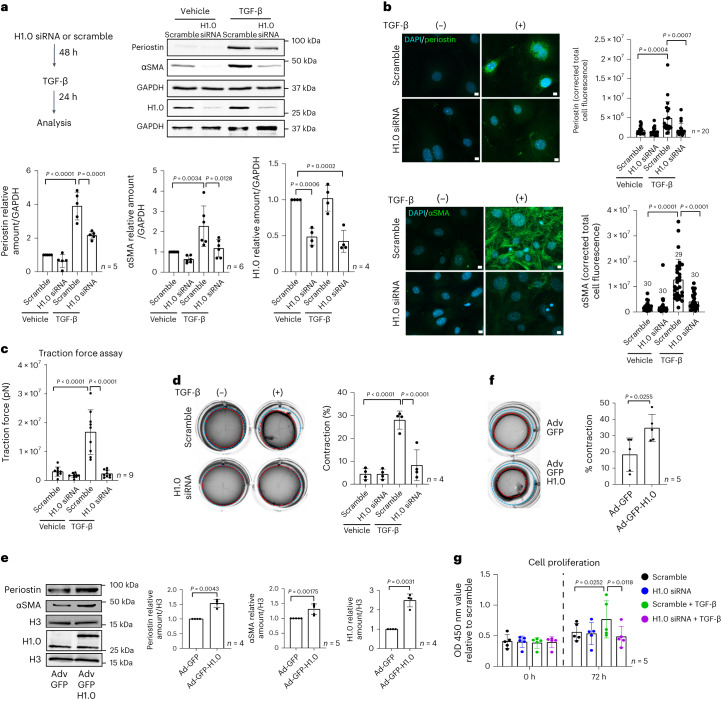
Histone H1.0 is necessary for stress-induced activation of fibroblast mechanical behaviors. **a**, Treatment schematic (top left). αSMA and periostin protein levels after TGF-β treatment and effect of histone H1.0 KD (top right), along with quantification (bottom; one-way ANOVA post hoc Tukey test; mean ± s.d.; one replicate is a single isolation followed by treatment as indicated and western blotting). **b**, Immunofluorescence and quantification of periostin (top) and αSMA (bottom) protein localization in situ (DAPI stains cell nuclei; scale bars, 10 µm; mean ± s.d.). **c**, Traction force assay measuring force production at the single-cell level (one replicate is an individual isolation and contraction force measurement). **d**, Gel contraction assay (one replicate is an individual isolation and single well area calculation; one-way ANOVA post hoc Tukey test; mean ± s.d.). **e**, Western blot demonstrating effect of histone H1.0 overexpression on periostin and αSMA protein levels (left) and quantification (right three panels; Welch’s unpaired *t*-test; mean ± s.d.; one replicate is a single isolation followed by treatment as indicated and western blotting). **f**, Histone H1.0 overexpression and effect on gel contraction (left) and quantification (right; Welch’s unpaired *t*-test; mean ± s.d.; one replicate is an individual isolation and single well area calculation). **g**, Absorbance measurements at 450 nm wavelength measure cell proliferation (mean ± s.d. with one-way ANOVA with a post hoc Tukey test; one replicate is a single isolation followed by treatment as indicated and calculation of cell number). KD, knockdown; OD, optical density. Source data

Depletion of histone H1.0 did not alter levels of core histones H3, H2A or H4, with only a modest change in the level of H2B (Extended Data Figs. 2e and 3a–c), thereby resulting in a decreased linker/core ratio. These observations are in contrast to germline knockouts of H1 isoforms, which result in compensatory alteration in other core histone levels and a maintenance of the linker-to-core nucleosome ratio—a key feature shown previously to regulate chromatin structure and nuclear architecture^12,27^. Previous studies observed fewer linker histones per nucleosome in the setting of cardiac hypertrophy^25^. These findings suggest that transient depletion of histone H1.0 alters the linker/core histone ratio, unmasking endogenous roles of linker histones that are compensated for in histone H1.0 germline knockouts. If the fibroblasts are already activated, histone H1.0 knockdown does not reverse the effects of TGF-β (Extended Data Fig. 3d), whereas simultaneous knockdown at the time of TGF-β treatment was sufficient to block αSMA but not periostin expression (Extended Data Fig. 3e). We hypothesize that proper histone stoichiometry is necessary for stress response in fibroblasts and that, once the transcriptional program is activated in response to agonist, the window for modulating chromatin architecture to prevent this stress response has closed.

To test whether changes in marker gene expression were indicative of phenotypic changes in activated fibroblasts, we examined the effect of histone H1.0 depletion on distinct mechanical behaviors in primary cells. We employed a traction force assay, in which cells were seeded onto fluorescently labeled BSA beads, and the deformation of the beads was used to measure the force generated by individual fibroblasts^28^. Treatment with TGF-β induced robust traction force generation at the individual cell level, and this response was completely abrogated by depletion of histone H1.0 (Fig. 2c; note: in traction force experiments, which measure single cells, all groups were co-transfected with an siRNA conjugated to Cy3 fluorescent tag along with either the scrambled siRNA or the siRNA against histone H1.0, and only cells expressing this tag were selected for measurement). When the contractile behavior of the whole population of cells on the culture dish was examined with a gel contraction assay, histone H1.0 was again found to be necessary for the TGF-β-induced contractile phenotype (Fig. 2d). Furthermore, overexpression of histone H1.0 demonstrated that increasing the levels of this protein in the nucleus (Extended Data Fig. 4a) was sufficient to induce fibroblast activation in the absence of cytokine stimulation as measured by periostin and αSMA expression (Fig. 2e) and gel contraction assay (Fig. 2f).

To examine whether the relationship between histone H1.0 and fibroblast mechanical behaviors was more universal, we used a different activating stimulus to examine distinct mechanical properties of cells from various tissues and species. Histone H1.0 was necessary for activation of fibroblasts from mouse lung (Extended Data Fig. 4b), mouse skin (Extended Data Fig. 4c) or human skin (Extended Data Fig. 4f,g). Activation of cardiac fibroblasts by angiotensin II was also dependent on histone H1.0 (Extended Data Fig. 4d). Depletion of histone H1.0 does not impair cell viability but was sufficient to prevent cardiac fibroblast proliferation in response to TGF-β (Fig. 2g), as measured by CCK-8 viability assay, as well as in the setting of a cell migration assay in which confluent cells are mechanically disrupted and allowed to close a pseudo wound (Extended Data Fig. 4e,g). Overexpression of histone H1.0 promoted active wound closure in the absence of TGF-β stimulation (Extended Data Fig. 4h), demonstrating that histone H1.0 is sufficient to induce this proliferative response.

### Histone H1.0 coordinates chromatin remodeling machinery

To investigate molecular mechanisms whereby histone H1.0 participates in fibroblast activation, we used RNA-seq to determine the transcriptome changes after TGF-β treatment that are dependent on histone H1.0. 

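H1f0, the gene of histone H1.0, was lower in every library given its siRNA. It lies on chromosome 15 of GRCm38 from 79028450 to 79030504. With scramble siRNA its normalized count was 2515, 3033 and 2648 in the vehicle-treated libraries and 2832, 2922 and 2806 in the TGF-β-treated libraries. With histone H1.0 siRNA it was 980.1, 1075 and 600.4 with vehicle and 842.6, 876.2 and 510.3 with TGF-β. The log2 fold change with the siRNA was −1.63 without TGF-β (standard error 0.22, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test) and −1.94 with TGF-β (standard error 0.22, adjusted p = 5.8e-05). TGF-β alone left H1f0 with a log2 fold change of 0.06 in scramble cells (adjusted p = 0.86).

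The RNA came from primary mouse cardiac fibroblasts transfected with scramble siRNA or with 40 nM histone H1.0 siRNA and given vehicle or 10 ng ml-1 TGF-β, in 4 groups of 3 biological replicates. Ribosomal RNA was removed before the libraries were made, so that transcripts without a poly(A) tail, such as those of most histones, were sequenced too. The authors quantified transcripts with Salmon 1.4.0 on mm10 and Ensembl build 102, and deposited an estimated count per transcript for each library. These counts were added up per gene, rounded and tested with edgeR on the 18028 genes with at least 10 counts over the 12 libraries, all 4 groups in 1 fit, with calls at an adjusted p under 0.01. Library totals ran from 21.2 to 24.4 M (median 21.4 M) for scramble with vehicle, from 19.9 to 24.3 M (median 24.1 M) for scramble with TGF-β. They ran from 21.4 to 35.5 M (median 22.9 M) for histone H1.0 siRNA with vehicle, and from 36.2 to 36.3 M (median 36.3 M) for histone H1.0 siRNA with TGF-β. The paper states about 40 M paired-end reads per sample; the counts used here are the reads that Salmon assigned, with a median of 24.2 M. The deeper libraries fall on the histone H1.0 siRNA side, and thinning every library to the lowest total left 4130 genes called for the siRNA in TGF-β-treated cells. Replicate numbers paired the libraries, and the value with the replicate number as a block is given wherever it ends or makes a call, or moves a count by over 1.5 times.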

Depletion of histone H1.0 prevented a select subset of transcriptional changes induced by TGF-β treatment (Fig. 3a and Extended Data Fig. 5a). 

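TGF-β raised 1893 genes and lowered 1431 in scramble cells (2777 and 2348 with the replicate number as a block), and histone H1.0 siRNA raised 2343 and lowered 2038 in TGF-β-treated cells. Which direction held more genes with the siRNA depended on the scaling (2531 higher and 2651 lower with DESeq2, 2060 and 2205 with RLE size factors, 2115 and 2155 with TMM without the 1% most abundant genes, 1449 and 1673 with an offset for transcript length). At a change of at least 2-fold 325 were higher and 970 lower. Of 27 myofibroblast markers, 17 were higher with TGF-β and 1 was lower, with a median log2 fold change of 1.33, and with the siRNA in TGF-β-treated cells 10 were lower and 1 was higher. Of 32 target genes of TGF-β and SMAD signaling, 17 were higher with TGF-β and none was lower, and 11 were lower and 1 was higher with the siRNA. In vehicle-treated cells the siRNA lowered 12 myofibroblast markers and raised 1, with a median of −1.08 against −0.72 in TGF-β-treated cells, and lowered 15 TGF-β and SMAD targets and raised 1. In knockdown cells TGF-β raised 20 of these markers and lowered 1, with a median of 1.79, and raised 18 of these targets and lowered none. Among single genes, Ngef, a guanine nucleotide exchange factor, rose by 4.42 with TGF-β (standard error 0.24, adjusted p = 6.5e-06 from edgeR's quasi-likelihood test) and was lower by −1.43 with the siRNA (standard error 0.20, adjusted p = 2.1e-04), both on the log2 scale. Ccl17, a chemokine, went the other way: it rose by 4.22 with TGF-β (standard error 0.36, adjusted p = 4.3e-05) and by a further 1.16 with the siRNA (standard error 0.28, adjusted p = 0.0066). The call for Ccl17 with the siRNA was lost without scramble vehicle replicate 1, scramble TGF-β replicate 1 or 2 or siRNA TGF-β replicate 1 or 3 (adjusted p from 0.01 to 0.033).

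Of 25 markers of resting fibroblasts 14 were lower with TGF-β, 11 did not pass the test and none was higher. Among the lower ones was the scavenger receptor gene Scara5 (log2 fold change −3.48, standard error 0.52, adjusted p = 6.6e-04). Of 20 macrophage markers 5 were lower and 1 was higher with TGF-β. The lower ones included Mrc1 (log2 fold change −2.10, standard error 0.21, adjusted p = 7.9e-05) and Cd68 (−0.83, standard error 0.11, adjusted p = 3.4e-04). The siRNA also lowered resting fibroblast markers. In TGF-β-treated cells 8 were lower and 1 higher (8 and 3 adjusted over the list alone). In vehicle-treated cells 6 were lower and 2 higher, also when adjusted over the list alone.

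Higher with TGF-β and lower with the siRNA were 482 genes, which is 25.5% of the genes that TGF-β raised (852 genes with the replicate number as a block, 782 with DESeq2 and 321 with the offset for transcript length). Lower with TGF-β and higher with the siRNA were 437 genes, or 30.5% of those it lowered (713 genes with the block and 233 with the offset). Independent lists of these sizes would share 214 and 186 genes. Higher in both comparisons were 248 genes and lower in both 136, where independent lists would share 246 and 162. Both comparisons use the same 3 scramble libraries with TGF-β, so part of the excess may come from the shared libraries. The highest number in 20 simulated draws with no effect in either comparison was 0, a value that leaves out the real effects and does not tell how many of these genes the shared libraries add. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of −0.34 (simulated −0.53) and a covariance of −0.351 (simulated −0.202).

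Of the 482 genes, 302 were also lower with the siRNA in vehicle-treated cells, where their median log2 fold change was −0.65, against −0.88 in TGF-β-treated cells. TGF-β still raised 225 of the 482 in knockdown cells. Over the 1893 genes chosen for their rise in scramble cells, the median log2 fold change with TGF-β was 0.58 in scramble and 0.46 in knockdown cells, and 1106 of them passed the test in knockdown cells as well. In all, TGF-β changed 2838 genes in knockdown cells (4825 with the block). The test of whether the TGF-β response itself differed with the siRNA called 8 genes, 6 higher and 2 lower (118 with the block, 74 higher and 44 lower), and 2149 genes had an unadjusted p under 0.05. DESeq2 called 239 genes, 110 higher and 129 lower, limma-voom called 4, and the offset for transcript length left 1. Both lower genes, Mcm4 and Wdr76, are among the 482. Single libraries moved these counts: TGF-β changed 1871 without scramble vehicle replicate 1, 1915 without scramble vehicle replicate 2, 2203 without scramble TGF-β replicate 2 and 1976 without scramble TGF-β replicate 3 in scramble cells, and 1589 without siRNA vehicle replicate 1, 1650 without siRNA vehicle replicate 2 and 1812 without siRNA TGF-β replicate 3 in knockdown cells. The 482 became 301 without scramble vehicle replicate 1, 289 without scramble vehicle replicate 2, 320 without scramble TGF-β replicate 2 and 276 without scramble TGF-β replicate 3. The 437 became 263 without scramble vehicle replicate 2, 236 without scramble TGF-β replicate 2 and 232 without scramble TGF-β replicate 3, and the 8 lay between 0 and 12 over the 12 libraries left out in turn. On simulated data this test recovered 22% of genes whose response differed by 1 on the log2 scale and 72% of those that differed by 1.5.

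Among the lists, camera's adjusted p was 5.6e-09 for the myofibroblast markers with TGF-β (adjusted p = 0.079 with an estimated correlation) and 0.0029 with the siRNA (adjusted p = 0.24 with an estimated correlation). For the TGF-β and SMAD targets it was 9.2e-08 with TGF-β (adjusted p = 0.10 with an estimated correlation) and 0.0036 with the siRNA (adjusted p = 0.26 with an estimated correlation). With the siRNA in vehicle-treated cells it was 5.5e-05 for the markers (adjusted p = 0.14 with an estimated correlation) and 4.5e-06 for the targets (adjusted p = 0.11 with an estimated correlation), and with TGF-β in knockdown cells 3.2e-11 for both (adjusted p = 0.025 with an estimated correlation). The difference in response between knockdown and scramble cells went up in both lists, with a median of 0.35 and camera's adjusted p = 3.6e-04 for the markers (adjusted p = 0.17 with an estimated correlation). For the targets the median was 0.20 and camera's adjusted p = 0.0016 (adjusted p = 0.21 with an estimated correlation). For the resting fibroblast markers with TGF-β it was 2.2e-06 (adjusted p = 0.31 with an estimated correlation), and for the macrophage markers 9.5e-04 (adjusted p = 0.58 with an estimated correlation). With the siRNA the resting fibroblast markers had 0.034 in TGF-β-treated cells and 0.043 in vehicle-treated cells (adjusted p = 0.66 and 0.6 with an estimated correlation). Adjusted over the list alone, 18 myofibroblast markers were higher and 2 lower with TGF-β and 2 higher and 11 lower with the siRNA. With the siRNA and vehicle 13 markers were lower and 1 higher and 16 targets lower and 2 higher, with TGF-β in knockdown cells 20 markers were higher and 1 lower and 19 targets higher, and the response differed upward for 2 of each, all adjusted over the list alone. For the TGF-β and SMAD targets, 18 were higher with TGF-β and 11 were lower with the siRNA when adjusted over the list alone, while 15 resting fibroblast markers were lower and 2 higher, and 5 macrophage markers were lower and 1 higher. The study named 6 of the myofibroblast markers and 3 of the TGF-β and SMAD targets from these samples, so for those genes the counts are not independent evidence. Other fixed lists hold 21 of the 27 myofibroblast markers and 7 of the 32 TGF-β and SMAD targets. The paper states that depletion of histone H1.0 prevented a selected part of the TGF-β-induced changes, citing Fig. 3a and Extended Data Fig. 5a. Fig. 3a compares TGF-β with scramble alone, and histone H1.0 siRNA plus TGF-β with TGF-β.

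**Figure D2:**
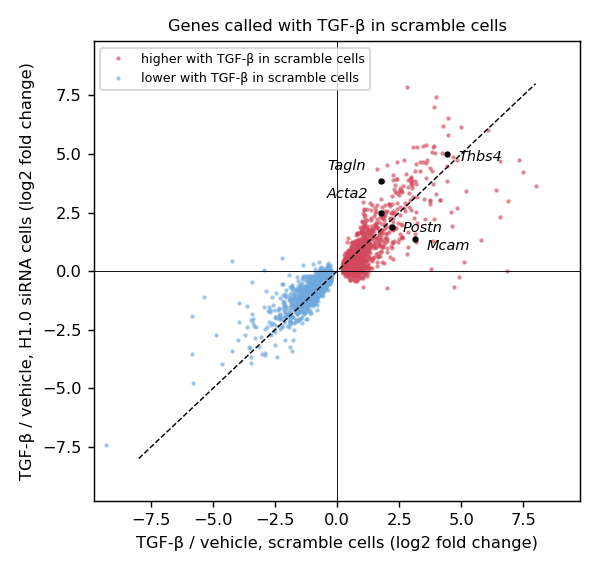
Log2 fold change with TGF-β in scramble cells (horizontal axis) against that in histone H1.0 siRNA cells (vertical axis) for the 3324 genes that changed with TGF-β in scramble cells, with 3 libraries per group. Each dot is 1 gene, red for the 1893 higher and blue for the 1431 lower ones, the dashed line marks an equal response, and 5 genes are named. Postn (2.22 and 1.89) lies below the line and Acta2 (1.75 and 2.49) above it.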

Ingenuity Pathway Analysis (IPA) revealed that upregulated genes whose expression was blocked by histone H1.0 knockdown are involved in key intracellular and extracellular processes (Fig. 3b). 

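Of the 29 genes that can be read in the network of Fig. 3b, 22 were higher with TGF-β in scramble cells and none was lower, and 10 were lower with histone H1.0 siRNA in TGF-β-treated cells and none was higher. The fold change with the siRNA was below 0 for 21 of the 29. Mcam, a cell adhesion molecule, had the counts 335 ± 98.9 with vehicle and 2970 ± 52.9 with TGF-β in scramble cells and 107 ± 25.2 and 273 ± 35.4 in knockdown cells (normalized, SD, n = 3 in each). It rose by 3.15 with TGF-β (standard error 0.20, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test) and changed by −3.44 with the siRNA (standard error 0.20, adjusted p = 1.0e-06) on the log2 scale. Pmepa1, an inhibitor of SMAD signaling, Ddah1, which degrades methylarginines, and Csrp2, a LIM domain protein of smooth muscle, had log2 fold changes of 1.72, 1.47 and 1.90 with TGF-β and of −0.78 (adjusted p = 2.5e-04), −0.73 (adjusted p = 9.0e-04) and −0.59 (adjusted p = 0.0017) with the siRNA. For another set of raised genes the siRNA made no difference that passed the test: the integrin subunit Itga5 had log2 fold changes of 1.76 and −0.16 (adjusted p = 0.48), the receptor gene Tnfrsf12a 1.80 and 0.30 (adjusted p = 0.22). The growth factor Hbegf had 2.74 and 0.26 (adjusted p = 0.57), the urokinase receptor Plaur 1.52 and 0.16 (adjusted p = 0.57), and the cytokine Il11 3.74 and −1.06 (adjusted p = 0.099).

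Srf, a transcription factor that binds serum response elements, had a log2 fold change of 0.41 with TGF-β (adjusted p = 0.030, or 0.0071 with the replicate number as a block) and −0.33 with the siRNA in TGF-β-treated cells (adjusted p = 0.067). Mrtfb, a coactivator of SRF, had −0.13 with TGF-β (adjusted p = 0.39) and −1.51 with the siRNA (standard error 0.11, adjusted p = 3.4e-06). Mrtfa, another such coactivator, had −1.12 with TGF-β (standard error 0.38, adjusted p = 0.044, or 0.0077 with the block) and 0.34 with the siRNA (adjusted p = 0.54, and −0.06 without siRNA TGF-β replicate 2). Of the 29 genes 8 were both higher with TGF-β and lower with the siRNA, and 15 with the block. In knockdown cells 24 of the 29 were higher with TGF-β. The response to TGF-β differed between knockdown and scramble cells for 1 of the 29, Tagln, which rose more in knockdown cells, and 11 of the 12 libraries ended that call when left out. For Mcam the log2 difference was −1.79 (standard error 0.28), which did not pass the test (adjusted p = 0.028, or 0.0060 with the block). The study chose these genes on these samples, so their counts are not independent evidence of the direction. Without siRNA TGF-β replicate 3, Hbegf (−0.20, adjusted p = 0.59) and Plaur (−0.04, adjusted p = 0.91) fell below 0 and Il11 passed the test with the siRNA (adjusted p = 0.0099), as did Srf with TGF-β without scramble TGF-β replicate 2 (adjusted p = 0.0090).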

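Of 93 glycoproteins and proteoglycans of the extracellular matrix (ECM), 17 were higher and 14 lower with TGF-β in scramble cells. With histone H1.0 siRNA in TGF-β-treated cells 28 were lower, 5 were higher and 60 did not pass the test. Of 42 collagen genes 8 were higher and 3 lower with TGF-β, and with the siRNA 15 were lower, 2 were higher and 25 did not pass. Col24a1 had a log2 fold change of −4.74 with the siRNA (standard error 0.60, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test), while Col1a1, a main chain of fibrillar collagen, rose by 0.47 with TGF-β (adjusted p = 0.0044) and had −0.21 with the siRNA (adjusted p = 0.13). The rise of Col1a1 did not pass the test without scramble vehicle replicate 1, 2 or 3 or scramble TGF-β replicate 1, 2 or 3 (adjusted p from 0.01 to 0.023). Thbs2, a thrombospondin, was lower by −2.21 (standard error 0.37, adjusted p = 6.9e-04), and Ccn4, a secreted target of WNT signaling, was higher by 1.46 (standard error 0.24, adjusted p = 6.8e-04). Of 55 genes of ECM crosslinking, processing and proteolysis, 18 were higher and 10 lower with TGF-β, and with the siRNA 12 were lower, 3 were higher and 40 did not pass. In vehicle-treated cells the siRNA lowered 26 ECM glycoproteins and raised 6 (median log2 fold change −0.44, against −0.48 in TGF-β-treated cells), lowered 19 collagens and raised 2 (−0.84 against −0.70), and lowered 11 crosslinking and processing genes and raised 2 (−0.38 against −0.04).

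The 7 genes readable in Fig. 3c include 6 that were higher with TGF-β and 5 that were lower with the siRNA, and all 7 had a fold change below 0 with the siRNA. Col7a1, the anchoring fibril collagen, had log2 fold changes of 2.84 with TGF-β and −2.18 with the siRNA (standard error 0.43, adjusted p = 0.0022). The proteinase gene Adamts16 had 3.73 and −2.59 (standard error 0.56, adjusted p = 0.0037), and the basement membrane gene Frem3 1.50 and −2.35 (standard error 0.35, adjusted p = 3.5e-04). Lrrc17 had 1.54 with TGF-β (adjusted p = 0.017, or 9.1e-04 with the replicate number as a block) and −3.74 with the siRNA (standard error 0.47, adjusted p = 1.0e-04). The cartilage genes Acan and Matn3 rose by 4.67 (adjusted p = 0.0019) and 2.28 (adjusted p = 0.0065) with TGF-β and had −2.53 (adjusted p = 0.021, or 1.9e-05 with the block) and −1.67 (adjusted p = 0.018, or 0.0095 with the block) with the siRNA. Of 23 chondrocyte and tendon genes 8 were higher with TGF-β and 10 were lower with the siRNA, with none in the other direction, including Col9a2 (log2 fold changes 1.87 and −5.53, standard error 0.29 for the siRNA, adjusted p = 5.2e-07). With vehicle the siRNA lowered 9 of the 23 and raised none. Calls with the siRNA were lost for Col7a1 without siRNA TGF-β replicate 1 or 2 (adjusted p from 0.011 to 0.012) and for Adamts16 without scramble TGF-β replicate 2 or 3 or siRNA TGF-β replicate 1 or 3 (adjusted p from 0.011 to 0.019). Calls with TGF-β were lost for Acan without scramble vehicle replicate 1 (adjusted p = 0.013). Those for Matn3 were lost without scramble vehicle replicate 1, 2 or 3, scramble TGF-β replicate 1, 2 or 3 or siRNA TGF-β replicate 1 (adjusted p from 0.01 to 0.033) and those for Frem3 without scramble vehicle replicate 1, 2 or 3, scramble TGF-β replicate 1, 2 or 3 or siRNA vehicle replicate 1 (adjusted p from 0.01 to 0.032). Lrrc17 passed the test with TGF-β without siRNA TGF-β replicate 3 (adjusted p = 3.7e-04), and Matn3 with the siRNA without siRNA vehicle replicate 1 (adjusted p = 0.001).

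Of 64 genes of PI3K and Akt signaling, 9 were higher and 9 lower with TGF-β, and with the siRNA 7 were higher and 9 lower in TGF-β-treated cells and 5 higher and 11 lower in vehicle-treated cells. The insulin receptor gene Insr was higher (0.81, standard error 0.06, adjusted p = 5.2e-06), as was the growth factor gene Fgf2 (1.24, standard error 0.20, adjusted p = 6.7e-04), and Hgf was lower (−1.04, standard error 0.24, adjusted p = 0.0049). Hgf lost its call without scramble TGF-β replicate 2 or 3 or siRNA TGF-β replicate 1 or 3 (adjusted p from 0.011 to 0.024).

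Camera gave the ECM glycoproteins an adjusted p of 0.65 with TGF-β and 4.6e-04 with the siRNA (adjusted p = 0.35 with an estimated correlation), the collagens 0.31 and 0.0020 (adjusted p = 0.15 with an estimated correlation), the crosslinking and processing genes 0.49 and 0.22, and the PI3K and Akt genes 0.44 and 0.29. The direction of the test with TGF-β was up for the ECM glycoproteins and the crosslinking and processing genes, whose medians were −0.00 and −0.05. The chondrocyte and tendon genes had 0.0096 with TGF-β (adjusted p = 0.31 with an estimated correlation) and 4.0e-06 with the siRNA (adjusted p = 0.15 with an estimated correlation). In vehicle-treated cells camera called all of these lists down with the siRNA. It gave 1.3e-04 for the ECM glycoproteins (adjusted p = 0.30 with an estimated correlation) and the collagens (adjusted p = 0.11 with an estimated correlation), and 0.0055 for crosslinking and processing (adjusted p = 0.10 with an estimated correlation). It gave 1.5e-04 for chondrocyte and tendon genes (adjusted p = 0.14 with an estimated correlation) and 0.027 for PI3K and Akt (adjusted p = 0.15 with an estimated correlation). For the difference in the TGF-β response it gave 0.46, 0.13, 0.0096 upward (adjusted p = 0.11 with an estimated correlation), 0.95 and 0.033 upward (0.056 with the block, and adjusted p = 0.17 with an estimated correlation) in the same order. Adjusted over the list alone, the counts with the siRNA were 29 lower and 6 higher for ECM glycoproteins, 16 and 3 for collagens, 12 and 4 for crosslinking and processing, 12 lower for chondrocyte and tendon genes, and 11 lower and 7 higher for PI3K and Akt. Adjusted over the list alone with TGF-β, they were 17 higher and 16 lower, 9 and 4, 19 and 11, 8 higher, and 9 higher and 11 lower in the same order. With the siRNA and vehicle they were 27 lower and 7 higher, 21 and 3, 12 and 2, 12 lower, and 11 lower and 5 higher when adjusted over the list alone. The study named 6 of the ECM glycoproteins, 2 collagens, 3 crosslinking and processing genes and 3 chondrocyte and tendon genes from these samples, so these are not independent evidence.

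A log2 fold change of at least 1.5 upward with TGF-β and 1.5 downward with the siRNA is the rule of the study's pathway analysis. With both tests passed it held for 59 genes (233 by fold change alone). Without scramble TGF-β replicate 3 the 59 became 38. Against the 236 genes that TGF-β raised by as much, 7 of the fixed lists had at least 3 members and were tested, and none of these was enriched among the 59 (one-sided Fisher's exact test, lowest p = 0.17 before adjustment). Against all 18028 genes 4 of 38 lists were, the chondrocyte and tendon genes (adjusted p = 0.0021, one-sided Fisher's exact test), the targets of SRF and its coactivators (0.0062), the actin cytoskeleton genes (0.014) and the myofibroblast markers (0.033). They held 3, 3, 3 and 2 of the 59 genes in that order. Other fixed lists also hold 14 of 23, 31 of 41, 27 of 62 and 21 of 27 of their members, so these results are not independent of each other.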

KEGG analyses revealed an enrichment in pathways associated with ECM (Fig. 3c and Extended Data Fig. 5c) and signaling via protein kinase B/Akt (activation of which is histone H1.0 dependent (Extended Data Fig. 5c)), a protein associated with growth and proliferation. Among histone H1.0 target genes was *Thbs4* (thrombospondin 4), a secreted ECM protein known to positively regulate tissue healing and previously shown to be necessary for normal fibrotic deposition after cardiac muscle injury^29^. 

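Thbs4, the gene of thrombospondin 4, lies on chromosome 13 of GRCm38 from 92751590 to 92794818. Its normalized count was 50.7 ± 14.3 with vehicle and 1090 ± 201 with TGF-β in scramble cells, and 11.6 ± 3.64 with vehicle and 357 ± 57.8 with TGF-β in histone H1.0 knockdown cells (SD, n = 3 in each). TGF-β raised it by 4.43 on the log2 scale in scramble cells (standard error 0.24, adjusted p = 6.5e-06 from edgeR's quasi-likelihood test). With the siRNA it was lower, by −1.60 in TGF-β-treated cells (standard error 0.20, adjusted p = 9.7e-05) and by −2.16 in vehicle-treated cells (standard error 0.31, adjusted p = 2.8e-04). In knockdown cells TGF-β raised Thbs4 by 4.99 (standard error 0.28, adjusted p = 2.9e-06). The response of knockdown cells less that of scramble cells was 0.56 (standard error 0.37, adjusted p = 0.61), which did not pass the test. These are RNA-seq values. The paper's primer list, given as complete, has no RT–qPCR primers for Thbs4, which points to RNA-seq for the transcript panel of Extended Data Fig. 5d. Whether that panel holds the same libraries is not known, since its legend was not used here.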

Knockdown of histone H1.0 blocked the TGF-β-induced increase in THBS4 at the transcript and protein level (Extended Data Fig. 5d). Thbs4 was required for TGF-β-induced activation of myofibroblast genes periostin and αSMA expression (Extended Data Fig. 5e,f), demonstrating this to be a necessary downstream gene regulatory target of histone H1.0.

**Fig. 3:**
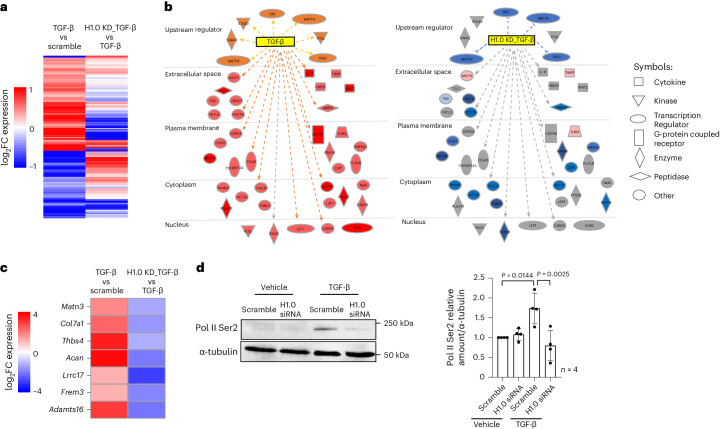
Histone H1.0 is necessary for transcriptional activation in response to TGF-β. **a**, Heatmap of gene expression changes TGF-β versus scramble (left) and TGF-β + H1.0 KD versus TGF-β (right; a subset of genes with *P* < 0.01 was selected; Benjamini–Hochberg-adjusted Wald test *P* value from the DESeq2 package). **b**, IPA identified genes significantly altered by TGF-β stimulation (left) and those whose expression is influenced by histone H1.0 KD before TGF-β (right). Upregulated genes are shown (left) (orange shading indicates activation; light/dark red indicates increased transcription after TGF-β treatment; and orange lines represent predicted and measured activation). Expression of these same genes when histone H1.0 is depleted prior to TGF-β versus TGF-β alone is shown on the right, showing widespread inhibition of transcriptional changes (light/dark blue indicates decreased expression; light red indicates increased expression; and gray indicates no change). Blue lines indicate predicted and measured inhibition. Gray lines indicate no prediction of direction. **c**, Heatmap showing effect of histone H1.0 KD on the expression pattern of ECM genes activated by TGF-β treatment. **d**, Western blot shows effects of histone H1.0 KD on TGF-β-induced changes in RNA Pol II Ser2 phosphorylation (mean ± s.d., analyzed by one-way ANOVA with a post hoc Tukey test; one replicate is a single isolation followed by treatment as indicated and western blotting). FC, fold change; KD, knockdown. Source data

We reasoned that histone H1.0’s ability to directly bind chromatin and alter gene expression underpins these changes in gene expression and fibroblast phenotype. We therefore examined the influence of histone H1.0 levels on RNA polymerase II (RNAP II) expression and activation. 

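The transcript of Polr2a, the catalytic subunit of RNA polymerase II (RNAP II), was lower with histone H1.0 siRNA with and without TGF-β. Polr2a lies on chromosome 11 of GRCm38 from 69733997 to 69758637. Its normalized count was 8270 ± 1150 with vehicle and 6830 ± 584 with TGF-β in scramble cells and 5340 ± 659 and 4710 ± 435 in knockdown cells (SD, n = 3 in each). The log2 fold change with the siRNA was −0.63 in vehicle-treated cells (standard error 0.12, adjusted p = 0.0020 from edgeR's quasi-likelihood test) and −0.54 in TGF-β-treated cells (standard error 0.12, adjusted p = 0.0053). With TGF-β alone it was −0.27 (adjusted p = 0.11, or 0.0055 with the replicate number as a block). The call in TGF-β-treated cells was lost without scramble TGF-β replicate 1 or 2 or siRNA TGF-β replicate 1 or 3 (adjusted p from 0.019 to 0.024).

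Polr2c, on chromosome 8 from 94857450 to 94873535, rose with TGF-β from 744 ± 25 to 977 ± 48.1 (SD, n = 3 in each), a log2 fold change of 0.39 (standard error 0.07, adjusted p = 0.0013). It was lower with the siRNA in TGF-β-treated cells, at 774 ± 33.8 (SD, n = 3; log2 fold change −0.34, standard error 0.07, adjusted p = 0.0022). In vehicle-treated knockdown cells it stood at 678 ± 38.3 (SD, n = 3), and its log2 fold change with TGF-β in knockdown cells was 0.19 (standard error 0.07, adjusted p = 0.053). This response was lower than in scramble cells by a log2 difference of −0.20 that did not pass the test (standard error 0.09, adjusted p = 0.43). Its call with the siRNA was lost without scramble TGF-β replicate 3 or siRNA TGF-β replicate 1 or 2 (adjusted p from 0.01 to 0.011).

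Polr2b had log2 fold changes with the siRNA of 0.19 in vehicle-treated cells (adjusted p = 0.068) and 0.04 in TGF-β-treated cells (adjusted p = 0.70), the latter −0.02 without scramble TGF-β replicate 3. Polr2d rose by 0.50 with TGF-β (standard error 0.08, adjusted p = 0.0012) and had 0.06 (adjusted p = 0.63, and −0.01 without siRNA vehicle replicate 3) and −0.09 (adjusted p = 0.44) with the siRNA. Of the 13 RNAP II subunit genes, 4 were higher with TGF-β in scramble cells and none was lower. With the siRNA in TGF-β-treated cells 2 were higher, Polr2e (log2 fold change 0.74, adjusted p = 1.2e-04) and Polr2k (0.72, adjusted p = 4.5e-05), and 2 were lower. Adjusted over the list alone these counts were the same, 4 with TGF-β and 2 and 2 with the siRNA, and 4 of the 13 genes were named by the study from these samples. Camera gave the list an adjusted p of 0.017 with TGF-β (adjusted p = 0.31 with an estimated correlation) and 0.96 with the siRNA. In knockdown cells TGF-β raised 1 of the 13 and lowered none (none raised when adjusted over the list alone). The difference in the TGF-β response went down, with a median of −0.15 and camera's adjusted p = 0.0096 (adjusted p = 0.19 with an estimated correlation). All values are from RNA-seq. The assay behind Extended Data Fig. 5g,h is not known for certain here, as the legend was not used. The paper's primer list, given as complete, has no RT–qPCR primers for these subunits, which points to RNA-seq for their transcripts.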

Histone H1.0 knockdown decreased the transcript levels of RNAP II subunit A and prevented the TGF-β-induced increase in subunit C, whereas subunit B was slightly increased and subunit D was unchanged by histone H1.0 depletion (Extended Data Fig. 5g,h). Histone H1.0 depletion also decreased the proportion of RNAP II that is serine 2 phosphorylated in response to TGF-β stimulation (Fig. 3d), indicating that histone H1.0 participates in TGF-β-induced activation of transcription in part by regulating RNAP II subunit levels as well as post-translational modification. One mechanism of chromatin remodeling is via histone acetylation, which alters local chromatin compaction and serves to recruit reader proteins, which in turn facilitate engagement of transcriptional machinery^30^. Inhibition of HDACs, which remove acetyl groups from lysines on histones and other proteins, is sufficient to block fibroblast activation^31^. Depletion of histone H1.0 led to an increase in total H3K27Ac (Fig. 4a), a mark associated with transcriptionally active enhancers, suggesting a shift toward more active chromatin. To examine the role of histone H1.0 in regulating chromatin accessibility via acetylation, we conducted histone H3K27Ac chromatin immunoprecipitation followed by sequencing (ChIP-seq) in TGF-β-treated cells in the presence and absence of histone H1.0. Remarkably, depletion of histone H1.0 blocks the locus-specific changes in H3K27Ac induced by TGF-β (Fig. 4b). Genes whose increase in H3K27Ac occupancy was blocked by histone H1.0 knockdown were enriched in pathways associated with cell migration, proliferation and ECM production (Fig. 4c), demonstrating that histone H1.0 is necessary for the proper acetylation of chromatin around these genes.

**Fig. 4:**
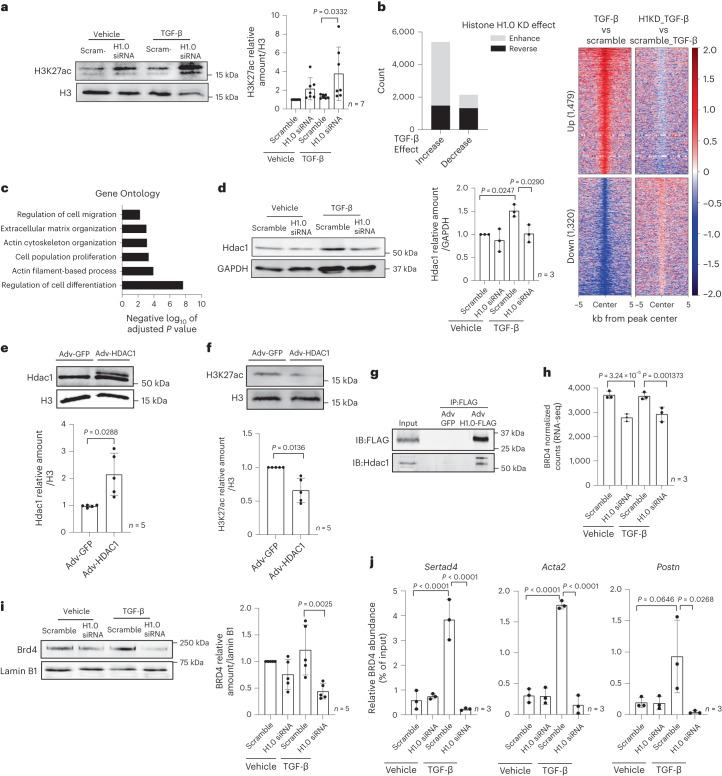
Histone H1.0 depletion prevents TGF-β-induced histone H3K27Ac and modulates actions of HDAC1 and BRD4. **a**, Immunoblot showing changes in global H3K27Ac after histone H1.0 depletion (left) and quantification (right) (mean ± s.d., one-way ANOVA with a post hoc Tukey test; one replicate is a single isolation followed by treatment as indicated and western blotting). **b**, Left: stacked bar chart showing direction of histone H1.0 KD-induced H3K27ac occupancy change (H1.0 KD + TGF-β relative to TGF-β treatment alone, *y* axis) in regions undergoing significant (FDR < 0.05) change in H3K27ac with TGF-β alone. Black and gray coloring indicate regions undergoing reversed or enhanced H3K27ac occupancy in the knockdown condition, respectively. Right: heatmap depicting the log_2_fold change in H3K27ac in regions that undergo a significant increase in H3K27ac occupancy with TGF-β and are prevented with histone H1.0 KD (top). A visualization for the opposite behavior: regions with decreased H3K27ac occupancy that is prevented by histone H1.0 KD (bottom). **c**, Gene Ontology analysis of 300 unique genes closest to the regions whose increases in H3K27ac occupancy and increases in transcription after TGF-β are histone H1.0 dependent (Fisher’s one-tailed exact test, corrected by the g:SCS algorithm and multiple comparison adjustment). **d**, Western blot of HDAC1 showing the effect of histone H1.0 KD on TGF-β-induced Hdac1 upregulation (left) and quantification (right; mean ± s.d., one-way ANOVA with a post hoc Tukey test). **e**, Fibroblasts were transfected with human Adv-HDAC1 or Adv-GFP for 48 h, and Hdac1 protein levels were detected by western blot (top) and quantified (bottom; mean ± s.d., Welch’s unpaired *t*-test). **f**, Western blot showing changes in H3K27ac abundance after Hdac1 overexpression (top) and quantification (bottom; mean ± s.d., Welch’s unpaired *t*-test). **g**, Co-IP assay, performed with anti-FLAG antibody using lysates from Adv-GFP or Adv-GFP-H1.0-FLAG transfected fibroblasts, confirms histone H1.0 interaction with Hdac1 (representative of five independent co-IP experiments). **h**, Effect of histone H1.0 knockdown on BRD4 transcript levels (RNA-seq counts with Benjamini–Hochberg-adjusted Wald test *P* value from the DESeq2 package). **i**, BRD4 protein (mean ± s.d., one-way ANOVA with a post hoc Tukey test). **j**, ChIP–qPCR against BRD4 in primary fibroblasts examining TGF-β-induced changes in BRD4 occupancy at the promoters of *Sertad4*, *Acta2* and *Postn* and the effects of histone H1.0 depletion (mean ± s.d., one-way ANOVA post hoc Tukey test). KD, knockdown. Source data

Increased pressure in the heart, which leads to fibroblast activation, pathologic muscle growth and heart failure, is associated with elevated HDAC activity^32^, and our data demonstrate that histone H1.0 is necessary for TGF-β-induced upregulation of HDAC1 (Fig. 4d). HDAC1 is preferentially expressed in fibroblasts versus muscle cells in the heart^33^, and overexpression of HDAC1 is sufficient to diminish global levels of H3K27Ac (Fig. 4e,f; HDAC inhibition was previously shown to block TGF-β-induced production of ECM^34^). Co-immunoprecipitation (co-IP) demonstrates that histone H1.0 can bind HDAC1 in fibroblasts (Fig. 4g), as previously documented for other HDAC isoforms in human cell lines^35^, implying that this regulatory interaction can also occur at the protein level. Thus, one mechanism by which histone H1.0 can regulate transcription is by preventing upregulation of HDAC and thereby reducing its gene silencing effect.

To further investigate the molecular basis for how altered histone acetylation levels may influence transcription, we examined expression of the chromatin reader protein BRD4, which binds acetylated lysines, facilitating recruitment of positive transcription elongation factor b (P-TEFb), thereby releasing transcriptional pausing. Inhibition of BRD4 was previously shown to block cell growth^36^ and fibroblast activation^37^. We observe that histone H1.0 depletion leads to a decrease in BRD4 transcript and protein levels (Fig. 4h,i), suggesting that reduction in the abundance of this chromatin reader is part of the mechanism by which histone H1.0 inhibition prevents fibroblast activation. These observations are in agreement with histone H1.0 dependence of changes in phosphorylation of RNA Pol II at Ser2 (Fig. 3d), given that BRD4 is known to recruit the essential RNA Pol II regulatory factor P-TEFb^38^ and promote Ser2 phosphorylation^39^. We examined binding of BRD4 to known TGF-β target genes using ChIP–qPCR: TGF-β induced robust recruitment of BRD4 to the transcription start sites (TSSs) of *Sertad4* (ref. ^40^), *Acta2* and *Postn*, which was completely prevented in all cases by depletion of histone H1.0 (Fig. 4j). These findings, together with previous studies, indicate that histone H1.0 coordinates reorganization of H3K27Ac around TGF-β target genes in part by regulating histone acetylation via HDACs and transcription by BRD4.

### Histone H1.0 regulates global chromatin compaction

Unlike transcription factors or some modified core nucleosome histones, the distribution of linker histone H1 across the genome is fairly ubiquitous^17,41^. We performed ChIP-seq for histone H1.0 (Extended Data Fig. 5b) and investigated regions of relative depletion as described^42^. Histone H1.0 is depleted at genes undergoing altered expression after fibroblast activation, with a greater depletion observed in genes whose expression is increased (Fig. 5a), suggesting that histone H1.0 eviction is associated with chromatin relaxation^18^. We confirmed specific localization of histone H1.0 to several TGF-β target genes using ChIP–qPCR (Fig. 5b), indicating that, although its genomic distribution is broad, it is not uniform. Immunoprecipitation of endogenous histone H1.0 (Fig. 5a) or overexpressed, tagged histone H1.0 (Extended Data Fig. 5i) gave similar results. We next directly tested the role of histone H1.0 in chromatin folding by performing nuclease digestion of genomic DNA to reveal the relative ratio of compact (nuclease inaccessible) to relaxed (nuclease accessible) DNA. Overexpression of histone H1.0 increased the proportion of DNA that was compacted and, thus, nuclease inaccessible, whereas knockdown of histone H1.0 had the antithetical effect (Fig. 5c). Interestingly, treatment with TGF-β shifted the genome to a more compact state, and knockdown of histone H1.0 reversed this effect (Fig. 5c), demonstrating that this behavior of histone H1.0 to modulate chromatin fiber accessibility is operative in the context of fibroblast activation. We performed targeted PCR for regions of *Acta2* and *Postn*, demonstrating that the presence of histone H1.0 tended to compact these regions of chromatin (Fig. 5d). Histone H1.0 overexpression or TGF-β treatment renders the *Acta2* and *Postn* loci less accessible (thus, less DNA was recovered by PCR), whereas knockdown of histone H1.0 has the opposite effect. These findings suggest that normal levels of histone H1.0 establish a microenvironment for expression or repression of genes, such that perturbing the balance of histone H1.0 levels prevents normal stress-activated transcription.

**Fig. 5:**
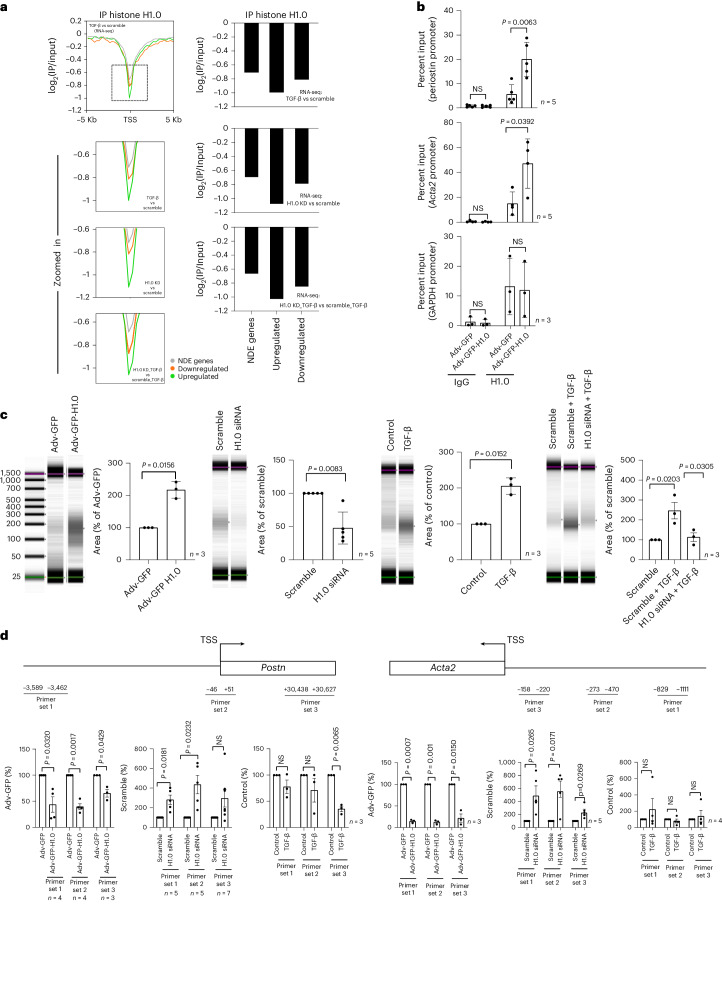
Histone H1.0 levels control chromatin fiber compaction. **a**, Left: ChIP-seq examining histone H1.0 occupancy at TSSs relative to other genomic regions (*y* axis indicates log_2_(IP/input) signal) at differentially transcribed genes: upregulated (green), downregulated (orange) or not differentially expressed (NDE; gray). Labeling in bottom right of inset panel indicates the RNA-seq dataset comparisons. Right: quantification of the local minimum for each condition within each inset graph from ChIP-seq profiles on the left. **b**, ChIP–qPCR performed in isolated murine cardiac fibroblasts transfected with Adv-GFP (control) or Adv-GFP-H1.0 examining histone H1.0 occupancy in the promoter region of *Periostin* (top), *Acta2* (middle) and *Gapdh* (bottom) (mean ± s.d., Welch’s unpaired *t*-test; one replicate is a single isolation followed by treatment as indicated and qPCR). **c**, Gel images of nuclease-digested genomic DNA (wherein more compact chromatin will experience less digestion and migrate higher on the gel) from fibroblasts transfected with Adv-GFP-H1.0 or Adv-GFP control (first panel), histone H1.0 siRNA or scrambled siRNA control (second panel), treated with TGF-β (third panel) or treated with TGF-β in the presence or absence of histone H1.0 (fourth panel). Quantification of genomic DNA in the 100–300-bp range is shown next to each gel image (mean ± s.d., one-way ANOVA with a post hoc Tukey test; one replicate is a single isolation followed by treatment as indicated and gel densitometry). **d**, Top: location of primers used for qPCR on DNA from fibroblasts after histone H1.0 overexpression or knockdown before TGF-β treatment. Bottom: qPCR measured amount of DNA (less signal indicates less DNA and, thus, greater compaction of region in question; mean ± s.e.m., Welch’s unpaired *t*-test; one replicate is a single isolation followed by treatment as indicated, MNase digestion and qPCR). KD, knockdown; NS, not significant. Source data

Nuclear deformability has been implicated in diseases such as cancer and fibrosis^5^ and is a major contributor to whole cell rigidity^43^. We therefore sought to investigate a role for histone H1.0 to control global genome and nuclear stiffness by employing a deformability assay^44^. Depletion of histone H1.0 had a robust effect to increase the deformability of cells under basal conditions and, to a lesser degree, after stimulation with TGF-β (Fig. 6a). Neither cell viability nor cell size was significantly altered by modulating histone H1.0 levels (Extended Data Fig. 6a,b), whereas TGF-β treatment increased the size and stiffness of cells independent of the nucleus (Extended Data Fig. 6d–f), likely contributing to the muted effect of histone H1.0 depletion on cellular deformability measurements after TGF-β. In contrast, increasing the abundance of nuclear histone H1.0 was sufficient to increase cellular retention in the absence of TGF-β (Fig. 6a), which is consistent with increased cell and nuclear stiffness. Upregulation of numerous cytoskeletal genes by TGF-β was blocked by depletion of histone H1.0 (Fig. 6b; myosins were also under control of histone H1.0; Extended Data Fig. 6c), providing a mechanistic explanation for the effect of histone H1.0 depletion to alter cell compliance changes after TGF-β. 

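Of 62 genes of the actin cytoskeleton and contraction, 25 were higher with TGF-β in scramble cells and none was lower, and with histone H1.0 siRNA in TGF-β-treated cells 21 were lower and 6 higher. Acta1, the skeletal actin, had a normalized count of 51.9 ± 20.7 with vehicle and 763 ± 273 with TGF-β in scramble cells and 1.80 ± 1.52 and 4.12 ± 3.11 in knockdown cells (SD, n = 3 in each). It rose by 3.88 with TGF-β (standard error 0.38, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test) and was lower by −7.49 with the siRNA (standard error 0.49, adjusted p = 1.8e-06) on the log2 scale. Of the other genes readable in Fig. 6b, the troponin gene Tnnc1 had 2.21 with TGF-β and −2.21 with the siRNA (standard error 0.27, adjusted p = 8.4e-05). The cannabinoid receptor gene Cnr1 had 2.71 and −2.06 (standard error 0.48, adjusted p = 0.0057), and the calcium-binding protein gene Pvalb 2.15 (adjusted p = 0.017) and −1.52 (adjusted p = 0.052). Of these 5 genes 4 were higher with TGF-β and 4 were lower with the siRNA. The members that rose with the siRNA included Arpc1b, a subunit of the ARP2/3 complex that nucleates actin branches (0.79, standard error 0.07, adjusted p = 1.1e-05), and Cald1, caldesmon (0.56, standard error 0.07, adjusted p = 1.4e-04). Cnr1 lost its call with TGF-β without scramble vehicle replicate 1 or 2 or scramble TGF-β replicate 2 (adjusted p from 0.01 to 0.012) and with the siRNA without scramble TGF-β replicate 2 or 3 or siRNA TGF-β replicate 1, 2 or 3 (adjusted p from 0.017 to 0.024). Without scramble TGF-β replicate 3, Pvalb passed both tests (adjusted p = 0.0024 with TGF-β and 0.0042 with the siRNA).

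In vehicle-treated cells 23 of the 62 were lower and 4 higher with the siRNA, and in knockdown cells TGF-β raised 25 and lowered 2. Of 41 targets of SRF and its coactivators, 19 were higher with TGF-β in scramble cells and none was lower. With the siRNA in vehicle-treated cells 24 were lower and 1 higher, 17 were lower and 3 higher with the siRNA in TGF-β-treated cells, and 25 were higher with TGF-β in knockdown cells. Tagln, transgelin, rose by 1.78 with TGF-β in scramble cells and by 3.85 in knockdown cells, from a level that the siRNA had changed by −3.54, and the difference in response was 2.07 (standard error 0.25, adjusted p = 0.0087). That difference lost its call without scramble vehicle replicate 1 or 2, scramble TGF-β replicate 1, 2 or 3, siRNA vehicle replicate 1, 2 or 3 or siRNA TGF-β replicate 1, 2 or 3 (adjusted p from 0.014 to 0.051).

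Of 50 myosin and light chain genes 8 were higher and 5 lower with TGF-β, and 6 were lower and 3 higher with the siRNA in TGF-β-treated cells. The regulatory light chain Myl9 had −3.23 with the siRNA (standard error 0.37, adjusted p = 5.6e-05) and 1.23 with TGF-β in scramble cells (adjusted p = 0.019, or 9.7e-04 with the replicate number as a block). Myl9 passed the test with TGF-β without siRNA vehicle replicate 2 or siRNA TGF-β replicate 2 (adjusted p from 0.0058 to 0.0075). Myo1d rose by 0.81 with TGF-β (standard error 0.08, adjusted p = 8.3e-05) and had −1.29 with the siRNA (standard error 0.08, adjusted p = 1.6e-06), while Myo6 was higher with the siRNA by 0.74 (standard error 0.06, adjusted p = 3.7e-06). Of 36 integrin and focal adhesion genes 11 were higher and 1 lower with TGF-β, and 7 were lower and 2 higher with the siRNA. Itgav was among those lower with the siRNA (−1.03, standard error 0.07, adjusted p = 1.6e-06). In vehicle-treated cells the siRNA lowered 11 myosins and raised 1 (also when adjusted over the list alone). It lowered 12 integrin and focal adhesion genes there and raised 1 (12 and 2 adjusted over the list alone). Of 17 pericyte and smooth muscle markers 4 were lower with the siRNA in TGF-β-treated cells, 13 did not pass the test and none was higher. Of 19 cardiomyocyte markers, 4 of which reach a mean count of 100 in a group, 5 were lower and 14 did not pass, and none was higher. Tnnt2 was among the lower ones (−3.57, standard error 0.12, adjusted p = 1.3e-07). Other fixed lists hold 8 of these 17 and 10 of these 19 genes, and also 27 of the 62 actin genes and 31 of the 41 SRF targets.

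Camera's adjusted p for the actin genes was 2.9e-07 with TGF-β (adjusted p = 0.045 with an estimated correlation) and 0.0057 with the siRNA in TGF-β-treated cells (adjusted p = 0.15 with an estimated correlation). For the SRF targets it was 5.6e-11 (adjusted p = 0.030 with an estimated correlation) and 1.8e-05 (adjusted p = 0.15 with an estimated correlation). For the integrin and focal adhesion genes it was 0.015 (adjusted p = 0.14 with an estimated correlation) and 0.028 (adjusted p = 0.15 with an estimated correlation). For the myosins it was 0.65 and 0.068 (0.042 with the block, and adjusted p = 0.15 with an estimated correlation). With the siRNA it was 0.0087 for the pericyte and smooth muscle markers (adjusted p = 0.61 with an estimated correlation) and 0.0021 for the cardiomyocyte markers (adjusted p = 0.15 with an estimated correlation). In vehicle-treated cells it was 5.5e-05 for the actin genes, 1.1e-09 for the SRF targets, 8.8e-04 for the integrin genes and 0.0035 for the myosins. With an estimated correlation these were 0.073, 0.046, 0.058 and 0.058. The difference in the TGF-β response went up in these lists, with 0.0043, 4.3e-06, 0.0055 and 0.033 in the same order. With an estimated correlation these were 0.13, 0.1, 0.1 and 0.12. Adjusted over the list alone, 21 actin genes were lower and 7 higher with the siRNA in TGF-β-treated cells, 17 and 3 SRF targets, 7 and 2 integrin genes, 5 and 1 myosins, 4 and 0 pericyte markers, and 5 and 0 cardiomyocyte markers. With TGF-β, 27 actin genes, 22 SRF targets, 12 integrin genes and 9 myosins were higher and 0, 0, 2 and 5 were lower when adjusted over the list alone. The study named 5 of the actin genes, 8 of the SRF targets, 1 integrin gene, 2 pericyte markers and 1 cardiomyocyte marker from these samples, and for those the counts are not independent evidence.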

To directly evaluate the role of histone H1.0 in genome compaction, we imaged nuclei and quantified the chromatin condensation parameter (CCP), a measurement of global chromatin architecture^45^, after modulation of histone H1.0 levels or hypotonic or hypertonic treatments as positive controls (which, respectively, decompact or compact chromatin; Fig. 6c). Depletion of histone H1.0 levels caused global chromatin decondensation (Fig. 6d), whereas augmentation of histone H1.0 caused condensation (Fig. 6e). Combined with Fig. 5, these findings demonstrate that histone H1.0 modulates chromatin compaction on a genome-wide scale—directly controlling overall cell deformability—via a local mechanism in which more histone H1.0 leads to more restrictive topology (Fig. 6f).

**Fig. 6:**
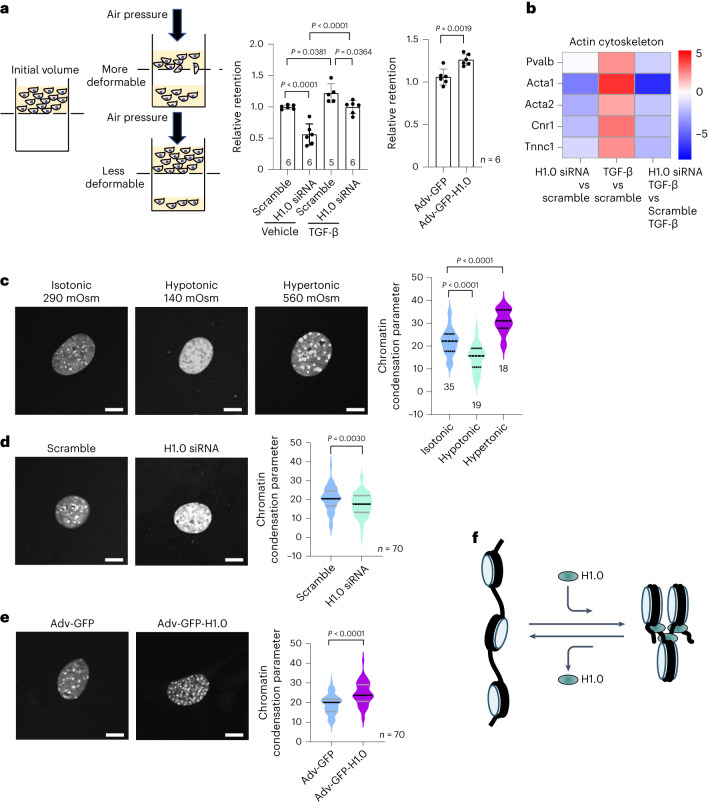
Histone H1.0 levels directly influence cellular stiffness and nuclear condensation. **a**, Left: diagram of the cellular filtration assay. Right: effect of histone H1.0 depletion and TGF-β on cellular retention. Two-minute applied pressure for KD and TGF-β; for H1.0 overexpressing cells, more than 4 min were required because of increased stiffness (mean ± s.d., one-way ANOVA with a post hoc Tukey test (knockdown and TGF-β groups) or Welch’s *t*-test (H1.0 overexpression); one replicate is a single isolation followed by treatment as indicated and cellular filtration measurement). **b**, Heatmap depicting actin cytoskeleton genes and their expression after TGF-β in the presence or absence of histone H1.0. **c**, Left: DAPI staining of primary fibroblasts incubated under different osmotic environments for 1 h. Right: CCP quantifies decondensation induced by hypotonic conditions and condensation induced by hypertonic conditions. **d**, Left: DAPI staining of primary fibroblasts depleted of histone H1.0. Right: CCP, same as in **c** (*n* = 70 nuclei per group). **e**, Left: DAPI staining of primary fibroblasts transfected with Adv-GFP-H1.0 or Adv-GFP control. Right: CCP, same as in **c** (*n* = 70 nuclei per group). Violin plots indicate mean and quartiles for **c**–**e** (one-way ANOVA with post hoc Tukey test, representative of three biological replicates). Scale bars, 10 μm. **f**, Schematic illustration of the effect of histone H1.0 abundance on chromatin compaction. Source data

### Histone H1.0 controls fibrosis in vivo

To investigate a role for histone H1.0 to control responses to physical stress in vivo, we employed a model of catecholamine stimulation with ISO, a non-selective β-adrenergic receptor agonist that increases cardiac work and, thus, tension on the muscle fiber, in addition to inducing fibrosis^46^. Notably, catecholamines can also directly increase cellular tension in non-muscle cells^47,48^. Previous studies showed that the fibrotic effects of ISO are a complex trait strongly influenced by the genetic background of the mouse^22^, and thus we chose two strains of mice to examine: C57BL/6J, which has a modest fibrotic response, and C3H/HeJ, which exhibits a more pronounced response (Extended Data Fig. 6g). Our analyses of C3H/HeJ mice demonstrated a positive correlation between histone H1.0 abundance and fibrotic deposition after ISO treatment (Extended Data Fig. 6h). Administration of ISO induced cardiac muscle hypertrophy in both strains, which was attenuated by co-administration of siRNA against histone H1.0 (Fig. 7a,b). Furthermore, in vivo depletion of histone H1.0 blocked ISO from inducing an increase in the ratio of early to late peak diastolic filling velocities (E/A ratio) (Fig. 7a,b), a measure of diastolic function, where an E/A ratio ≥2 is consistent with a less compliant, stiffer ventricle. No effect on ejection fraction, a measurement of systolic function, was observed after histone H1.0 depletion (Extended Data Figs. 6i and 8). siRNA treatment was sufficient to deplete H1.0 in both mouse strains (Fig. 7b and Extended Data Fig. 7a) as well as to block activation of fibrotic genes, including periostin and collagen 1A1, as measured by protein and transcript abundance (Fig. 7c,d). Knockdown of histone H1.0 was sufficient to transiently decondense chromatin in heart muscle as measured by nuclease accessibility (Fig. 7e), indicating that the in vivo mechanisms of protection work through actions of histone H1.0 to globally remodel the genome through actions at the chromatin fiber. We observed a significant prevention of ISO-induced fibrosis (Fig. 7f), demonstrating that histone H1.0 is essential for the transcriptional program driving production of ECM in vivo. We also found fibrosis in the kidneys of these ISO-treated animals, which was partially attenuated by depletion of histone H1.0 (Extended Data Fig. 7b,c). Notably, in vivo depletion of histone H1.0 with an orthogonal technique (AAV9-mediated delivery of shRNA against a different region of the histone H1.0 transcript) was sufficient to recapitulate the phenotypes observed with siRNA-mediated depletion (Extended Data Fig. 9). Taken together, these findings demonstrate a powerful effect of histone H1.0 to regulate fibrosis in vivo through its actions to control chromatin packaging.

**Fig. 7:**
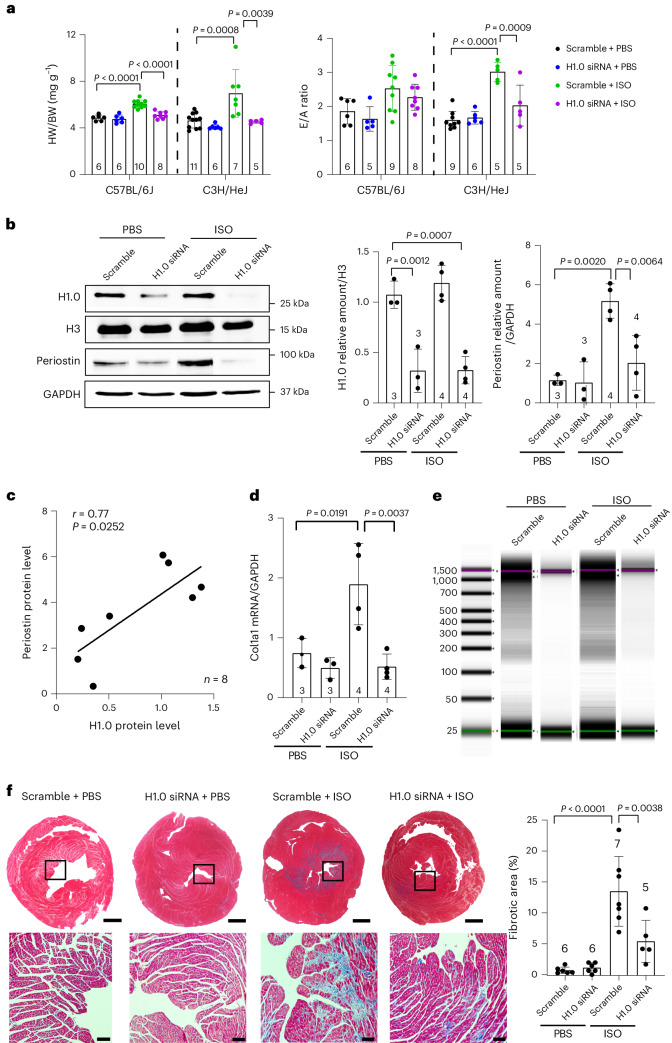
Histone H1.0 depletion prevents disease-associated cardiac fibrosis in vivo*.* **a**, Left: heart weight (HW) to body weight (BW) ratios. Right: E/A ratios. **b**, Western blot from whole heart showing histone H1.0 KD effect on ISO-induced periostin activation and quantification. **c**, A positive Pearson’s correlation was observed between histone H1.0 and periostin levels in hearts from C57BL/6J mice. **d**, RT–qPCR showing effect of histone H1.0 KD on ISO-induced changes in *Col1a1* transcript abundance. **e**, Gel images of genomic DNA digested from hearts of C57BL/6J mice. **f**, Left: Masson’s trichrome staining of heart sections to measure fibrosis (C3H/HeJ mice; bars in whole heart images, 1 mm; bars in zoomed images, 100 μm; square indicates the region from which high-magnification images were acquired). Right: quantification of fibrotic area. All data are presented as mean ± s.d., analyzed by one-way ANOVA with post hoc Tukey test. Source data

## Discussion

One manner in which cells alter their microenvironment in response to physical and chemical stressors is via fibrosis, or the deposition of ECM proteins, thereby altering parenchymal mechanics. We observe that tuning of histone H1 levels and chromatin compaction is necessary for response to stress stimuli and that the linker histone H1.0 isoform has a privileged role in this process. We also demonstrate that augmenting histone H1.0 levels can recapitulate the chromatin organization, gene expression and mechanical cell behaviors in the absence of changes to cellular tension or cytokine stimulation. These findings support a central role for histone H1.0 as a molecular regulator of fibroblast stress response, coupling chromatin organization with cellular mechanical properties.

Alteration of histone H1 levels in vivo has been shown to shift global chromatin architecture between a relaxed (less H1) or more compact (more H1) state, and depletion of H1 promotes the development of lymphoma^18^, indicating that remodeling genome packaging through histone H1 is a conserved mechanism across cell types. Our findings indicate that the levels of histone H1.0 can control chromatin condensation and thereby expression of genes associated with the cytoskeleton, force generation, ECM and cellular motility. These findings raise the intriguing possibility that histone H1.0 may work directly via changes in nuclear compliance—that is, to change nuclear stiffness as a mechanism to change cell stiffness—in parallel with effects of histone H1.0 to control transcription of genes associated with altering cellular rigidity. We demonstrate that the abundance of histone H1.0 on chromatin is directly associated with chromatin compaction: depleting histone H1.0 led to fiber relaxation and global decondensation, whereas overexpression had the opposite effect. These changes in chromatin accessibility prime the actions of other chromatin remodelers, such as HDAC1 and BRD4, which, in turn, modulate transcription of stress-responsive genes in a histone H1.0-dependent manner. We speculate that the observed role of histone H1.0 to influence TGF-β-induced Pol2 phosphorylation may be dependent on the concomitant effects on BRD4 and H3K27 acetylation in the context of transcriptional regulation.

The enrichment of histone H1.0 that we observed across fibroblast populations is in agreement with this isoform being the only polyadenylated version of the linker histone family^49^ and, thus, the only one likely to be strongly expressed in non-dividing cells. Deletion of histone H1.0 in vivo did not adversely affect mouse development^15^, likely due to compensation by other linker histone family members (linker-to-core nucleosome ratio was unchanged in these animals^15^). Subsequent studies depleted other histone H1 isoforms by germline knockout: loss of individual isoforms H1.3, H1.4 or H1.5 failed to influence mouse development—including when combined with simultaneous loss of histone H1.0 in a double knockout model—again due to compensatory upregulation of other linker histone isoforms^14^. Triple knockouts for H1.3, H1.4 and H1.5 were lethal, with no embryos surviving past embryonic day (E) 11.5 (ref. ^16^). Although the exact stoichiometry of linker histones to nucleosome core particles at individual loci is uncertain and likely varies across the genome (and between different cell types), in somatic cells the average ratio approximates 1. When the linker-to-core ratio is maintained around 1, by altered expression of other isoforms in the setting of genetic knockout, there is no overt phenotype, whereas, in the setting of triple deletions, a decreased linker-to-core ratio is associated with widespread developmental defects^16^. In the present study, transient knockdown of histone H1.0 was associated with neither major alterations in other linker histones nor changes in the expression of the core nucleosome histones (H2A, H3 and H4, with minimal change in H2B); thus, our intervention induced a transient decrease in the linker-to-core histone ratio, concomitant with perturbations in chromatin structure and the responsiveness of the cells to growth stimulus. Analysis of single-nucleus RNA-seq data from dilated and arrhythmogenic cardiomyopathies^50^ revealed that histone H1.0 was the only variant increased in fibroblast subpopulations that also expressed periostin, and other scRNA-seq datasets from human hearts all show a positive correlation between histone H1.0 and periostin (Extended Data Fig. 1). Previous work showed that levels of histone H1 variants are dynamic during development and reprogramming in the mouse embryo^51^ as well as in the adult mouse heart after pressure overload^25^, linking changes in global chromatin organization with the phenotypic shifts associated with maturation and disease.

Our results support a model in which perturbation of normal chromatin architecture is an organizing feature to regulate cellular response to stress. This mechanism is centrally controlled by levels of histone H1.0 and is used by the cell to alter local chromatin compaction and to change the global stiffness of the cell to respond to altered mechanical or cytokine environment. Recent investigations have shown that linker histones participate in gene regulation through mechanisms beyond their ability to compact the chromatin fiber^52^. The actions of histone H1.0 are not merely to turn genes on or off. We found that chromatin fibers are relaxed by histone H1.0 depletion, in agreement with previous studies of linker histones, yet histone H1.0 levels alone are not predictive of transcription. For example, the stress-activated genes periostin and αSMA, whose increase in expression is blocked by histone H1.0 depletion, are bound by histone H1.0 and more compacted when it is present. Thus, during agonist stimulation, histone H1.0-dependent changes in chromatin organization must facilitate the actions of other transcriptional machinery.

At the molecular level, the actions of histone H1.0 in cardiac fibroblasts involve direct binding to chromatin and compacting local fibers. Our data demonstrate that histone H1.0 levels influence global and gene-specific deposition of histone H3K27Ac, a mark of gene and enhancer activation. Depletion of histone H1.0 completely blocked changes in H3K27Ac induced by TGF-β, including in fibrosis-associated genes, notwithstanding global changes in acetylation being increased after histone H1.0 knockdown, demonstrating the specificity of this regulation. This process also involved decreased expression of HDAC1 and decreased expression of BRD4, a bromodomain containing histone reader necessary for binding to acetylated histones to recruit transcriptional machinery. Small-molecule-based HDAC inhibition can prevent fibrosis in the heart^53–55^. Similarly, small-molecule-based inhibition of BRD4 has independently been shown to block fibrosis in the lung^56^, liver^57^ and heart^40,58^. In addition, previous studies in fibroblasts showed that HDAC inhibition blocks BRD4-dependent gene activation^31^. Depletion of histone H1.0 led to a decrease in HDAC levels and a global decondensation of chromatin, in agreement with previous work showing that HDAC inhibition caused global chromatin decondensation and deacetylation in living cells^59^ and plays a critical role in genome protection during the mechanical disruptions of mitosis^60^. Histone H1 itself has been shown to be regulated by acetylation and HDAC inhibition—either by direct interaction with H1 or through chromatin decondensation—has been shown to increase histone H1 mobility on chromatin^61^. Both histone acetylation and BRD4 levels have been shown to drive chromatin phase separation^62^, a behavior linked to the global condensation and local fiber compaction. Our findings provide a molecular link between the actions of histone H1.0 to regulate chromatin condensation and the previous observations of these histone modifiers in the setting of pathologic fibroblast activation.

Although the effects on fibrosis were quite similar, we observed variability in the extent of protein and transcript knockdown comparing the siRNA versus AAV9-shRNA approaches, likely reflecting distinct mechanisms of delivery (these approaches also cannot rule out effects in non-fibroblasts). To translate these observations into a therapy, significant optimization would be required to engineer a potent, targeted approach for antisense-based depletion of histone H1.0 in vivo. Although histone H1.0 is dispensable for organismal development due to compensatory upregulation of other isoforms, our findings reveal a necessary role for this protein to regulate fibroblast activation and cellular stiffness in the adult mouse. Notably, knockdown of histone H1.0 alone had discernable effects neither on cell physiology in culture nor on organ function or histology in vivo. These observations likely represent a distinct behavior of chromatin in non-proliferating adult cells: in response to stress, global chromatin changes are necessary for transcriptional activation and involve histone H1.0, mirroring distinct effects shown for other chromatin structural proteins, such as CTCF in primordial versus terminally differentiated cells^63,64^. These changes in chromatin architecture are responsive to cytokines such as TGF-β and hormones such as angiotensin II and ISO, serving to directly alter cellular stiffness by changing nuclear deformability and by ensuring proper expression of cytoskeletal and ECM proteins. In this model, histone H1.0 directly links chromatin structure with cellular stress response, providing a mechanism to ensure that the microenvironment is coupled to the necessary transcriptional program to elicit distinct mechanical behaviors of the cell.

## Methods

### Animal care and use

All animal studies were approved by the University of California, Los Angeles (UCLA) Animal Research Committee in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Adult female and male C57BL/6J (The Jackson Laboratory, 000664) and C3H/HeJ (The Jackson Laboratory, 000659) mice (8–12 weeks old) were obtained and used in this study. Male and female mice were used in this study, but the groups were not powered to reveal sex differences. Animals were housed under normal light/dark cycles and with controlled ambient air temperature and humidity.

### Histone H1.0 knockdown in vivo in mice

H1.0 siRNA (Thermo Fisher Scientific, 4404010) and scrambled negative control siRNA (Thermo Fisher Scientific, 4457289) were purchased. For each experimental group, siRNA (1.25 mg kg^−1^ body weight) was tail vein injected into either C57BL/6J or C3H/HeJ mice on days 0, 7 and 14 using Invivofectamine 3.0 (IVF3005, Thermo Fisher Scientific) according to the manufacturerʼs instructions and based on previous studies^65^. siRNA sequences are listed in Supplementary Table 2.

### Murine models of fibrosis

Cardiac fibrosis was induced by daily intraperitoneal injection of ISO (MilliporeSigma, 16504) for 14 d (C57BL/6J: 80 mg kg^−1^ day^−1^; C3H/HeJ: 20 mg kg^−1^ day^−1^), beginning the day of the second siRNA injection (day 7 of the in vivo knockdown protocol described above). Mice in negative control groups were injected daily with vehicle (PBS). Mice were euthanized 14 d after ISO treatment and then hearts, kidneys and lungs were harvested.

### Echocardiography

Heart function was measured by echocardiology before and after ISO treatments. Animals were anesthetized with 1.5% isoflurane and 95% O_2_, and chest hair was removed. Continuous ECG monitoring was implemented, and heart rates were maintained between 400 and 500 beats per minute. Body temperature was set at 37 °C using a heating pad. A Vevo 3100 imaging system was used to acquire M-mode images. LV systolic function was evaluated by calculating ejection fraction (EF%). LV diastolic function was measured by calculating the E/A ratio. All calculations were performed using the Vevo LAB 5.6.1 system.

### Cell culture and TGF-β or angiotensin II treatment

Adult female and male C57BL/6J primary cardiac fibroblasts were isolated using enzymatic digestion (7 mg ml^−1^ collagenase type II: Worthington Biochemical, LS004177) followed by centrifugation (644*g* for 8 min at 4 °C) and cell plating in DMEM/F12 media supplemented with 10% FBS, 1% antibiotics (penicillin and streptomycin) and 0.1% insulin-transferrin-selenium (ITS; Corning, 354350). After 2 h, cells were maintained in DMEM/F12 media supplemented with 10% FBS, 1% antibiotics (penicillin and streptomycin), human basic fibroblast growth factor (hbFGF; 1:10,000 concentration from 200× stock, MilliporeSigma, 11123149001) and 0.1% ITS (Corning, 354350). Media and floating cells were then removed, and fibroblasts were grown in DMEM/F12 media supplemented with 10% FBS, 1% antibiotics, hbFGF and 0.1% ITS until reaching 70–80% confluency.

Lung primary fibroblasts were isolated from adult female and male C57BL/6J mice using a previously reported method involving collagenase digestion^66^ and maintained in DMEM/F12 media supplemented with 20% FBS, 1% antibiotics (penicillin and streptomycin), hbFGF and 0.1% ITS until reaching 70–80% confluency. Mouse skin fibroblasts from passages 3–5 and human skin fibroblasts from passage 9 were maintained in DMEM/F12 media supplemented with 10% FBS and 1% antibiotics (penicillin and streptomycin). For all experiments involving fibroblasts, cells at 70–80% confluency were cultured in serum-free media (0.1% FBS) for 24 h before TGF-β treatment (10 ng ml^−1^; Novoprotein, CA59) or angiotensin II treatment (1 µM, Sigma-Aldrich, A9525).

### Immunoblotting and antibodies

Protein was extracted from primary cardiac fibroblasts and lung fibroblasts using homemade RIPA lysis buffer (150 mM NaCl, 5 mM EDTA, 50 mM Tris pH 8.0, 1% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS)) containing protease inhibitors (Roche, 04693159001) and phosphatase inhibitors (Roche, 04906837001). A homemade lysis buffer was used for protein extraction from whole heart, lung or kidney tissue (50 mM Tris pH 7.4, 10 mM EDTA, 1% SDS, 10 mM sodium butyrate, 1.2 mM phenylmethanesulfonyl fluoride, 1 mM sodium fluoride, 1 mM sodium orthovanadate) supplemented with protease inhibitor tablets (Roche, 04693159001). Protein concentration was measured using a Pierce BCA Protein Assay (Thermo Fischer Scientific, 23225). An equal amount of protein was loaded into an SDS-containing polyacrylamide gel. After electrophoresis, proteins were transferred to a nitrocellulose membrane (Bio-Rad, 1620115). Membranes were blocked with 5% BSA for 1 h, incubated with appropriate primary and fluorescent secondary antibodies and developed using a ChemiDoc MP Imaging System (Bio-Rad). All primary and secondary antibodies are listed in Supplementary Table 1. Unless otherwise stated, western blots were performed on whole cell lysate, which would include proteins bound to, as well as within, the cells.

### Immunofluorescence

Cells were fixed at either (1) room temperature for 10 min using 4% paraformaldehyde (PFA) for Figs. 1 and 2 or (2) room temperature for 20 min using 1.6% PFA for Fig. 6 and Extended Data Figs. 5 and 6. Fixed cells were permeabilized and blocked for 1 h using blocking buffer (5% BSA, 0.1% Triton X-100) and incubated overnight at 4 °C with primary antibody: anti-αSMA (1:100, Abcam, ab7817), anti-periostin (1:50, R&D Systems, AF2966), anti-FLAG (1:100, Sigma-Aldrich, B3111), anti-H1.0 (1:100, Abcam, ab134914), anti-vimentin (1:200, Abcam, ab45939) or anti-lamin A/C (1:200, Abcam, ab8984). Appropriate concentration of secondary antibodies was incubated at room temperature for 1 h. Imaging was performed on a fluorescence microscope (Zeiss Axio Vert.A1) or a confocal microscope (Nikon, A1R, ×60). Nuclei were stained using DAPI. Secondary antibody staining alone was used as a negative control.

### Bulk RNA-seq and bioinformatics analysis

Pellets from three biological replicates of primary isolated cardiac fibroblasts transfected with H1.0 or scrambled siRNAs and treated with TGF-β or vehicle were sent to the UCLA Technology Center for Genomics & Bioinformatics Core for RNA isolation, library preparation and sequencing. Ribosomal RNA was removed using a KAPA RNA HyperPrep Kit (Roche, kk8561). Approximately 40 million paired-end reads per sample (2×150 bp) were generated during sequencing. Raw fastq.gz files were downloaded and processed as described^67^, with the following modifications. Salmon version 1.4.0 (ref. ^68^) was used to pseudoalign reads to an mm10 index built from Ensembl build 102. DESeq2 (ref. ^69^) was used to perform differential expression testing, specifically on genes that had at least 10 reads measured between the total samples, and significantly differentially expressed genes were defined as those with adjusted *P* value less than 0.01. Principal component analysis (PCA) was performed using the ‘plotPCA()’ function in DESeq2 and visualized using ggplot2 (ref. ^70^) in R. Heatmaps were visualized using gplots (https://cran.r-project.org/web/packages/gplots/index.html) in R or Prism software version 9.0 (GraphPad Software). KEGG pathway analysis was performed using g:Profiler^71^ on the subset of genes upregulated by log_2_fold change of 1.5 with TGF-β (when compared to scrambled negative control) and then downregulated by log_2_fold change of 1.5 in the H1.0 siRNA + TGF-β condition (when compared to TGF-β alone).

### RT–qPCR

Total RNA was isolated from primary cardiac fibroblasts or primary lung fibroblasts from C57BL/6J mice using an RNA isolation kit (Zymo, R1018) for RT–qPCR. Heart tissue from C57BL/6J mice was homogenized and lysed with TRIzol (Thermo Fisher Scientific, 15596018). Total RNA was extracted following the manufacturer’s instructions. cDNA was generated according to the manufacturer’s instructions (Bio-Rad, 1708891), and RT–qPCR was performed in a CFX96 Real-Time PCR Detection System (Bio-Rad) using SsoFast EvaGreen Supermix (Bio-Rad, 1725201). All primer sequences used in this study are listed in Supplementary Table 2.

### RNAi assay in vitro

Lipofectamine RNAiMAX (Thermo Fisher Scientific, 13778150) transfection was performed following the manufacturer’s protocols. In brief, 500 µl of Opti-MEM Reduced Serum Media (Thermo Fisher Scientific, 31985070) containing either Dharmacon’s siRNA targeting H1.0 (40 nM, Horizon Discovery, M-060325-01), H1.1 (80 nM, Horizon Discovery, M-049956-00), H1.2 (80 nM, Horizon Discovery, M-045246-00), H1.3 (80 nM, Horizon Discovery, M-051171-00), H1.4 (80 nM, Horizon Discovery, M-042536-01), H1.5 (80 nM, Horizon Discovery, M-049995-00) and Thbs4 (40 nM, Horizon Discovery, M-044016-01) or the appropriate concentration of siRNA scramble control (Horizon Discovery, D-001206-14) were mixed with 500 µl of Opti-MEM Reduced Serum Media containing 20 µl of Lipofectamine RNAiMAX (Thermo Fisher Scientific, 13778075). For the human skin fibroblast experiment, transfection was performed using Dharmacon’s siRNA targeting human H1.0 (40 nM, Horizon Discovery, M-017209-01). After incubating the reagents for 10 min at 37 °C, the solution was added to the cells and slightly agitated to mix. After 24 h of incubation at 37 °C, the siRNA reagent solution was removed and replaced with appropriate media according to the downstream experiment. siRNA sequences are listed in Supplementary Table 2.

### Viral infection in isolated cells

Isolated cardiac fibroblasts were infected with either mouse Adv-GFP-H1.0-FLAG (Vector Biolabs, custom generated for this study) or human Adv-HDAC1 (Vector Biolabs, 1498) with Adv-GFP (Vector Biolabs, 1768) as a negative control, using a multiplicity of infection (MOI) of 200 plaque-forming units per cell. After 24 h of incubation at 37 °C, the solution was removed and replaced with DMEM/F12 media containing 10% FBS, 1% antibiotics (penicillin and streptomycin) and 0.1% ITS. For the Adv-GFP-H1.0-FLAG experiments, cells were collected 48 h after infection. In the case of the human Adv-HDAC1 experiments, an additional infection was performed 24 h after initial infection, and cells were collected for downstream analyses 24 h later, for a total of 48 h of infection.

### AAV9 delivery in vivo

AAV9-Tcf21-GFP-shRNAmir encoding shRNA against histone H1.0 was custom generated by Vector Biolabs for this study with sequences (shRNAmir) optimized to facilitate transcription of small non-coding RNAs, including shRNA. A separate vector, encoding a scrambled shRNA, was used as control. Transfection was validated by GFP fluorescence and histone H1.0 abundance. AAV9 (3 × 10^11^ particles per mouse) was injected via tail vein into C3H/HeJ mice (8–12 weeks). Five weeks after injection, PBS or ISO (20 mg kg^−1^ day^−1^) were injected for 1 week. Mice were euthanized 7d after ISO treatment and then hearts were harvested. A similar strategy was employed to target cardiac fibroblasts previously^72^. shRNA sequences are listed in Supplementary Table 2.

### Collagen gel contraction assay

Primary cardiac fibroblasts were transfected with H1.0 or scrambled negative control siRNA for 48 h. Fibroblasts suspended in 10% serum-supplemented DMEM/F-12 medium were seeded (0.5 × 10^6^ cells per milliliter) on collagen gels 24 h before serum deprivation for 4 h. At the beginning of contraction, gels were released from wells using a pipette tip and treated with TGF-β (10 ng ml^−1^; Novoprotein, CA59) for 24 h. Primary cardiac fibroblasts transfected with Adv-GFP or Adv-GFP-H1.0-FLAG for 48 h were suspended in 10% serum-supplemented DMEM/F-12 medium, seeded (0.5 × 10^6^ cells per milliliter) on collagen gels for 8 h and then released from wells for 24 h. Gel images were acquired by the ChemiDoc MP Imaging System (Bio-Rad). Gel area was calculated using ImageJ^73^ and Fiji^74^, and contraction was reported as percentage of contraction.

### Traction force assay

Primary cardiac fibroblasts transfected with Cy3-labeled siRNA (Horizon Discovery, D-001620-03), together with either scrambled or H1.0 siRNA with or without TGF-β stimulation, were seeded onto BSA conjugated to a 647-fluorophore micropatterned onto a flexible polydimethylsiloxane (PDMS). Fibroblasts and patterned BSA dots were imaged, and deformation of the dots was quantified and converted into forces as described^28^.

### CCK-8 proliferation assay

Primary cardiac fibroblasts were seeded in a 48-well plate (1 × 10^4^ cells per well) overnight, transfected with H1.0 or scrambled siRNA for 48 h and then treated with TGF-β (10 ng ml^−1^) or vehicle for 24 h. After 2 h of incubation with 20 µl of CCK-8 solution to each well, absorbance at 450 nm wavelength was recorded in a BioTek Synergy H1 Hybrid plate reader as a readout for cell proliferation.

### Wound healing assay

Wound healing experiments were performed on (1) primary mouse cardiac fibroblasts transfected with Adv-GFP-H1.0-FLAG or Adv-GFP for 48 h; (2) primary murine cardiac fibroblasts transfected with H1.0 or scrambled siRNA for 48 h and then treated with TGF-β (10 ng ml^−1^) or vehicle for 24 h; or (3) human skin fibroblasts from passage 9 transfected with H1.0 or scrambled siRNA for 48 h. After transfection and/or TGF-β treatment, when cells were around 100% confluency, a scratch was made in the culture plate using a P200 pipette tip. Images were taken at 0 h and 24 h using a microscope (Zeiss Axio Vert.A1), and the percentage of wound closure was calculated using ImageJ^73^ and Fiji^74^.

### IPA

Based on differential gene expression analysis of RNA-seq data detailed above, core analysis was applied in IPA to identify potential upstream regulators by comparing gene expression in scramble+TGF-β versus scramble and H1.0 siRNA+TGF-β versus scramble+TGF-β groups. The activation z-score (z ≥ 2 indicates activation or z ≤ −2 indicates inhibition) was applied to predict activation or inhibition state of upstream regulators. The related gene expression changes and pathways with upstream regulators are displayed in Fig. 3 to illustrate a possible mechanistic network in TGF-β-treated cardiac fibroblasts. The same genes and pathways are displayed for the H1.0 siRNA+TGF-β group. The Path Designer tool within IPA was used to visualize these networks. For ease of visualization, some genes appear without lines (Ingenuity Systems).

### Immunohistology

Cardiac tissue samples were fixed in 10% formalin-buffered solution (Sigma-Aldrich, HT501128) overnight, dehydrated in 70% ethanol and sent to the UCLA Translational Pathology Core to generate paraffin blocks. Samples were cut into 4-µm-thick slices, put on slides and stained with hematoxylin and eosin or Masson’s trichrome stain (Sigma-Aldrich, HT15-1KT) to detect fibrosis. Fibrotic area for each slide was quantified and expressed as the percentage of the area occupied by the whole heart on a given slide. For kidney and lung fibrosis quantification, where the whole organ was not able to be imaged at high resolution within the same field of view, five images were taken from each mouse using ×10 magnification (Zeiss Axio Vert.A1). ImageJ^73^ and Fiji^74^ were used to calculate fibrotic area.

### Cardiac fibrosis quantification

For cardiac fibrosis quantification, whole mouse hearts were cut into 2–3 pieces (~2 mm in size). Subsequently, each piece was sectioned into 4-µm-thick slices, mounted onto slides and subjected to staining with hematoxylin and eosin or Masson’s trichrome stain (Sigma-Aldrich, HT15-1KT) to detect fibrosis. The area of fibrosis was determined using color thresholding in ImageJ. The quantitative data presented are from 2–3 histological sections taken from two or more regions of ventricle, for a total of 5–6 images per heart.

### Kidney fibrosis quantification

For kidney fibrosis quantification, where the whole organ was not able to be imaged at high resolution within the same field of view, five images in TIFF format were randomly taken from each mouse using ×10 magnification. ImageJ and Fiji were used to calculate fibrotic area. Specifically, the color threshold option from Fiji was applied to set the appropriate threshold to distinguish Masson’s trichrome staining (deep blue) from background staining as follows, for each image: Fibrotic Area % = Deep Blue Area / Total Area.

### Targeted nuclease digestion and RT–qPCR

Chromatin accessibility in isolated cardiac fibroblasts or whole heart from C57BL/6J mice was measured using the Chromatin Accessibility Assay Kit (Abcam, ab185901) according to the manufacturer’s instructions. After chromatin digestion and DNA purification, a TapeStation 4200 (Agilent) was used to visualize DNA fragment size and intensity. Open chromatin is easily accessed by nucleases and digested more frequently, thereby showing a lower qPCR amplification signal relative to less accessible regions. To assess chromatin accessibility at specific loci within the periostin and αSMA promoters by RT–qPCR, three independent primer sets were designed for each promoter (sequences are provided in Supplementary Table 2). Undigested DNA was used as a negative control.

### Co-IP

Primary murine cardiac fibroblasts were transfected with Adv-GFP-H1.0-FLAG or Adv-GFP for 48 h. The co-IP assay was performed using a FLAG Immunoprecipitation Kit (Sigma-Aldrich, FLAGIPT1-1KT) according to the manufacturer’s instructions. Immunoprecipitated proteins were eluted using the SDS sample buffer included in the kit and then subjected to immunoblotting.

### Hypotonic and hypertonic treatment of cells

Isolated murine cardiac fibroblasts were exposed to (1) a 1:1 mix of DMEM/F12 media supplemented with 10% FBS, 1% antibiotics (penicillin and streptomycin) and 0.1% ITS and water to reach a concentration of 140 mOsm (hypotonic treatment) or (2) a mix of DMEM/F12 media supplemented with 10% FBS, 1% antibiotics (penicillin and streptomycin), 0.1% ITS and 10× PBS (2 ml of media mixed with 213 μl of PBS) to reach a concentration of 560 mOsm (hypertonic treatment). One hour after treatment, cells were fixed using 1.6% PFA solution in PBS.

### Image analysis of CCP

Primary mouse cardiac fibroblasts were fixed with 1.6% PFA and stained with DAPI. Nuclear images were taken using a confocal microscope (Nikon, A1R, ×60). Images were converted to 8-bit format, and each individual nucleus was cropped from the image field by the Fiji package within ImageJ^73,74^. CCP was calculated using a previously published MATLAB script^45,75^. In brief, the Sobel edge detection algorithm was applied to define edges within the nucleus. The density of edges within nucleus was then normalized to its cross-sectional area, giving the measured level of chromatin condensation.

### Cellular deformability assay

To measure the deformability of cardiac fibroblasts under different treatment conditions, suspended cells were filtered by air pressure through a 10-µm porous membrane (Millipore) on timescales of seconds using cellular microfiltration as previously described^44^. Cell deformability was determined by measuring the retention volume after 2–4 min of applied pressure. Large volume retained indicates that cells are less deformable. Small volume retained indicates that cells are more deformable. Before the filtration assay, cell viability (trypan blue staining) and cell size were measured by an automated cell counter (TC20, Bio-Rad). To perform the assay, 400 µl of cell suspension (5 × 10^5^ per milliliter) was loaded into each well of a 96-well plate. The absorbance of retained cell volume was measured at 562 nm by a plate reader (SpectraMax, M2). Retention was determined by the retained volume of cells divided by the initial volume.

### ChIP-seq and bioinformatics analysis

#### H1.0 and FLAG ChIP-seq

Primary isolated murine cardiac fibroblasts were transfected with Adv-GFP-H1.0-FLAG for 48 h. FLAG and H1.0 chromatin immunoprecipitation was performed using anti-FLAG (Sigma-Aldrich, F1804) and anti-H1.0 (Proteintech, 17510-1-AP) antibodies. In a separate experiment, primary isolated mouse cardiac fibroblasts were transfected with H1.0 siRNA or scramble for 72 h. Chromatin shearing was performed using the truChIP Chromatin Shearing Kit (Covaris, 520154) according to the manufacturer’s instructions. DNA fragment size was assessed using a TapeStation 4200 (Agilent). Samples in the 300–500-bp range were used for immunoprecipitation using the ChIP-IT High Sensitivity Kit (Active Motif, 53040). DNA was purified using a Zymo DNA Clean & Concentrator-5 Kit (Zymo, D4014). Library preparation and DNA sequencing were performed by the UCLA Technology Center for Genomics & Bioinformatics Core. Approximately 35 million paired-end reads per sample (2×150 bp) were generated and used for bioinformatic analyses. Alignment of paired-end reads to the mm10 genome was performed as described^67^. After using the ‘bamCoverage’ function of deepTools^76^ with parameters --smoothLength 150 and --normalizeUsing RPGC to generate log_2_(IP/input) bigWig tracks, the ‘computeMatrix’ function was used with parameters -b 5000 -a 5000 --binSize 250 --nanAfterEnd–referencePoint TSS --skipZeros to calculate occupancy around TSSs of genes upregulated, downregulated and unchanged with a given biological treatment. Visualization of occupancy as a ChIP-seq profile was performed using the ‘plotProfile’ function of deepTools version 3.0.2 with default parameters.

#### H3K27ac ChIP-seq

Three biological replicates of isolated cardiac fibroblasts from passage 1 were transfected with H1.0 or scrambled siRNAs for 48 h and treated with TGF-β (10 ng ml^−1^) for 24 h. H3K27ac immunoprecipitation was performed using the same experimental strategy as the H1.0 ChIP-seq experiment but using an anti-H3K27ac antibody (Abcam, ab4729). For each biological condition, a combined input sample of sonicated genomic DNA was obtained from all three biological replicates. Library preparation and paired-end sequencing were performed at the UCLA Technology Center for Genomics and Bioinformatics Core, resulting in approximately 50–70 million read pairs (2×150 bp) per sample. Alignment was performed against the mm10 genome using Bowtie 2 (ref. ^77^) followed by SAM-to-BAM conversion and sorting using SAMtools version 1.7 (ref. ^78^).

Peak calling for each sample was performed using MACS version 2.2.7.1 (ref. ^79^), using the ‘callpeak’ function with the following layout and parameters: --treatment ChIP_replicate.sorted.bam --control Input_sorted.bam -f BAMPE -g mm. Differential occupancy of H3K27ac was determined using the ‘DiffBind’ package^80^ version 3.6.1 in R, specifically on a set of consensus peaks measured in at least three samples across our experiment. We defined significantly differentially occupied regions as those with false discovery rate (FDR) < 0.05. To visualize H3K27ac signal in differentially occupied (FDR < 0.05) regions with TGF-β that undergo an opposite change (no thresholding) in H3K27ac signal with H1.0 depletion, we used a heatmap visualization. For each biological condition, we merged read alignments from all three biological replicates using the SAMtools version 1.7 ‘merge’ function, followed by sorting using the SAMtools version 1.7 (ref. ^78^) ‘sort’ function, and then generated genome browser tracks (bigWig files) of the log_2_fold change in signal using the ‘bamCompare’ function of deepTools version 3.0.2 with the --smoothLength 150, --outFileFormat bigwig -b1 treatment_merged.bam and -b2 control_merged.bam parameters. These bigWigs were used as inputs for the ‘computeMatrix’ function of deepTools^76^ version 3.0.2 with the following parameters: reference-point --referencePoint center -b 5000 -a 5000 --skipZeros. We then used the matrix output of ‘computeMatrix’ as input for the ‘plotHeatmap’ function of deepTools version 3.0.2 with –zMin −1.2 and–zMax 1.2, which generated the final heatmap visualization of the H3K27ac ChIP-seq data. The subset of closest genes to these regions of interest, whose expression increases (no thresholding) with TGF-β (compared to scrambled control) and decreases (no thresholding) in the H1.0 siRNA+TGF-β condition (compared to TGF-β alone), was examined by g:Profiler^71^ using an adjusted *P* value threshold of less than 0.05.

### ChIP–qPCR

ChIP–qPCR against histone H1.0 or BRD4 was performed using the chromatin immunoprecipitation method described above for ChIP-seq but with qPCR as the endpoint. For ChIP–qPCR measurements at specific loci, eluted immunoprecipitated DNA was used to perform qPCR using primer sets designed to amplify specific regions of the periostin, αSMA or Sertad4 promoters. Primer sequences and antibodies are listed in Supplementary Tables 1 and 2. Primers against the GAPDH promoter were used as a positive control (Active Motif, 71018).

### Single Cell RNA-seq bioinformatics analysis

Figure 1a,b was generated from the scRNA-seq data website https://www.fibroxplorer.com/ (ref. ^21^), using 100 random cells per indicated condition. To generate Fig. 1c, data were downloaded from the National Center for Biotechnology Information (NCBI) (GSE120064)^24^. Reads aligning to predicted genes and mitochondrial transcripts (those beginning with ‘Gm’ and ‘mt-’, respectively) were removed from the unique molecular identifier (UMI) matrix. Seurat version 4.0.1 (ref. ^81^) was used to create a Seurat object and perform all downstream analyses. The Seurat object was split by sample and normalized, and the 3,000 most variable features were identified in each dataset with SCTransform^82^. The Seurat objects corresponding to each sample were then integrated together with iterative pairwise integration^83^. PCA was performed for the first 50 principal components of the integrated object. An elbow plot was used to determine the dimensions to use (16) for identifying neighbors and clustering. The *k*-nearest neighbors and shared nearest neighbor graph for the dimensionality-reduced dataset was computed with FindNeighbors, with the default k.param of 20. Louvain clustering was performed with FindClusters, with a resolution of 1.2 and visualized by uniform manifold approximation and projection (UMAP). With default assay set to ‘RNA’, feature counts were normalized by cell (LogNormalize method of NormalizeData), and features were centered and scaled by standard deviation (ScaleData) for downstream differential gene expression analysis. Markers of each cluster were identified with the Wilcoxon rank-sum test via FindAllMarkers, comparing each cluster to all other cells, only testing genes detected in at least 25% of cells in either the cluster of interest or the other cells and only returning genes with *P* < 0.05. Cell type clusters were determined by gene expression levels of markers in Fig. 1e from Ren et al.^24^. H1 isoform (‘H1f0’, ‘Hist1h1a’, ‘Hist1h1c’, ‘Hist1h1d’, ‘Hist1h1e’, ‘Hist1h1b’ and ‘H1fx’) expression levels in each cell type were calculated with AverageExpression.

For Extended Data Fig. 1b,f, data were downloaded from the NCBI (GSE109816 and GSE121893)^23^. UMI and metadata tables from both sources were merged and intersected, respectively. Because there are cells in the UMI matrix for which metadata are not available, the UMI matrix was trimmed to include only those cells for which there are associated metadata. The UMI matrix and metadata were further filtered to include only the following: cells that express more than 500 genes per cell; cells for which UMI count was within 2 s.d. from the mean of log_10_(UMI) of all cells; cells with mitochondrial gene expression (‘MT-’) less than 72%; and cardiomyocytes with sufficient UMIs (over 10,000). Lastly, all mitochondrial genes (‘MT-’) were filtered from the UMI matrix. Seurat version 4.0.1 was used to create a Seurat object of the remaining 10,077 cells and perform all downstream analyses. The Seurat object was split by sample, and each of the 20 samples was normalized with Seurat’s NormalizeData function, in which feature counts for each cell are divided by the total counts for that cell and multiplied by 10,000 before being natural log transformed using log1p. The most variable features in each dataset were identified by dividing features into 20 bins based on average expression and calculating z-scores for dispersion within each bin with FindVariableFeatures (selection.method = ‘mvp’). These variable features were then used for iterative pairwise integration^83^. PCA was performed for the first 50 principal components of the integrated object. The *k*-nearest neighbors and shared nearest neighbor graph for the dimensionality-reduced dataset was computed with FindNeighbors, with 10 dimensions used and the default k.param of 20. Louvain clustering was performed with FindClusters, with a resolution of 1 and visualized by UMAPPlot. To identify cardiac fibroblast cells, the default assay was changed back to ‘RNA’, and feature counts were normalized by cell (LogNormalize method of NormalizeData), and features were centered and scaled by standard deviation (ScaleData) for downstream differential gene expression analysis. For Extended Data Fig. 1b, differential gene expression in each cluster was identified with the Wilcoxon rank-sum test via FindAllMarkers, comparing each cluster to all other cells, only testing genes that are detected in at least 20% of cells in either the cluster of interest or the other cells and only returning genes with *P* < 0.05. Cell type clusters were determined by gene expression levels of markers in ref. ^23^. H1 isoform (‘H1F0’, ‘HIST1H1A’, ‘HIST1H1C’, ‘HIST1H1D’, ‘HIST1H1E’, ‘HIST1H1B’ and ‘H1FX’) expression levels in each cell type were calculated with AverageExpression. For Extended Data Fig. 1f, the dataset was further subset to just those fibroblasts with non-zero expression of POSTN and H1F0, and the expression of POSTN and H1F0 in the resulting 51 cells was reported with FetchData. Scatter plots were plotted with ggpubr, and Spearmanʼs correlation was calculated with ‘stat_cor()’.

For human data in Extended Data Fig. 1d, snRNA-seq data were downloaded from the Chan Zuckerberg CELLxGENE Discover database (https://cellxgene.cziscience.com/collections/8191c283-0816-424b-9b61-c3e1d6258a77). To convert the uploaded .h5ad file to a Seurat object, Scanpy was used to run ‘sc.read_h5ad()’ and create a folder of matrix, features and barcode files for import into Seurat version 4.0.1. Cardiac fibroblast nuclei, as identified by the associated metadata, were subset from the object. With default assay set to ‘RNA’, feature counts were normalized by nucleus (LogNormalize method of NormalizeData), and features were centered and scaled by standard deviation (ScaleData) for downstream differential gene expression analysis. The dataset was further subset for those fibroblasts with non-zero expression of POSTN and H1F0, and the expression of POSTN and H1F0 in the resulting 345 nuclei was reported with FetchData. Scatter plots were plotted with ggpubr, and Spearmanʼs correlation was calculated with ‘stat_cor()’.

For human data in Extended Data Fig. 1e, the scRNA-seq data were downloaded as a Seurat object from the NCBI (GSE183852). In total, 23,549 cardiac fibroblast cells, as identified by the associated metadata, were subset from the object. With default assay set to ‘RNA’, feature counts were normalized by cell (LogNormalize method of NormalizeData), and features were centered and scaled by standard deviation (ScaleData) for downstream differential gene expression analysis. The dataset was further subset for those fibroblasts with non-zero expression of POSTN and H1F0, and the expression of POSTN and H1F0 in the resulting 1,257 cells was reported with FetchData. Scatter plots were plotted with ggpubr, and Spearmanʼs correlation was calculated with ‘stat_cor()’.

### Quantification and statistical analysis

Data are presented as the mean ± s.d., unless otherwise indicated in the figure legends. Statistical analyses were performed using Prism software version 9.0 (GraphPad Software) using Welch’s *t*-test between two groups and one-way ANOVA with Tukey’s multiple comparison analysis among three or more groups. *P* values less than 0.05 were considered statistically significant. Two-sided tests were performed, and all ‘replicates’ are biological replicates, meaning from different animals or cell isolations (depending on the type of experiment), unless otherwise noted.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Table 1 List of reagents, antibodies and biochemical tools used in this study.

Supplementary Table 2 List of primers and siRNA used in this study.

### Source data

Source Data Fig. 1 Measurements for graphs in Fig. 1.

Source Data Fig. 1 Unprocessed images and blots in Fig. 1.

Source Data Fig. 2 Measurements for graphs in Fig. 2.

Source Data Fig. 2 Unprocessed images and blots in Fig. 2.

Source Data Fig. 3 Measurements for graphs in Fig. 3.

Source Data Fig. 3 Unprocessed images and blots in Fig. 3.

Source Data Fig. 4 Measurements for graphs in Fig. 4.

Source Data Fig. 4 Unprocessed images and blots in Fig. 4.

Source Data Fig. 5 Measurements for graphs in Fig. 5.

Source Data Fig. 6 Measurements for graphs in Fig. 6.

Source Data Fig. 7 Measurements for graphs in Fig. 7.

Source Data Fig. 7 Unprocessed images and blots in Fig. 7.

Source Data Extended Data Fig. 2 Measurements for graphs in Extended Data Fig. 2.

Source Data Extended Data Fig. 2 Unprocessed images and blots in Extended Data Fig. 2.

Source Data Extended Data Fig. 3 Measurements for graphs in Extended Data Fig. 3.

Source Data Extended Data Fig. 3 Unprocessed images and blots in Extended Data Fig. 3.

Source Data Extended Data Fig. 4 Measurements for graphs in Extended Data Fig. 4.

Source Data Extended Data Fig. 4 Unprocessed images and blots in Extended Data Fig. 4.

Source Data Extended Data Fig. 5 Measurements for graphs in Extended Data Fig. 5.

Source Data Extended Data Fig. 5 Unprocessed images and blots in Extended Data Fig. 5.

Source Data Extended Data Fig. 6 Measurements for graphs in Extended Data Fig. 6.

Source Data Extended Data Fig. 7 Measurements for graphs in Extended Data Fig. 7.

Source Data Extended Data Fig. 7 Unprocessed images and blots in Extended Data Fig. 7.

Source Data Extended Data Fig. 8 Measurements for graphs in Extended Data Fig. 8.

Source Data Extended Data Fig. 9 Measurements for graphs in Extended Data Fig. 9.

Source Data Extended Data Fig. 9 Unprocessed images and blots in Extended Data Fig. 9.

## Data Availability

Raw and processed RNA-seq and ChIP-seq data generated during this study were deposited in the National Center for Biotechnology Informationʼs Gene Expression Omnibus and are available for download using accession number GSE215268. Source data are provided with this paper.

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All data collection tools and methods are publicly available and described in detail, with references, in the methods section of the paper. |
| Data analysis   | All data analysis tools and methods are publicly available and described in detail, with references, in the methods section of the paper.   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed RNA-seq and ChIP-seq data generated during this study were deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are available for download using accession number: GSE215268. This dataset was made public Feb 28, 2024.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on previous investigations from our lab and others with the respective techniques (including PMID 34273410, 28802249).                                  |
| Data exclusions | No data were excluded.                                                                                                                                                                     |
| Replication     | All experiments were reproduced across multiple biological replicates (at least 3 independent experiments).                                                                                |
| Randomization   | Cells and animals were randomly assigned to experimental or control groups.                                                                                                                |
| Blinding        | Aspects of the in vivo experiments were blinded, including histology and echocardiography. Blinding was not used for in vitro experiments as it was not relevant to experimental outcomes. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibody information is provided in the methods section of the manuscript and in Supplementary Table 1. |
|-----------------|-------------------------------------------------------------------------------------------------------------|

## Validation

All antibody information is provided in the methods section of the manuscript (details regarding the source manufacturer and catalog number are provided and manufacturer validation information is available on their websites) and in Supplementary Table 1.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                 |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All cell line information is provided in the methods section of the manuscript. |
| Authentication                                                       | All cell line information is provided in the methods section of the manuscript. |
| Mycoplasma contamination                                             | All cell line information is provided in the methods section of the manuscript. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | All cell line information is provided in the methods section of the manuscript. |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mouse information is provided in the methods section of the manuscript. All animal studies were approved by the UCLA Animal Research Committee in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Adult female and male C57BL/6J (The Jackson Laboratory, cat. no. 000664) and C3H/HeJ (The Jackson Laboratory, cat. no. 000659) mice (8-12 weeks old) were obtained from Jackson Laboratory and used in the study. Male and female mice were used in this study but the groups were not powered to reveal sex differences. |
| Wild animals            | No wild animals were used for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | Male and female mice were used in this study but the groups were not powered to reveal sex differences.                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | No field collected samples for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | All animal studies were approved by the UCLA Animal Research Committee in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                   |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE215268                                                                                         |
| Files in database submission                                       | The files are listed in the methods section of the manuscript and at the Gene Expression Omnibus. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | n/a                                                                                               |

### Methodology

|                  |                                                                                                                                                           |
|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | All experiments were performed with at least 3 biological replicates. Exact details are provided in figure legends and methods section of the manuscript. |
| Sequencing depth | This information is provided in figure legends and methods section of the manuscript.                                                                     |

|                         |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | The use of antibodies is described in the methods and provided here in the attached table.                                                                                                                                                                                                                                                                                                  |
| Peak calling parameters | This information is provided in figure legends and methods section of the manuscript. Data quality was assessed and the mappability percentages are shown in Extended Data Figure 5b. Peak calling was performed with MACS v2.2.7.1, using the callpeak function with the following layout and parameters: --treatment ChIP. replicate.sorted.bam --control Input sorted.bam -f BAMPE -g mm |
| Data quality            | This information is provided in figure legends, supplemental figures and methods section of the manuscript. Data quality was assessed and the mappability percentages are shown in Extended Data Figure 5b.                                                                                                                                                                                 |
| Software                | All software and their utilization are extensively described in the Methods section.                                                                                                                                                                                                                                                                                                        |

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 2 — List of reagents, antibodies and biochemical tools used in this study.

**Supplementary Table 1**

| <b>REAGENT or RESOURCE</b>                                               | <b>SOURCE</b>            | <b>Catalog number</b> |
|--------------------------------------------------------------------------|--------------------------|-----------------------|
| <b>Antibodies</b>                                                        |                          |                       |
| Anti-alpha smooth muscle Actin (western blot:1:1000)                     | Abcam                    | Cat# ab7817           |
| Mouse Periostin/OSF-2 Isoform 2 (western blot: 1:1000)                   | R&D Systems              | Cat# AF2955           |
| Recombinant Anti-Histone H1.0 (western blot:1:1000)                      | Abcam                    | Cat# ab134914         |
| Anti-Histone H1.1 (western blot:1:1000)                                  | Millipore Sigma          | Cat#GW20081F          |
| Anti-Histone H1.2 (western blot:1:1000)                                  | Novus                    | Cat#NBP2-75932        |
| Anti-Histone H1.3 (western blot:1:1000)                                  | Affbiotech               | Cat#AF0082            |
| Anti-Histone H1.4 (western blot:1:1000)                                  | Bioss                    | Cat#bs-10334R         |
| Anti-Histone H1.5 (western blot:1:1000)                                  | LSBio                    | Cat#LS-B16990         |
| Anti-Glyceraldehyde-3-Phosphate Dehydrogenase (western blot:1:1000)      | Millipore Sigma          | Cat# MAB374           |
| $\alpha$ -Tubulin (western blot:1:1000)                                  | Cell Signaling           | Cat# 2144             |
| GAPDH (V-18) (western blot:1:1000)                                       | Santa Cruz Biotechnology | Cat# sc-20357         |
| Histone H3 (western blot:1:1000)                                         | Cell Signaling           | Cat# 9715             |
| Recombinant Anti-THBS4 (western blot:1:1000)                             | Abcam                    | Cat# ab263898         |
| RNA pol II CTD phospho Ser2 antibody (western blot:1:1000)               | Active motif             | Cat# 61083            |
| Anti-Histone H3(acetyl K27) (western blot:1:1000)                        | Abcam                    | Cat# ab4729           |
| ChIPAb+ HDAC1 antibody (western blot:1:1000)                             | Millipore Sigma          | Cat# 17-608           |
| Anti-HDAC1 (western blot:1:1000)                                         | Abcam                    | Cat# ab7028           |
| Monoclonal ANTI-FLAG® M2 (western blot:1:1000)                           | Millipore Sigma          | Cat# F1804            |
| ANTI-FLAG® M2 (western blot:1:1000)                                      | Millipore Sigma          | Cat# B3111            |
| Anti-Histone H2A (western blot:1:1000)                                   | Abcam                    | Cat# ab18255          |
| Anti-Histone H2B (western blot:1:1000)                                   | Abcam                    | Cat# ab1790           |
| Anti-Histone H4 (western blot:1:1000)                                    | Abcam                    | Cat# ab10158          |
| DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride)                    | Thermo Fisher Scientific | Cat# D1306            |
| Akt (pan) (C67E7) (western blot:1:1000)                                  | Cell Signaling           | Cat# ab4691           |
| Phospho-Akt (Ser473) (D9E) XP® Rabbit mAb (western blot:1:1000)          | Cell Signaling           | Cat# 4060             |
| RNA pol II (western blot:1:1000)                                         | Active motif             | Cat# 39097            |
| Anti-Vimentin antibody - Cytoskeleton Marker                             | Abcam                    | Cat# ab45939          |
| Anti-Lamin A + Lamin C antibody [131C3] - Nuclear Envelope Marker        | Abcam                    | Cat# ab8984           |
| Anti-Lamin B1 antibody (western blot:1:1000)                             | Abcam                    | Cat# ab16048          |
| Histone H1.0 (western blot:1:1000)                                       | Proteintech              | Cat# 17510-1-AP       |
| Anti-BRD4 antibody (western blot:1:1000)                                 | Thermo Fisher Scientific | Cat# A301-985A100     |
| Goat Anti-Rabbit IgG (H + L)-HRP Conjugate (western blot:1:1000)         | Bio-Rad                  | Cat#1706515           |
| IRDye®800CW Goat anti-Mouse IgG Secondary Antibody (western blot:1:2000) | LI-COR                   | Cat# 926-32210        |

|                                                                                                             |                                     |                  |
|-------------------------------------------------------------------------------------------------------------|-------------------------------------|------------------|
| IRDye®800CW Goat anti-Rabbit IgG Secondary Antibody (western blot:1:2000)                                   | LI-COR                              | Cat# 926-32211   |
| IRDye®800CW Goat anti-Rat IgG Secondary Antibody (western blot:1:2000)                                      | LI-COR                              | Cat# 926-32219   |
| IRDye®800CW Donkey anti-Goat IgG Secondary Antibody (western blot:1:2000)                                   | LI-COR                              | Cat# 926-32214   |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (immunostaining 1:500)       | Thermo Fisher Scientific            | Cat# A-11008     |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 (immunostaining 1:500)        | Thermo Fisher Scientific            | Cat# A-21235     |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 (immunostaining 1:500)        | Thermo Fisher Scientific            | Cat# A-11004     |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 (immunostaining 1:500)       | Thermo Fisher Scientific            | Cat# A-11011     |
| Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (immunostaining 1:500) | Thermo Fisher Scientific            | Cat# A-11029     |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 (immunostaining 1:500)       | Thermo Fisher Scientific            | Cat# A-21244     |
| Recombinant Rabbit IgG, monoclonal [EPR25A] - Isotype Control (immunostaining 1:500)                        | Abcam                               | Cat# ab172730    |
| <b>Chemicals and Recombinant protein</b>                                                                    |                                     |                  |
| Recombinant Mouse Thrombospondin-4                                                                          | R&D Systems                         | Cat# 7860-TH     |
| Invivofectamine™ 3.0 Reagent                                                                                | Thermo Fisher Scientific            | Cat# IVF3005     |
| Isoproterenol hydrochloride                                                                                 | Millipore Sigma                     | Cat# 16504       |
| Collagenase type II                                                                                         | Worthington Biochemical Corporation | Cat# LS004177    |
| Collagenase from Clostridium histolyticum                                                                   | Millipore Sigma                     | Cat# C7657       |
| Recombinant Human Transforming Growth Factor $\beta$ -1/TGFB1                                               | Novoprotein                         | Cat# CA59        |
| cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail                                                      | Millipore Sigma                     | Cat# 04693159001 |
| PhosSTOP™                                                                                                   | Millipore Sigma                     | Cat# 04906837001 |
| Pierce™ 16% Formaldehyde (w/v), Methanol-free                                                               | Thermo Fisher Scientific            | Cat# 28906       |
| TRIzol™ Reagent                                                                                             | Thermo Fisher Scientific            | Cat# 15596018    |
| Lipofectamine™ RNAiMAX Transfection Reagent                                                                 | Thermo Fisher Scientific            | Cat# 13778075    |
| Corning™ ITS Premix Universal Culture Supplement                                                            | Corning                             | Cat# 354351      |
| PureCol™ EZ Gel solution                                                                                    | Advanced BioMatrix                  | Cat# 5074        |
| Angiotension II                                                                                             | Millipore Sigma                     | Cat# A9525       |
| Gelatin solution                                                                                            | Millipore Sigma                     | Cat# G1393       |
| Basic Fibroblast Growth Factor,human (hbFGF)                                                                | Millipore Sigma                     | Cat# 11123149001 |
| Formalin solution, neutral buffered, 10%                                                                    | Millipore Sigma                     | Cat# HT501128    |
| High Sensitivity D1000 ScreenTape                                                                           | Agilent Technologies                | Cat# 50675584    |
| High Sensitivity D1000 Sample Buffer                                                                        | Agilent Technologies                | Cat# 50675603    |

|                                                              |                          |                   |
|--------------------------------------------------------------|--------------------------|-------------------|
| Dulbecco's Modified Eagle's Medium/Nutrient Mixture F-12 Ham | Millipore Sigma          | Cat# D8437        |
| Glycine                                                      | MP Biomedicals           | Cat# 808831       |
| Tris Base, Molecular Biology Grade                           | Calbiochem               | Cat# CAS 77-86-1  |
| Opti-MEM™ I Reduced Serum Medium                             | Thermo Fisher Scientific | Cat# 31985062     |
| ProtoGel (30%)                                               | National Diagnostics     | Cat# EC-890       |
| NP-40 Surfact-Amps™ Detergent Solution                       | Thermo Fisher Scientific | Cat# 28324        |
| Bovine Serum Albumin                                         | Millipore Sigma          | Cat# A9647        |
| Fetal Bovine Serum - Premium, Heat Inactivated               | Biotechne                | Cat# S11150H      |
| Gibco™ Penicillin-Streptomycin (10,000 U/mL)                 | Gibco Invitrogen         | Cat# 15140122     |
| SuperSignal™ West Femto Maximum Sensitivity Substrate        | Thermo Fisher Scientific | Cat# 34095        |
| <b>Critical commercial assays</b>                            |                          |                   |
| iScript™ cDNA Synthesis Kit                                  | Bio-Rad                  | Cat# 1708891      |
| SsoFast™ EvaGreen® Supermix                                  | Bio-Rad                  | Cat# 1725201      |
| Trichrome Stain (Masson) Kit                                 | Millipore Sigma          | Cat# HT15—1KT     |
| Cell Counting Kit 8 (WST-8 / CCK8)                           | Abcam                    | Cat# 228554       |
| Pierce™ BCA Protein Assay Kit                                | Thermo Fisher Scientific | Cat# 23225        |
| FLAG® Immunoprecipitation Kit                                | Millipore Sigma          | Cat# FLAGIPT1-1KT |
| Chromatin Accessibility Assay Kit                            | Abcam                    | Cat# ab185901     |
| ChIP-IT High Sensitivity®                                    | Active motif             | Cat# 53040        |
| truChIP Chromatin Shearing Kit with Formaldehyde             | Covaris                  | Cat# 520154       |
| RNA Clean & Concentrator-25                                  | Zymo Research            | Cat# R1018        |
| DNA Clean & Concentrator-5 kit                               | Zymo Research            | Cat# D4014        |

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 3 — List of primers and siRNA used in this study.

**Supplementary Table 2**

|                                            |                          |                                                                                             |
|--------------------------------------------|--------------------------|---------------------------------------------------------------------------------------------|
| <b>RT-qPCR Primers</b>                     |                          |                                                                                             |
| H1f0 (H1.0)                                | Thermo Fisher Scientific | F: AAGAAGTCCACGGACCACCC<br>R: TGATCTGGGAGTCGGCGTTC                                          |
| Hist1h1a (H1.1)                            | Thermo Fisher Scientific | F: GCTGCTTCTACTGCCACGGA<br>R: CGATGAGCTCCGACACCGAA                                          |
| Hist1h1b (H1.5)                            | Thermo Fisher Scientific | F: GCCCAAGGCGGTGAAGTCTA<br>R: AGCCTTTGGGGCTTTGTTGC                                          |
| Hist1h1c (H1.2)                            | Thermo Fisher Scientific | F: GCCCAAGAAGGTCAAGAGCG<br>R: GTTAGGGGAGGCAGCCTACTT                                         |
| Hist1h1d (H1.3)                            | Thermo Fisher Scientific | F: AAGCTTCTAAGCCGAAGGCCA<br>R: AAGCAGGACGCACCACTCT                                          |
| Hist1h1e (H1.4)                            | Thermo Fisher Scientific | F: TCTCTCCTCACACGCTTCGC<br>R: GGGCCTTCTTCTTGACGGGT                                          |
| COL1A1                                     | Thermo Fisher Scientific | F: GCTTGAAGACCTATGTGGGTATAA<br>R: GGTGGAGAAAGGAGCAGAAA                                      |
| GAPDH                                      | Thermo Fisher Scientific | F: TGTGCAGTGCCAGCCTCGTC<br>R: TGAAGGGGTCGTTGATGGCAACA                                       |
| <b>ChIP-qPCR Primers</b>                   |                          |                                                                                             |
| Acta2                                      | Thermo Fisher Scientific | F: GAGGCCTGGGTCTCTTCCA<br>R: GCTGAGCTGCCTCCTGTTTC                                           |
| Postn                                      | Thermo Fisher Scientific | F: CCACAGCCCAGAGCTATATAAAC<br>R: CAGCAGCAGCAGAGCATATAA                                      |
| Sertad4                                    | Thermo Fisher Scientific | F: ACAAGACGTCTGGGCAGGT<br>R: AGCCTGGCTCTGCTGGAT                                             |
| <b>Nuclear digestion promoter sequence</b> |                          |                                                                                             |
| Acta2 (Primer set 1)                       | Thermo Fisher Scientific | F: ATGAGCCCACTGGACAGAAA<br>R: GCACAGTTCAGAAGCACTCC                                          |
| Acta2 (Primer set 2)                       | Thermo Fisher Scientific | F: ACAACTGCTCAAATGCCCAG<br>R: TGGGTGACTCGAAGCATCTT                                          |
| Acta2 (Primer set 3)                       | Thermo Fisher Scientific | F: GAGGCCTGGGTCTCTTCCA<br>R: GCTGAGCTGCCTCCTGTTTC                                           |
| Postn (Primer set 1)                       | Thermo Fisher Scientific | F: GGAAGAGACTGCTAATTCCTAC<br>R: GAGACATCTAGTGGAGAAAGTG                                      |
| Postn (Primer set 2)                       | Thermo Fisher Scientific | F: CCACAGCCCAGAGCTATATAAAC<br>R: CAGCAGCAGCAGAGCATATAA                                      |
| Postn (Primer set 3)                       | Thermo Fisher Scientific | F: GGCCTTTACCCTCAGTCACT<br>R: TCCTGAGCCATGTTGACCAT                                          |
| <b>siRNA sequences</b>                     |                          |                                                                                             |
| H1f0 (H1.0) (in cells)                     | Horizon                  | GGUCGGUGGCUUUAAGAA,<br>AGAUCAAGUUGUCCAUCAA,<br>CCGUGAAGCCCAAAGCCAA,<br>GUGCCAAGAGGGCCAGCAA  |
| Hist1h1a (H1.1)                            | Horizon                  | CCAAGAAGCCUGCAGUUUC,<br>GGCAGUUUCUUCUCCAAA,<br>ACAAGAAGGCUGAGUCCAA,<br>GCGAAAGUGACAAAGCCAA, |
| Hist1h1b (H1.5)                            | Horizon                  | UCUGGUUCCUUAAGCUUA,<br>GGGCAAAGAAGACCGUGAA,<br>CCUAAGACCGCUAAGCCUA,<br>GCCAAGAAGAAGACAACGA  |

|                           |                |                                                                                              |
|---------------------------|----------------|----------------------------------------------------------------------------------------------|
| Hist1h1c (H1.2)           | Horizon        | GGAGAAGGCGCCUGCCAAA,<br>GAGCGCGUCUAAAGCCGUA,<br>CGGCUGUGACCAAGAAAGU,<br>GCGAAGGUCACCAAGCCCA  |
| Hist1h1d (H1.3)           | Horizon        | AGAAGACACCUGUGAAGAA,<br>GCAAAGAGUCCAGCCAAGG,<br>AAGAGUCCCAAGAAGGUGA,<br>GCUCCCAAGGCUAAGGCUU  |
| Hist1h1e (H1.4)           | Horizon        | GCAAAGGCAACUAAGGCUA,<br>CGAAAACGGUAAAGCCUAA,<br>AAGCUAAGAGCCCGAAGAA,<br>GCAGCUAAGCCAAAGAAAA  |
| H1f0 (H1.0) (in vivo)     | Ambion         | siRNA, Sense:<br>AGCCCAAGGUUGUCAAGUtt;<br>Antisense:<br>ACUUUGACAACCUUGGGCUtt                |
| Thbs4                     | Horizon        | CCAGACAGAUGAUGACUUAU,<br>GGAUGGUCCUGAAUAAUGA,<br>CGACAGUUCUUGGGUCAAA,<br>GUAGUCAUGUGGAAGCAAA |
| Scramble                  | Horizon        | No sequence information provided; Cat<br>no. D-001206-14                                     |
| <b>AAV9 driven shRNAs</b> |                |                                                                                              |
| H1f0 (H1.0)               | Vector Biolabs | GCTGCCACGATCATGTCTGAATACT<br>GTTTTGGCCACTGACTGACAGTATTC<br>ACATGATCGTGGCAG                   |
| Scramble                  | Vector Biolabs | CCGGCAACAAGATGAAGAGCACCAA<br>CTCGAGTTGGTGCTCTTCATCTTGTT<br>GTTTTT                            |

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 5 — Unprocessed images and blots in Fig. 1.

**Figure 1d**

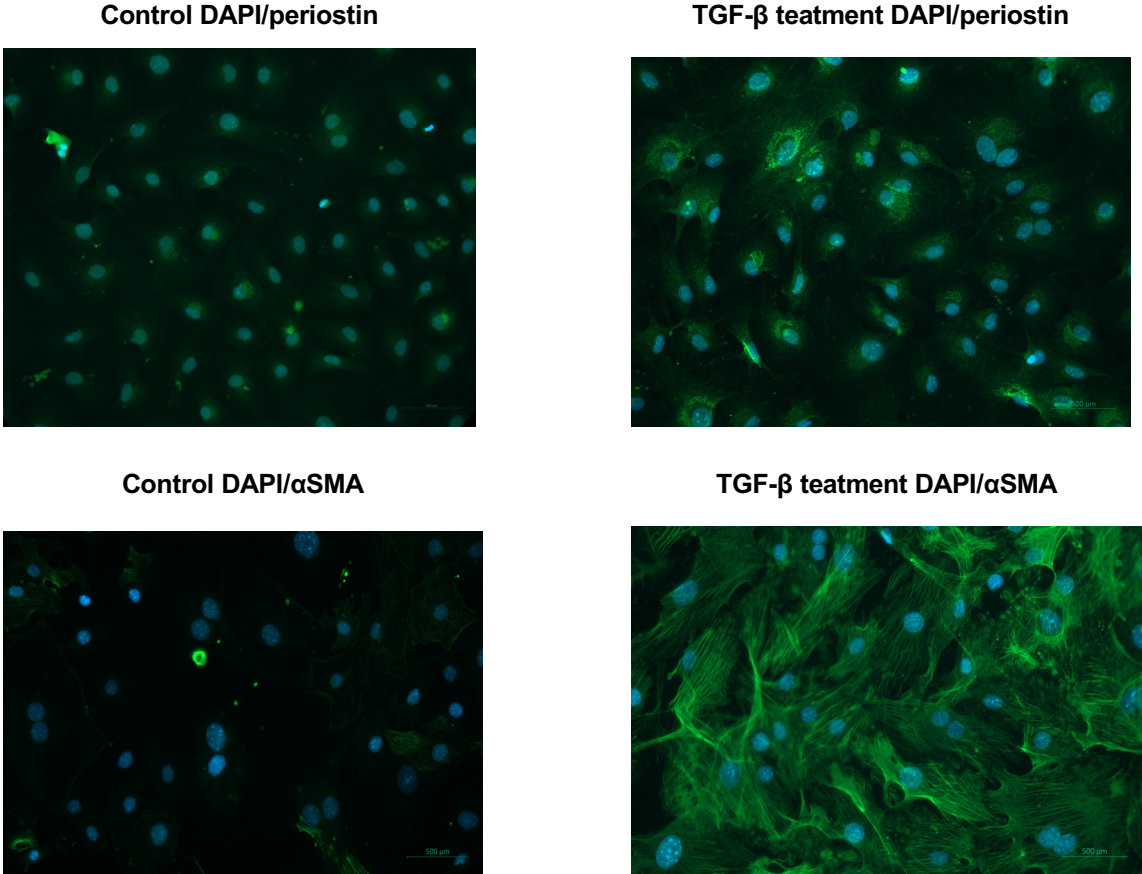

**Figure 1d**

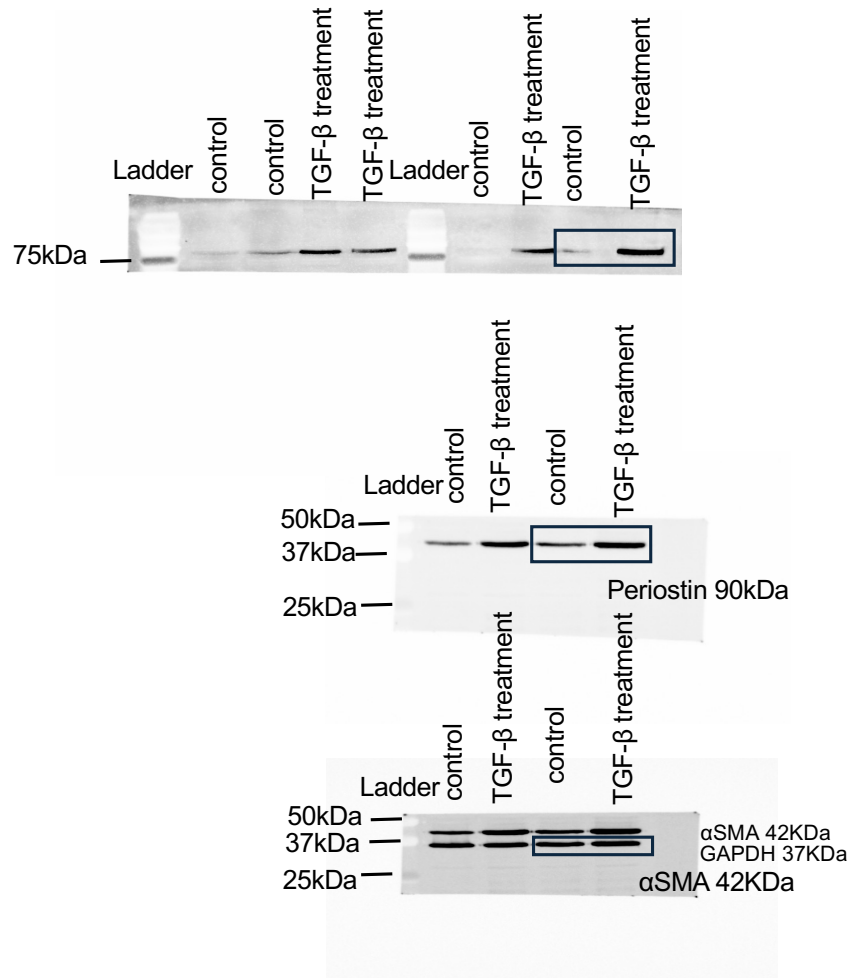

The bands from the blue frame were used for the paper

**Figure 1e**

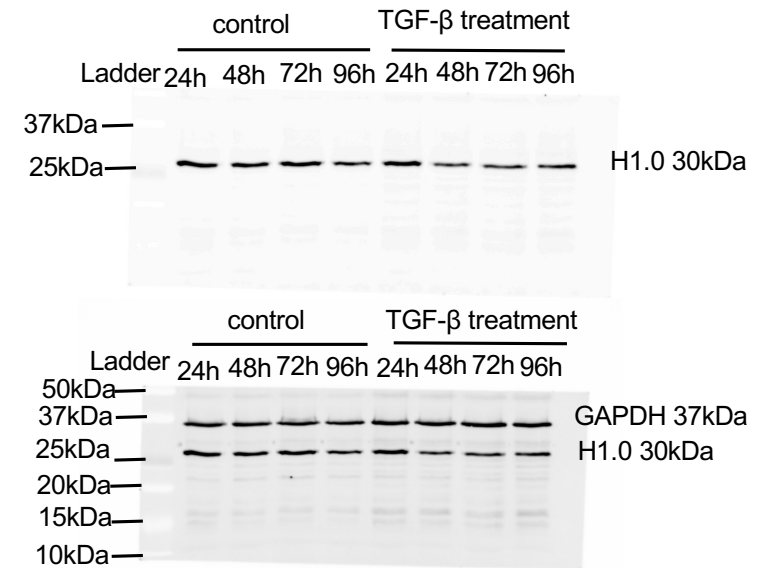

Upper band:  $\alpha$ SMA-42kDa  
 Bottom band: GAPDH-37kDa  
 After the first day, the membrane was exposed to test  $\alpha$ SMA, Subsequently, the same membrane was incubated overnight with the GAPDH primary antibody to measure GAPDH band the next day.

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w

Figure 2a

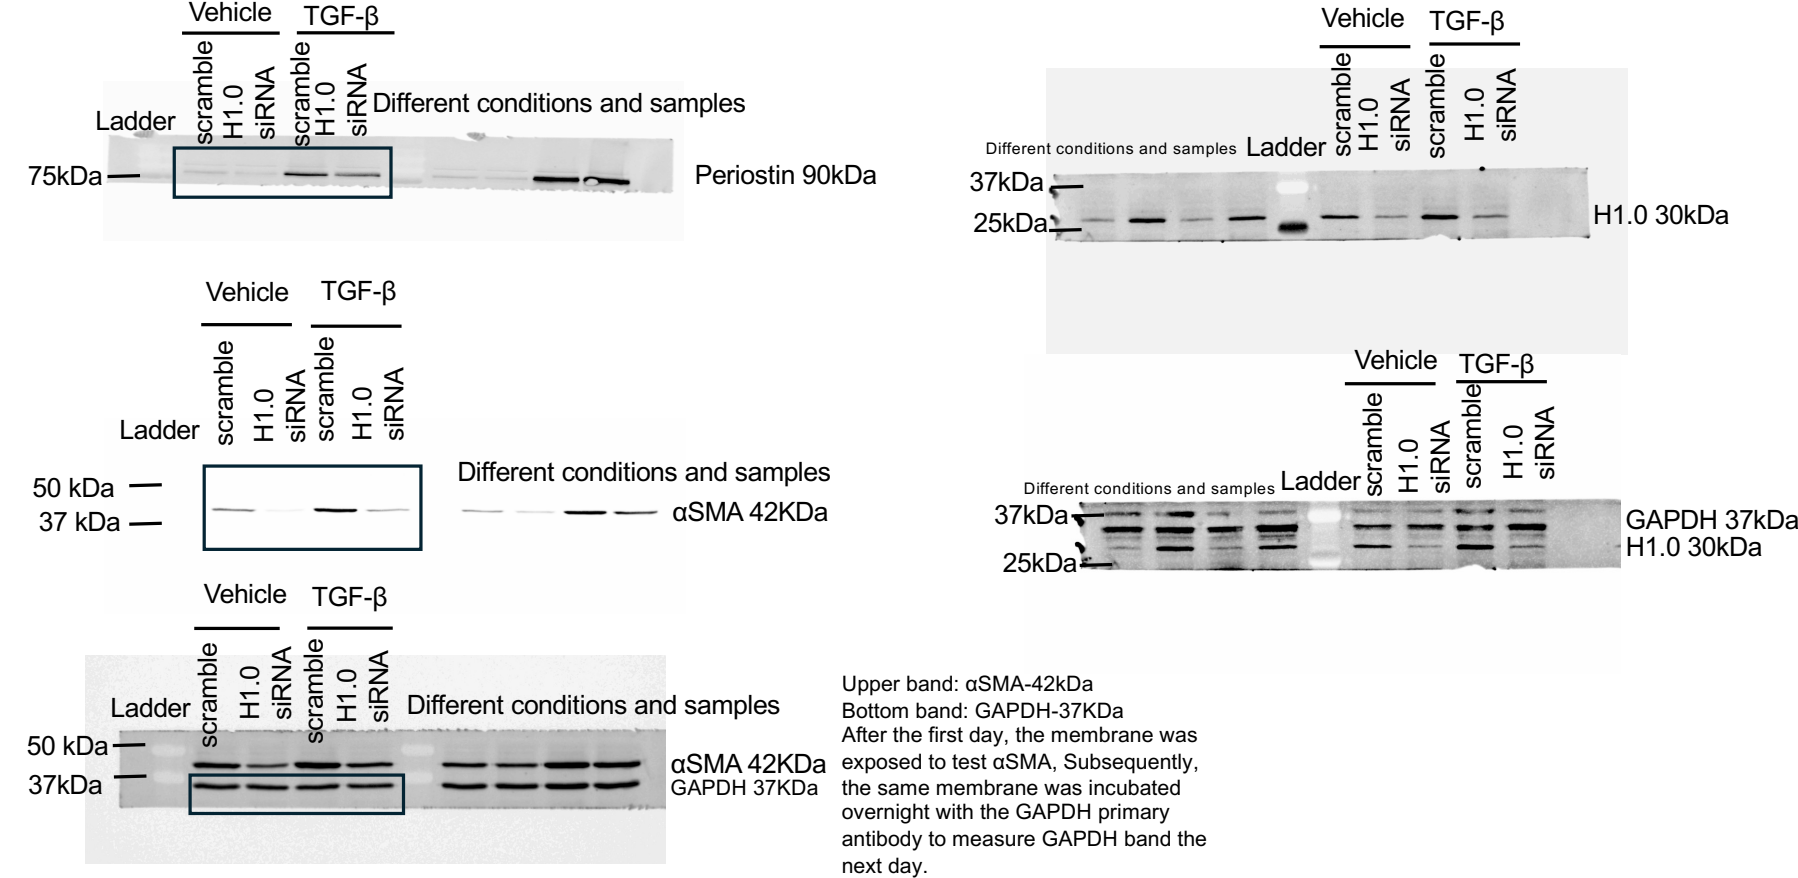

The bands from the blue frame were used for the paper

Figure 2b

## Periostin staining

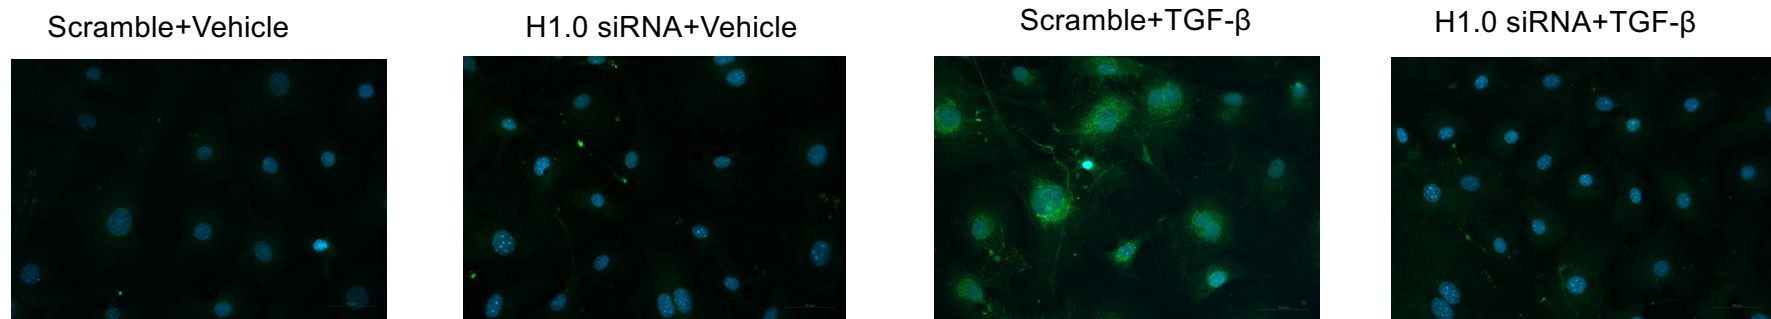

## $\alpha$ SMA staining

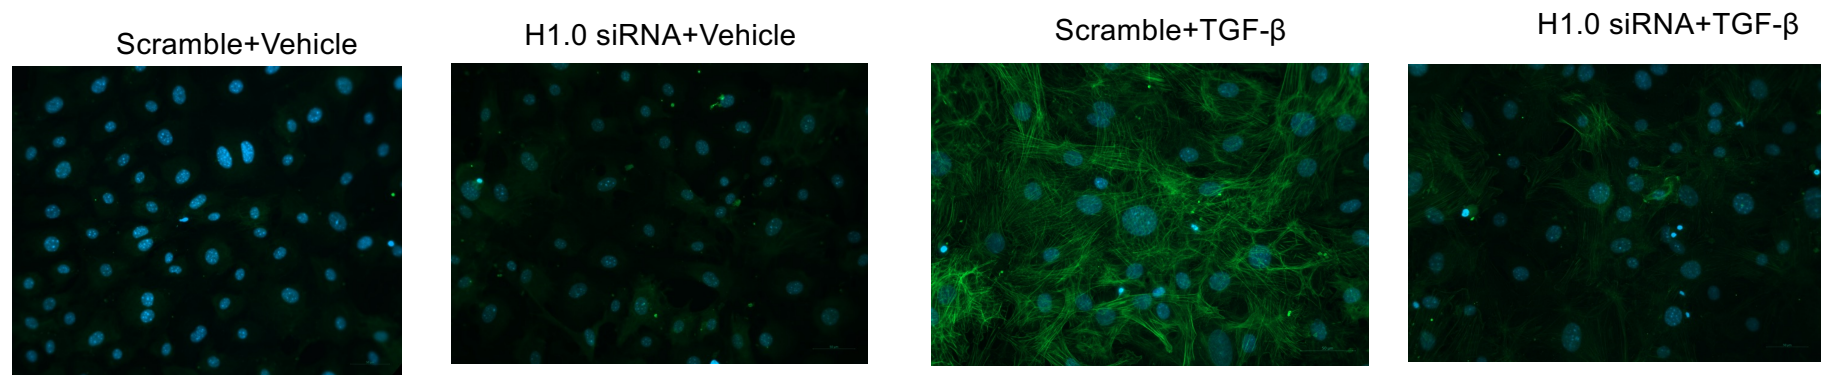

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

**Figure 2e**

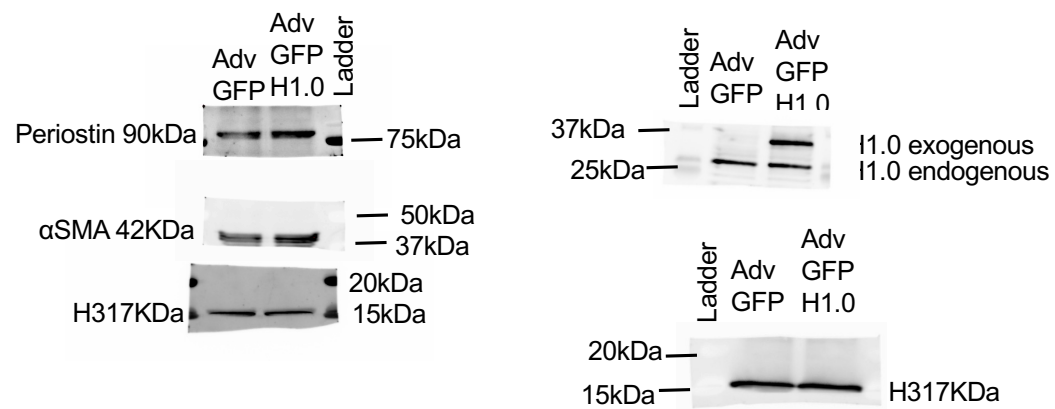

**Supplement:** Supplementary file 7 — Unprocessed images and blots in Fig. 2.

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 9 — Unprocessed images and blots in Fig. 3.

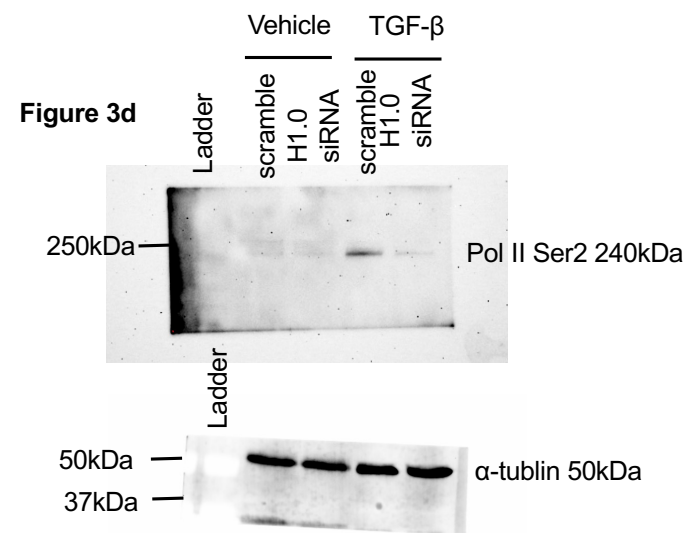

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 11 — Unprocessed images and blots in Fig. 4.

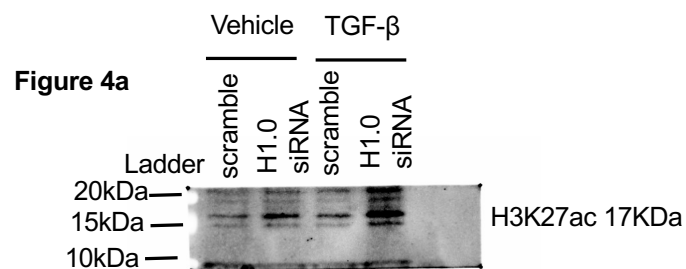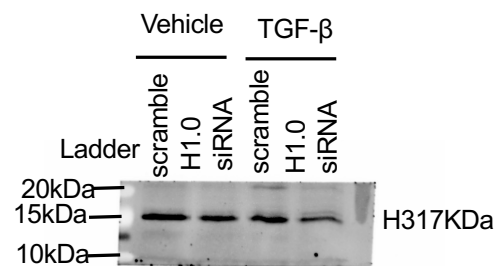

H3K27ac band location is very close, so the same samples were run the same blot but different lanes.

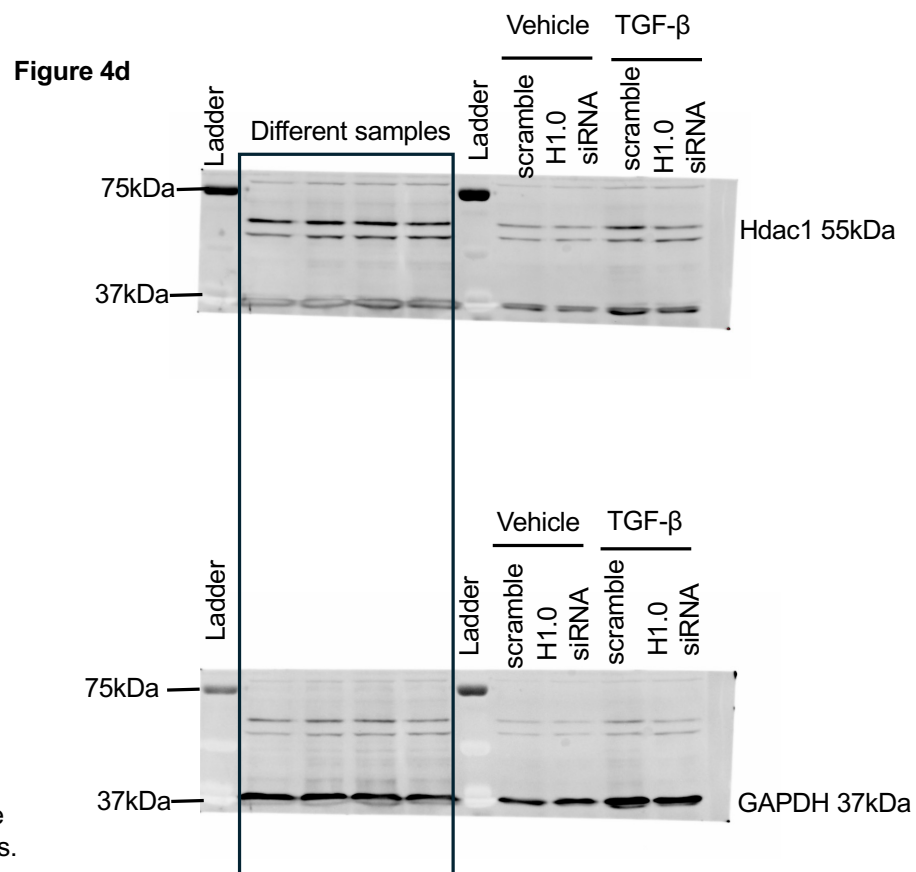

Figure 4e

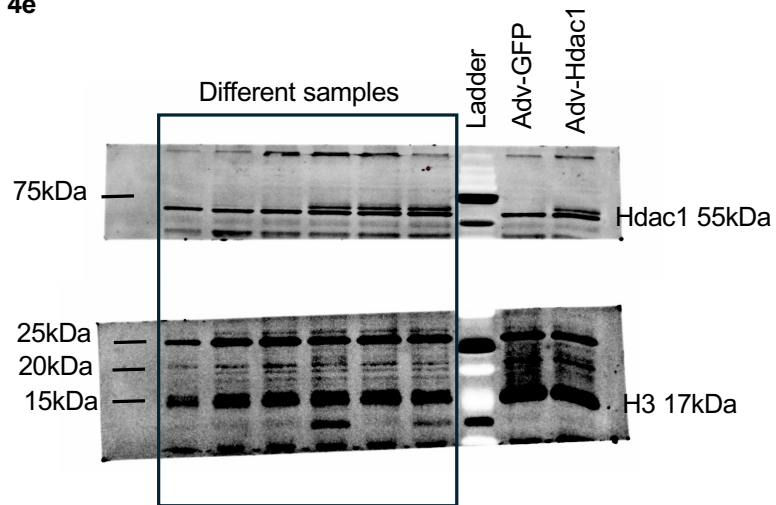

Figure 4f

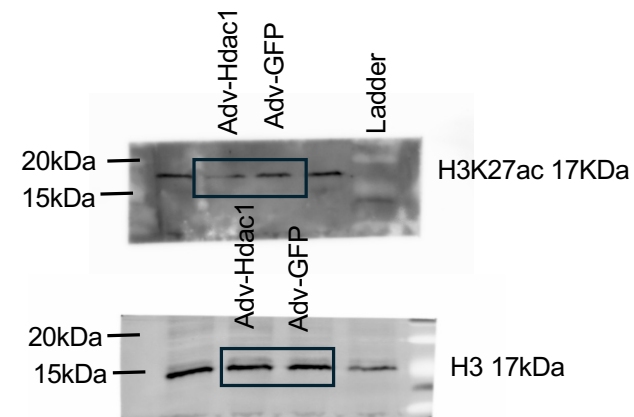

The bands from the blue frame were used for the paper

H3K27ac band location is very close, so the same samples were run the same blot but different lanes.

Figure 4g

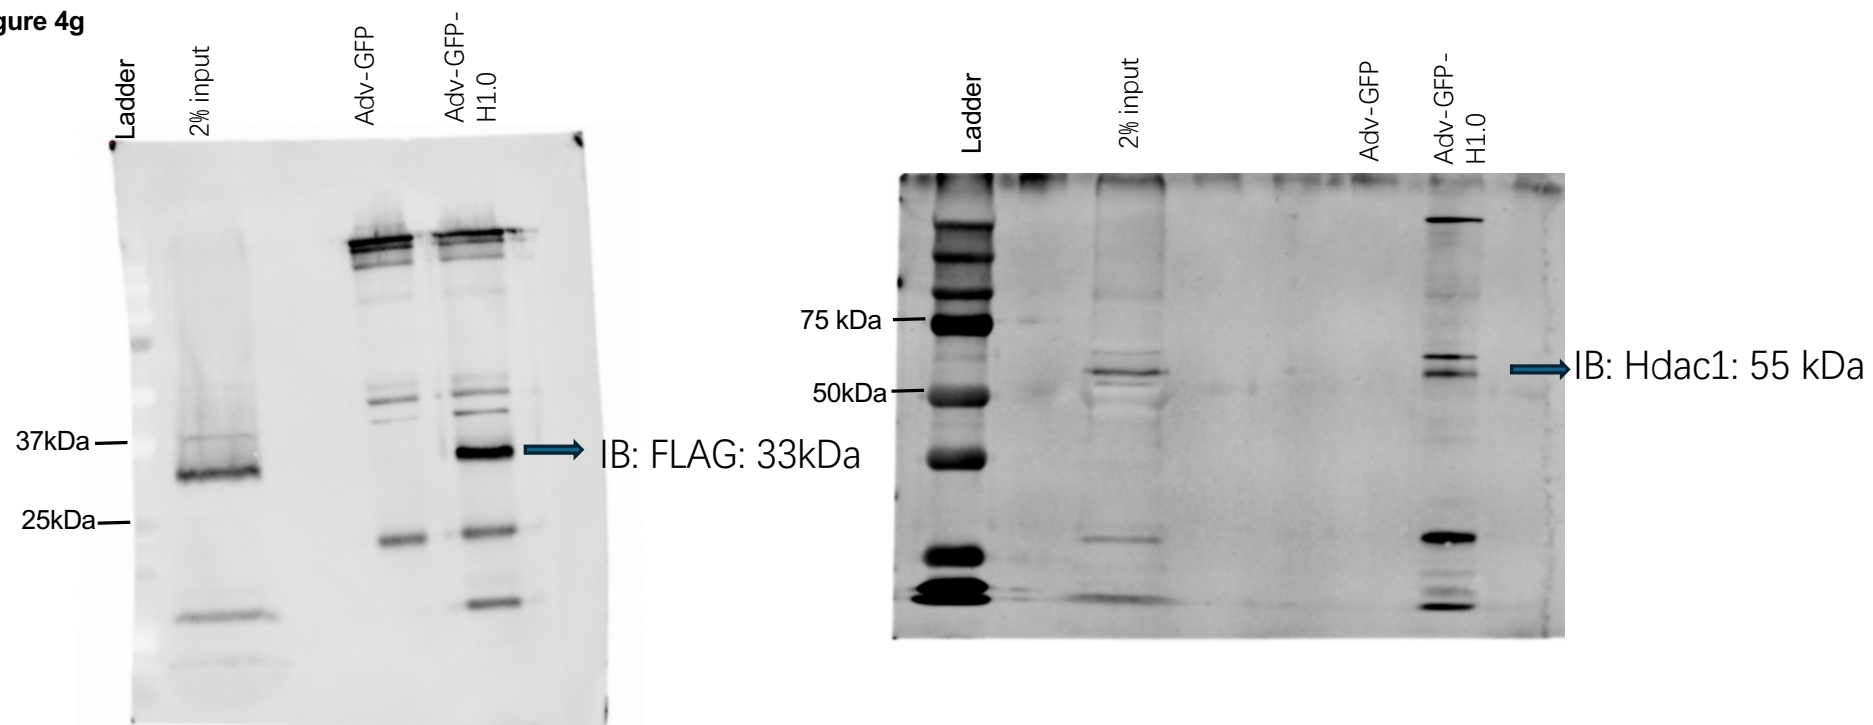

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

**Figure 4i**

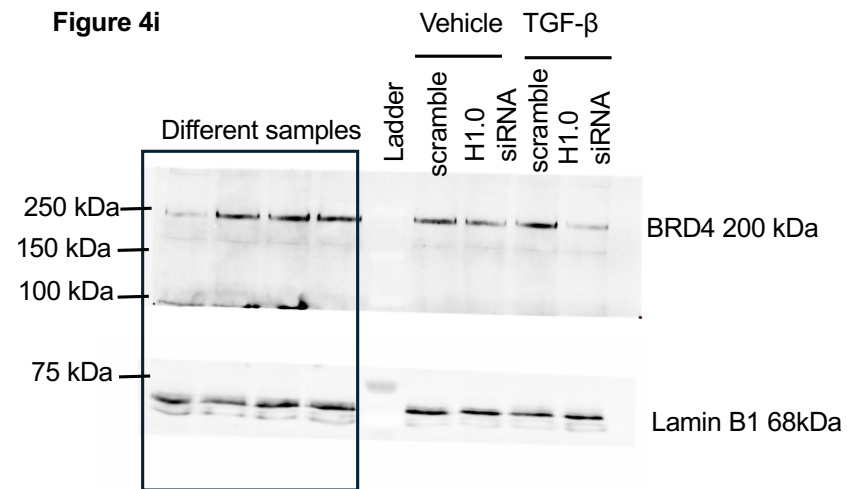

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w

Extended Data Figure 2e

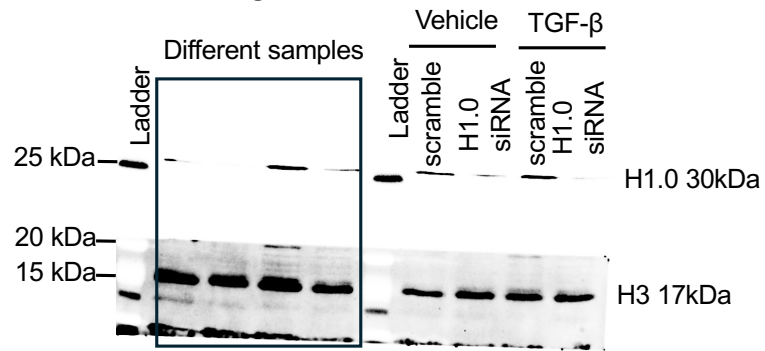

Extended Data Figure 2g

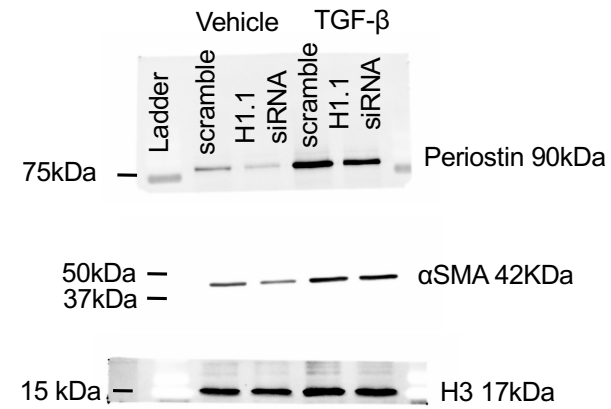

Extended Data Figure 2h

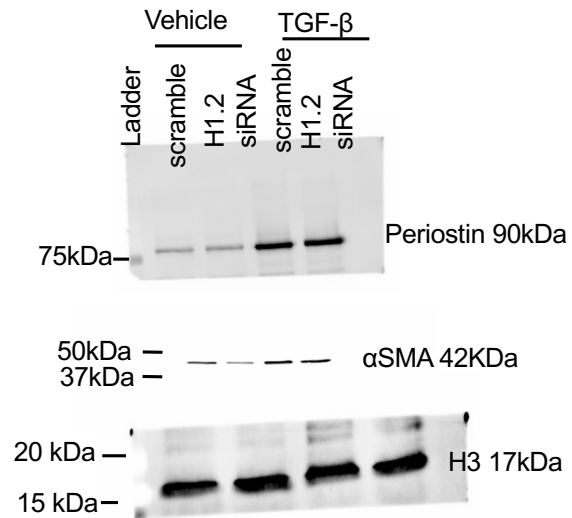

Extended Data Figure 2i

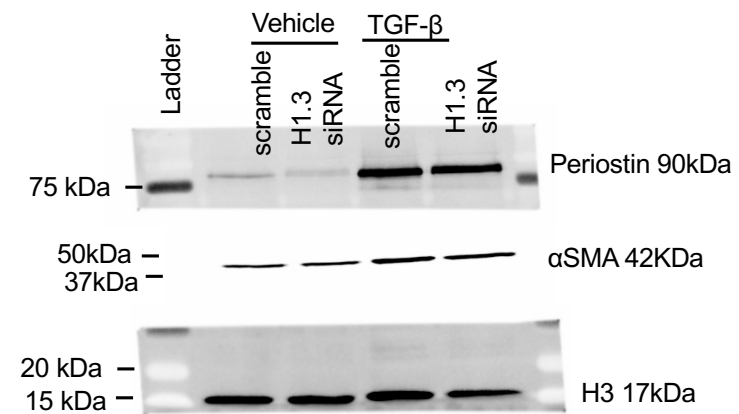

Extended Data Figure 2j

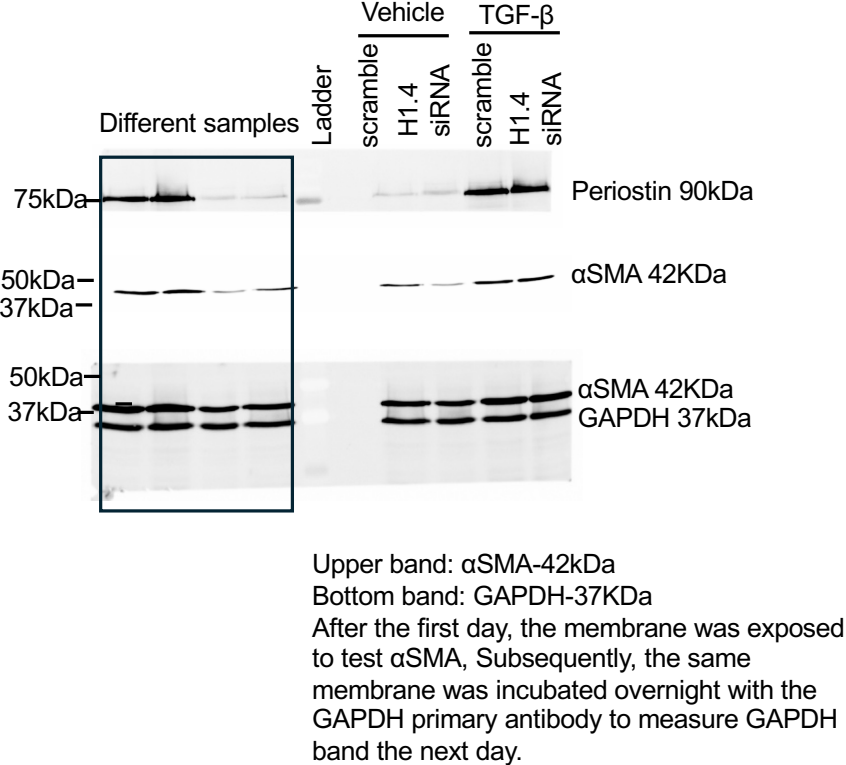

Extended Data Figure 2k

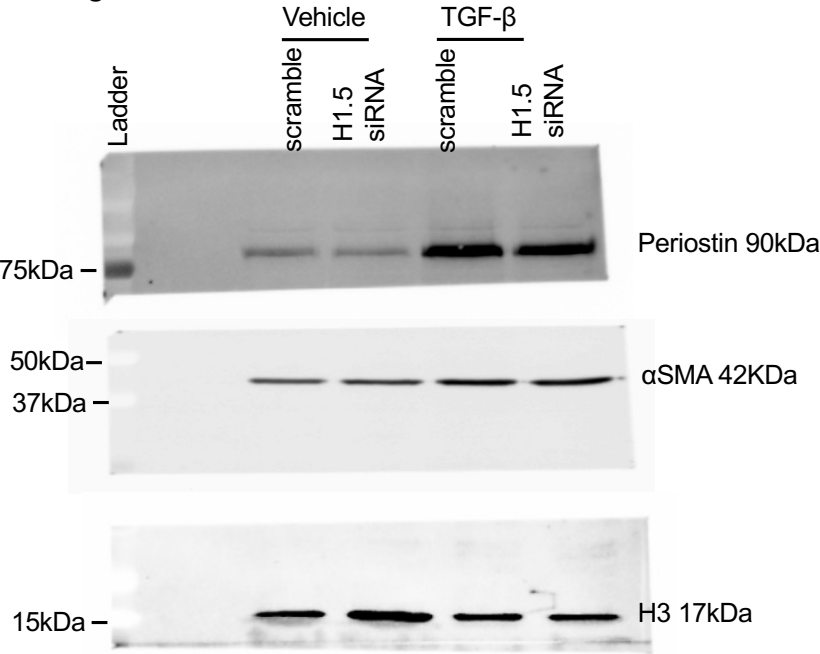

**Supplement:** Supplementary file 17 — Unprocessed images and blots in Extended Data Fig. 2.

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 19 — Unprocessed images and blots in Extended Data Fig. 3.

Extended Data Figure 3a

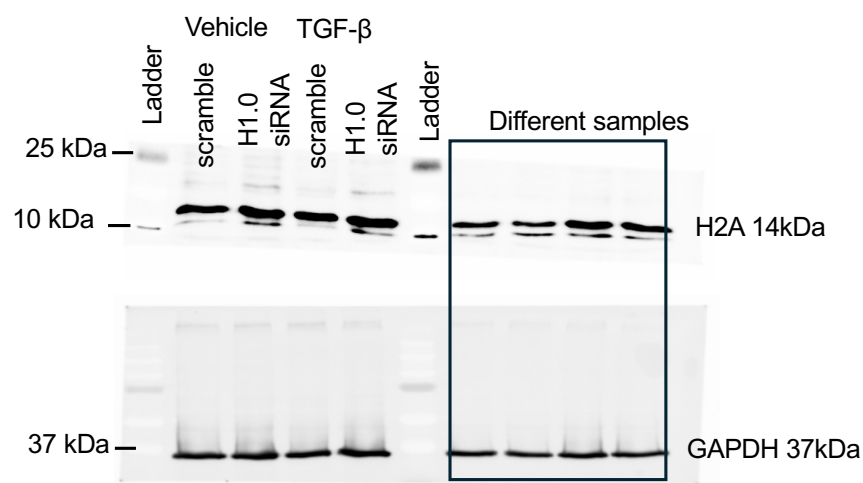

Extended Data Figure 3b

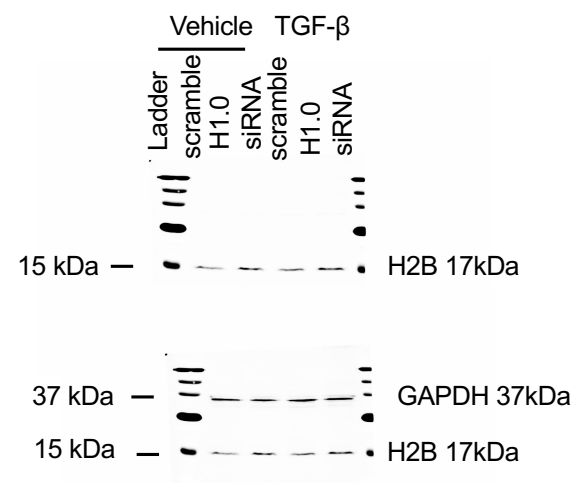

Extended Data Figure 3c

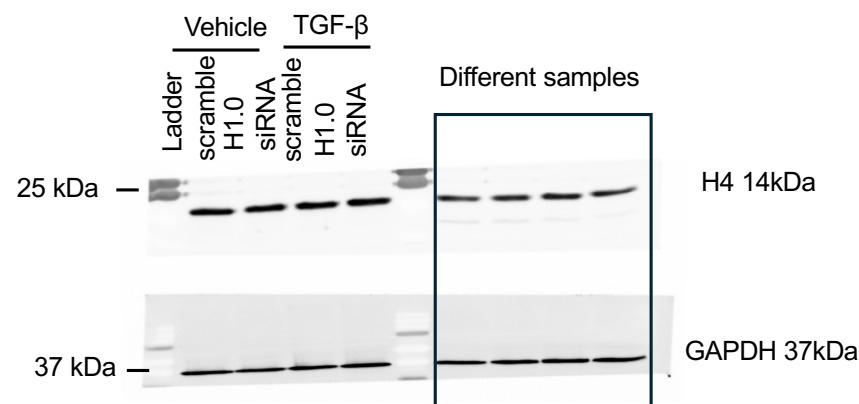

Extended Data Figure 3d

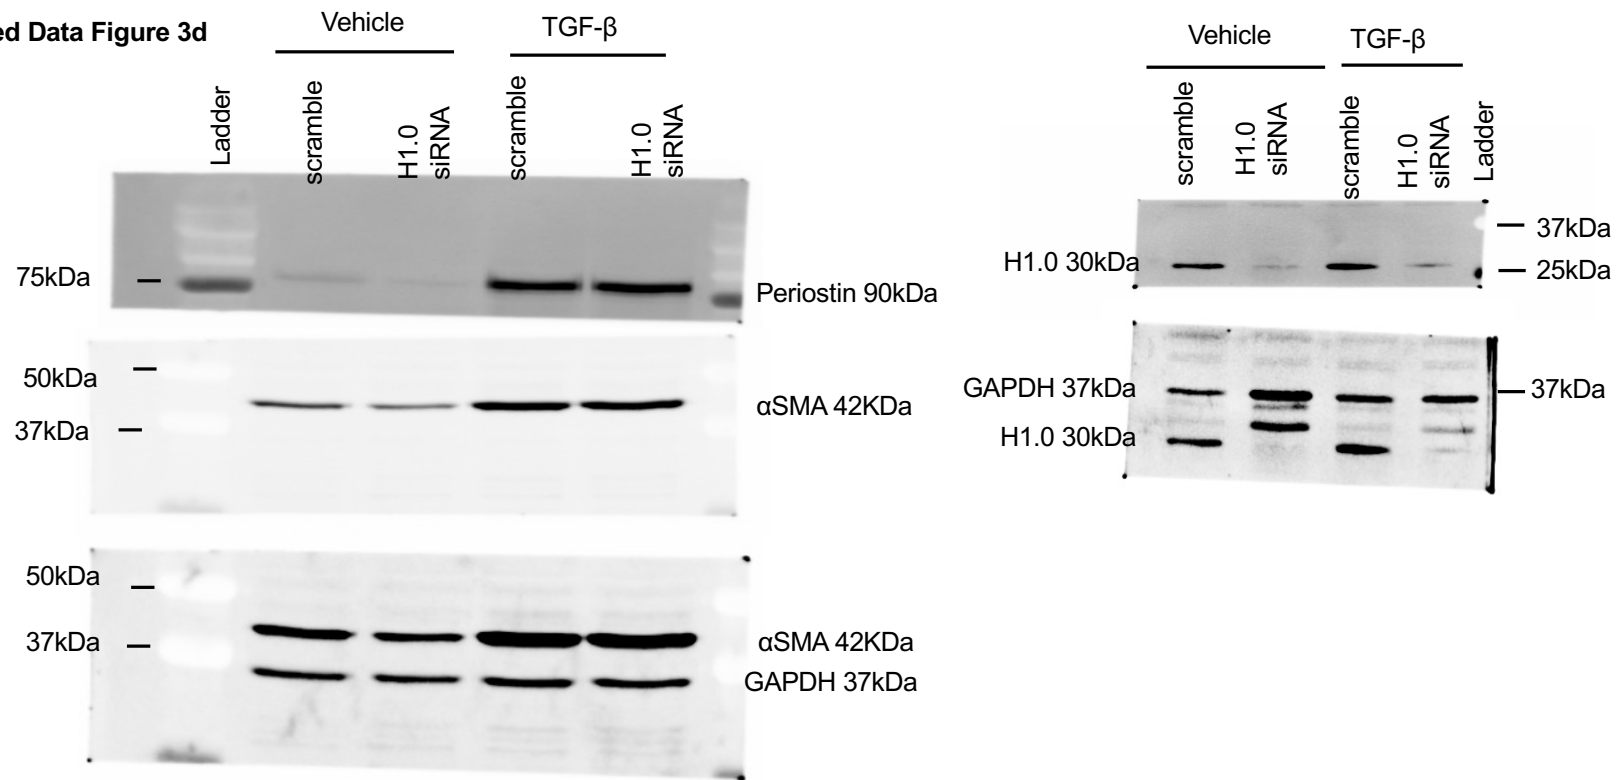

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

Extended Data Figure 3e

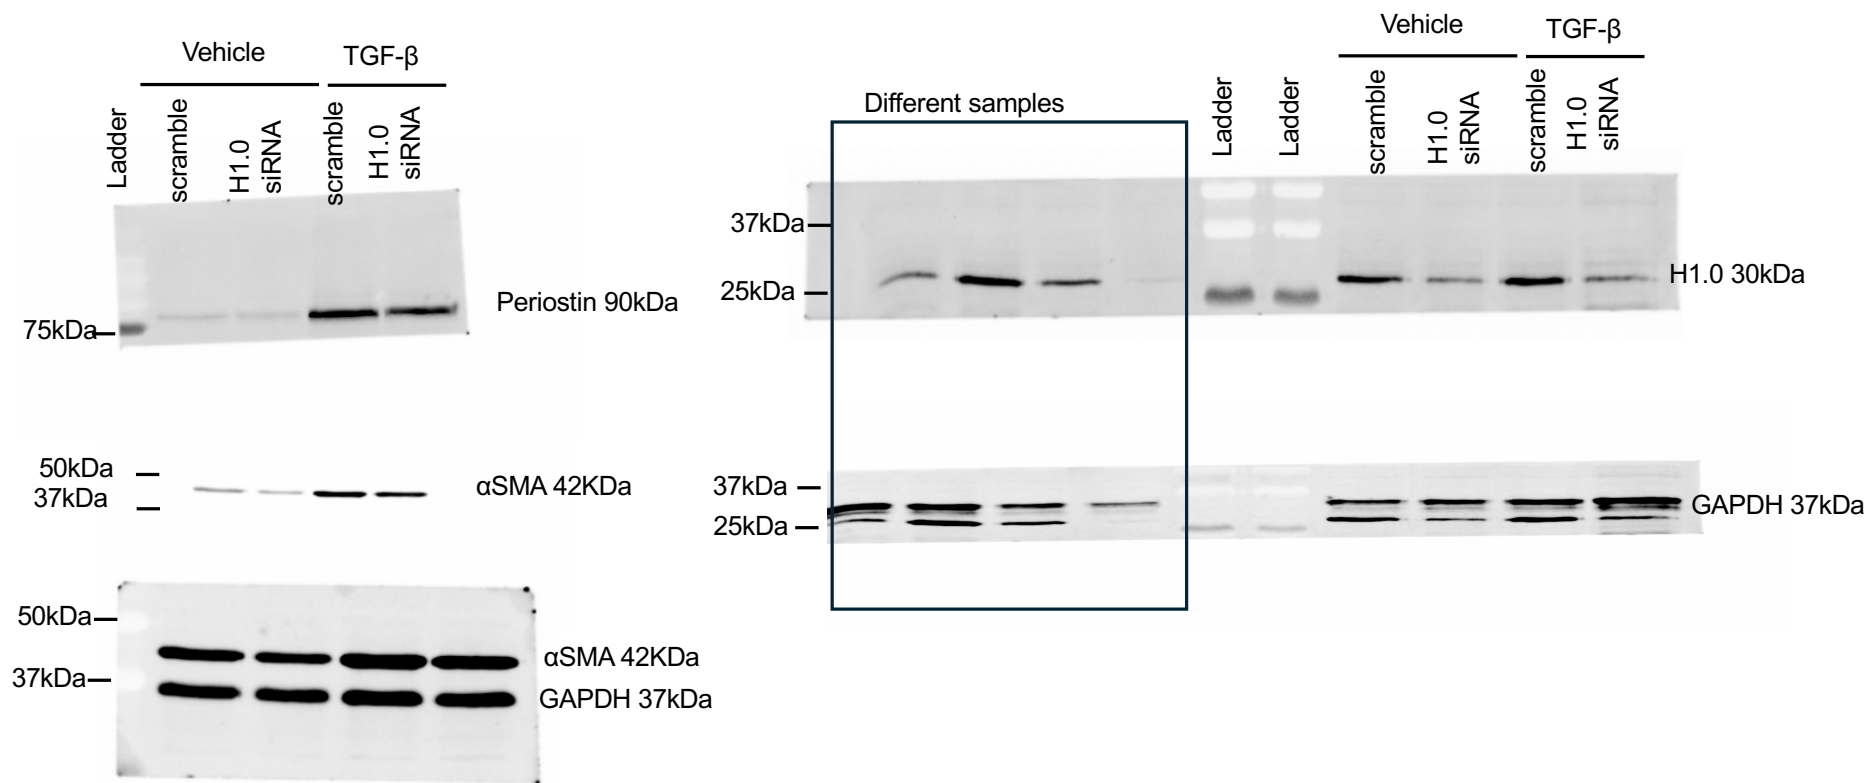

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 21 — Unprocessed images and blots in Extended Data Fig. 4.

Extended Data Figure 4a

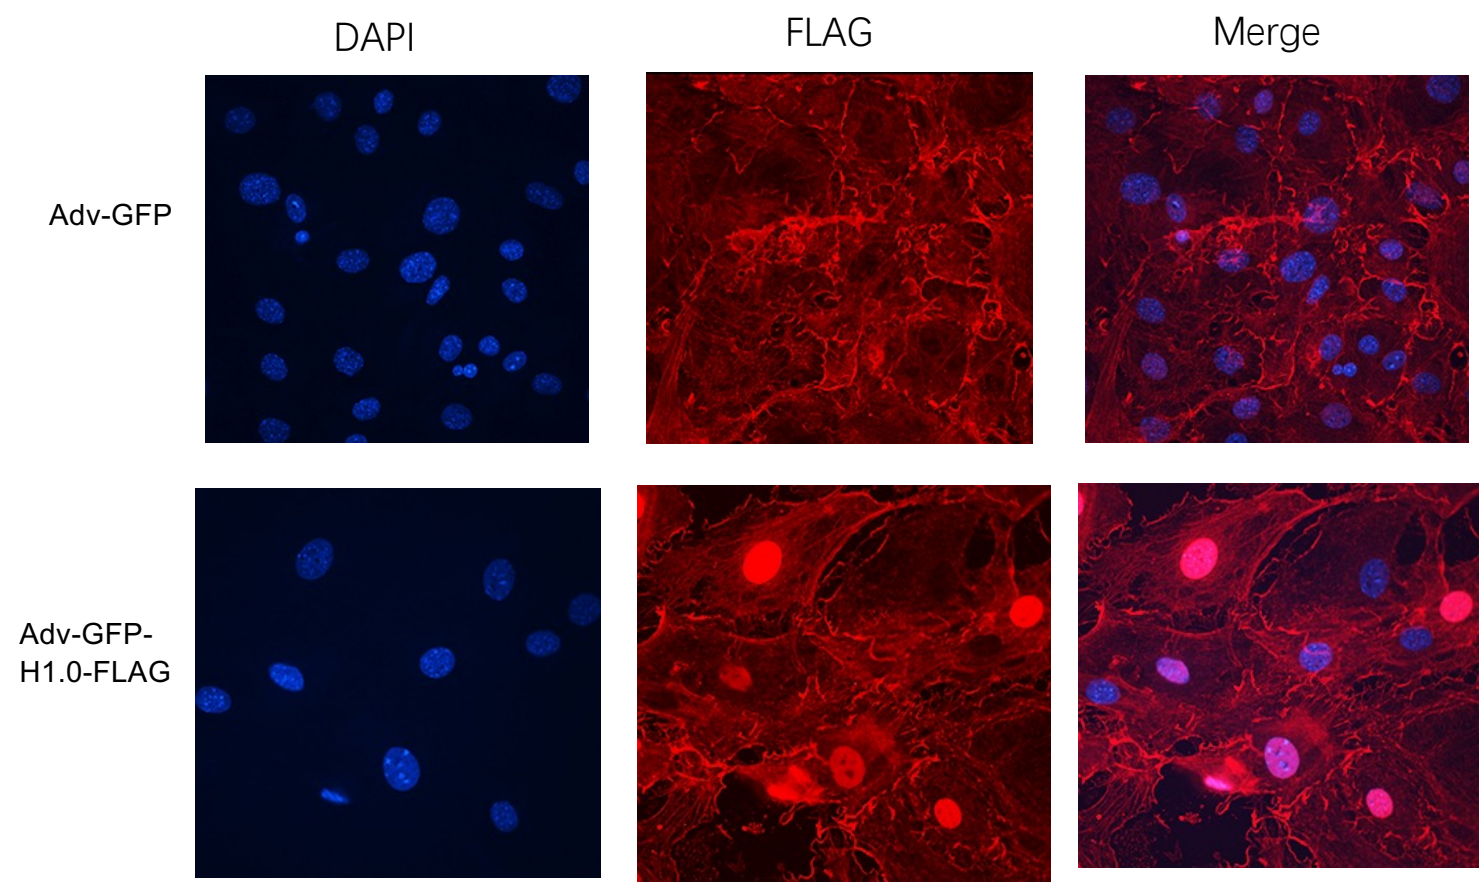

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

Extended Data Figure 4b

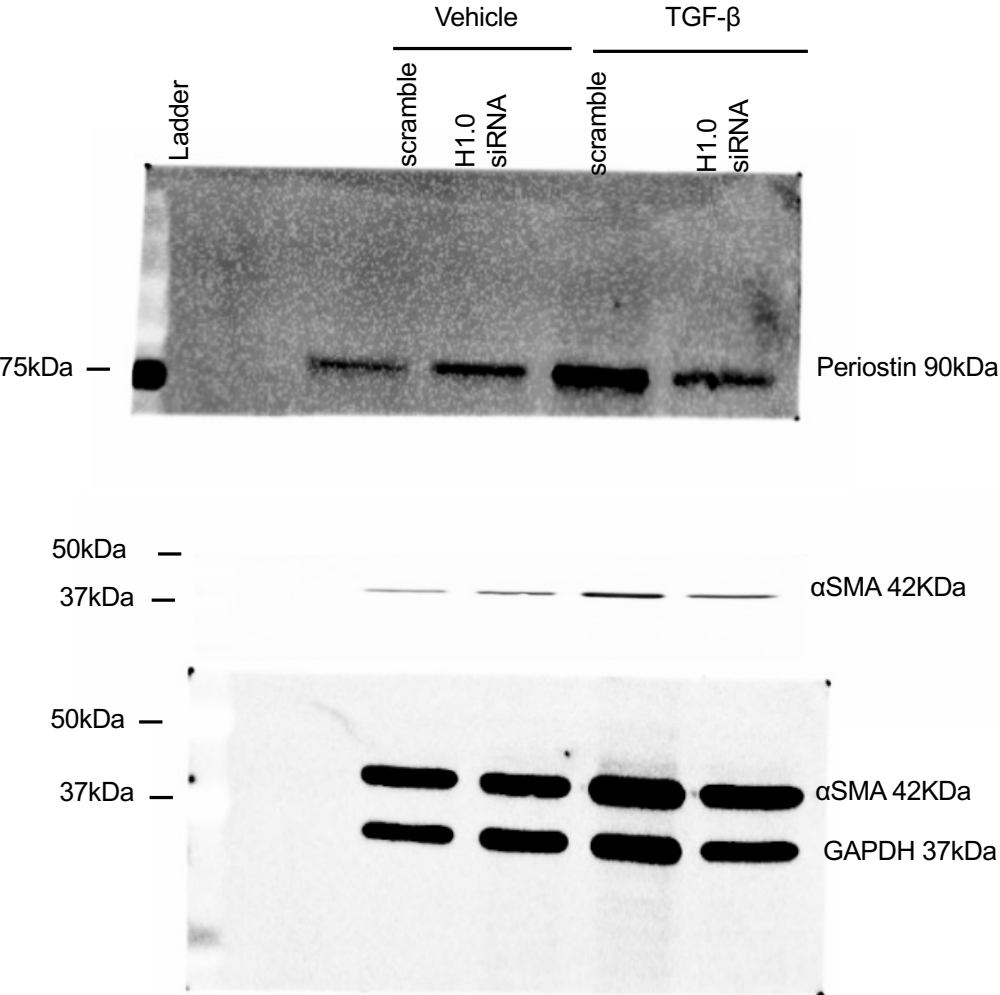

Upper band: αSMA-42kDa  
Bottom band: GAPDH-37KDa  
After the first day, the membrane was exposed to test αSMA, Subsequently, the same membrane was incubated overnight with the GAPDH primary antibody to measure GAPDH band the next day.

Extended Data Figure 4c

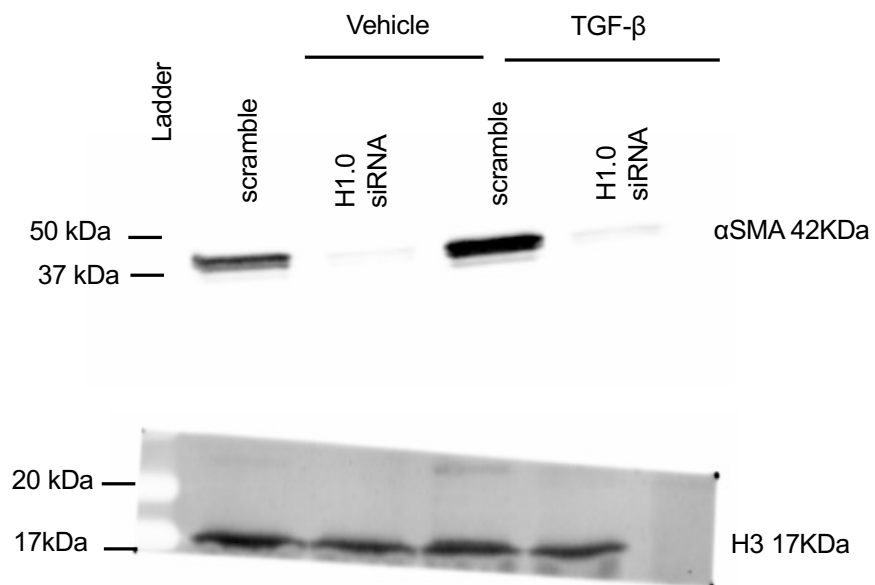

Extended Data Figure 4d

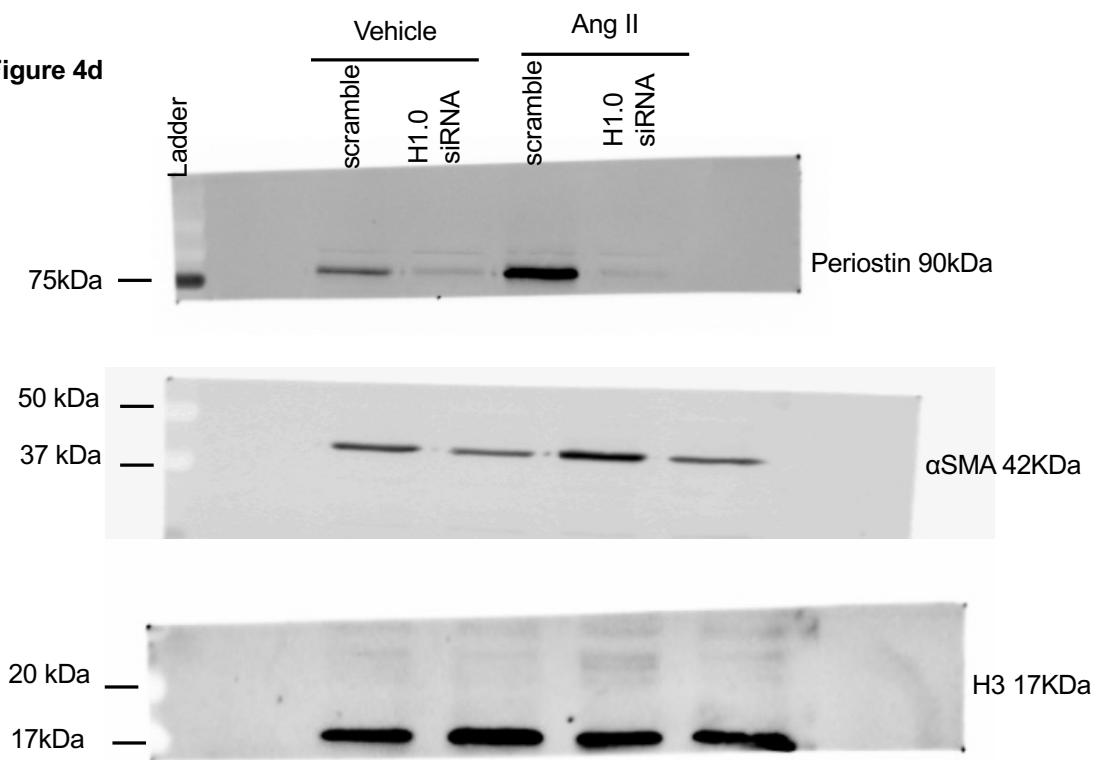

Extended Data Figure 4f

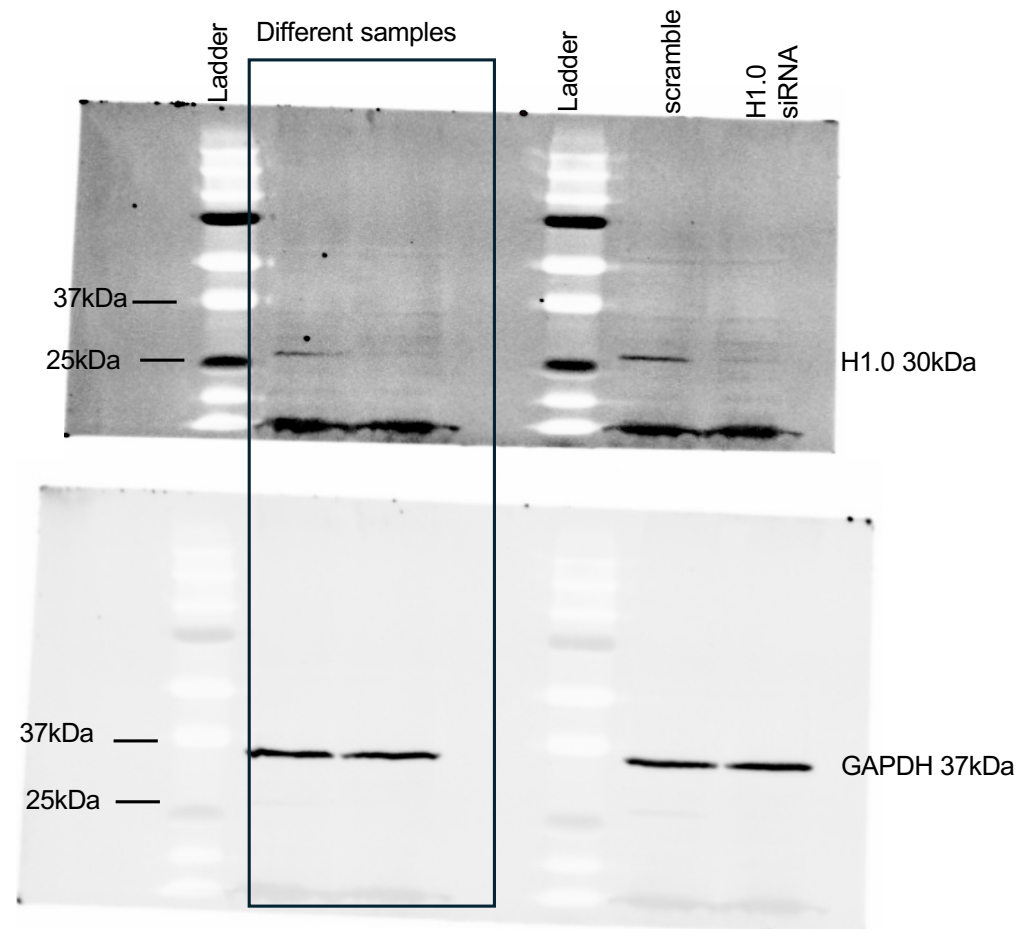

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 23 — Unprocessed images and blots in Extended Data Fig. 5.

Extended Data Figure 5c

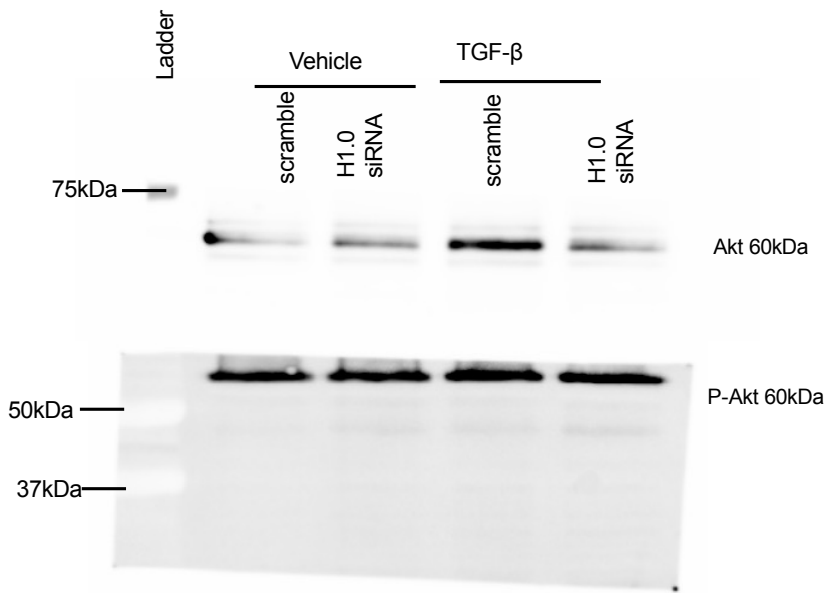

Extended Data Figure 5d

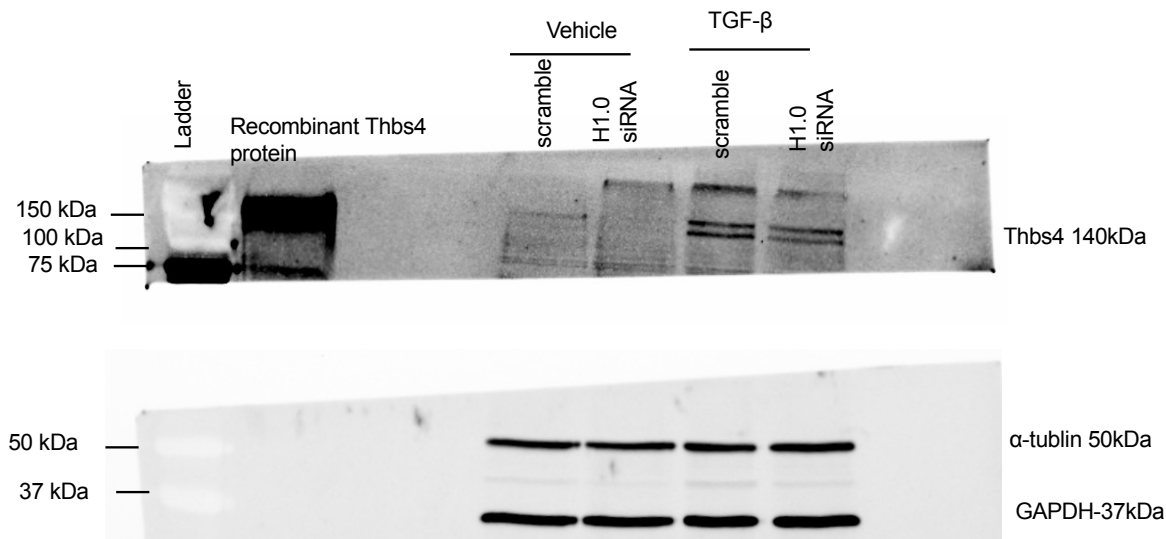

Extended Data Figure 5e

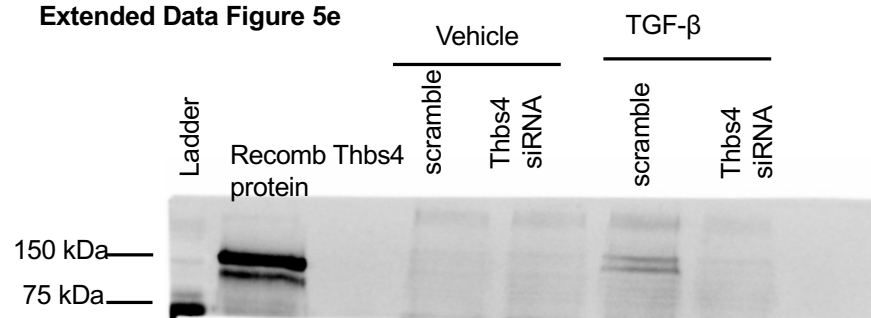Extended Data Figure 5f

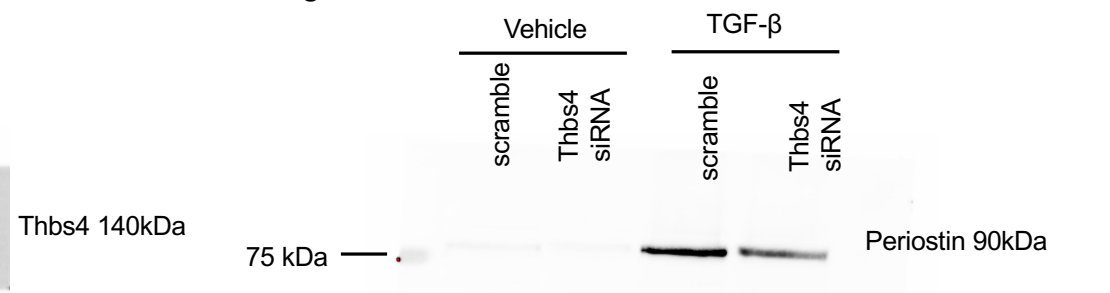

α-tubulin 50kDa

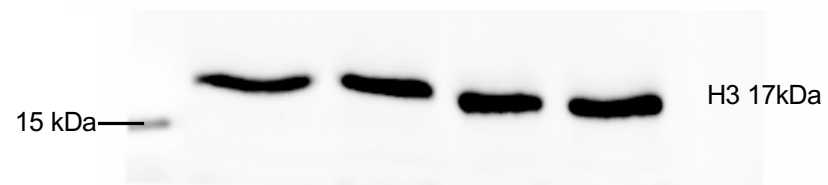

Extended Data Figure 5h

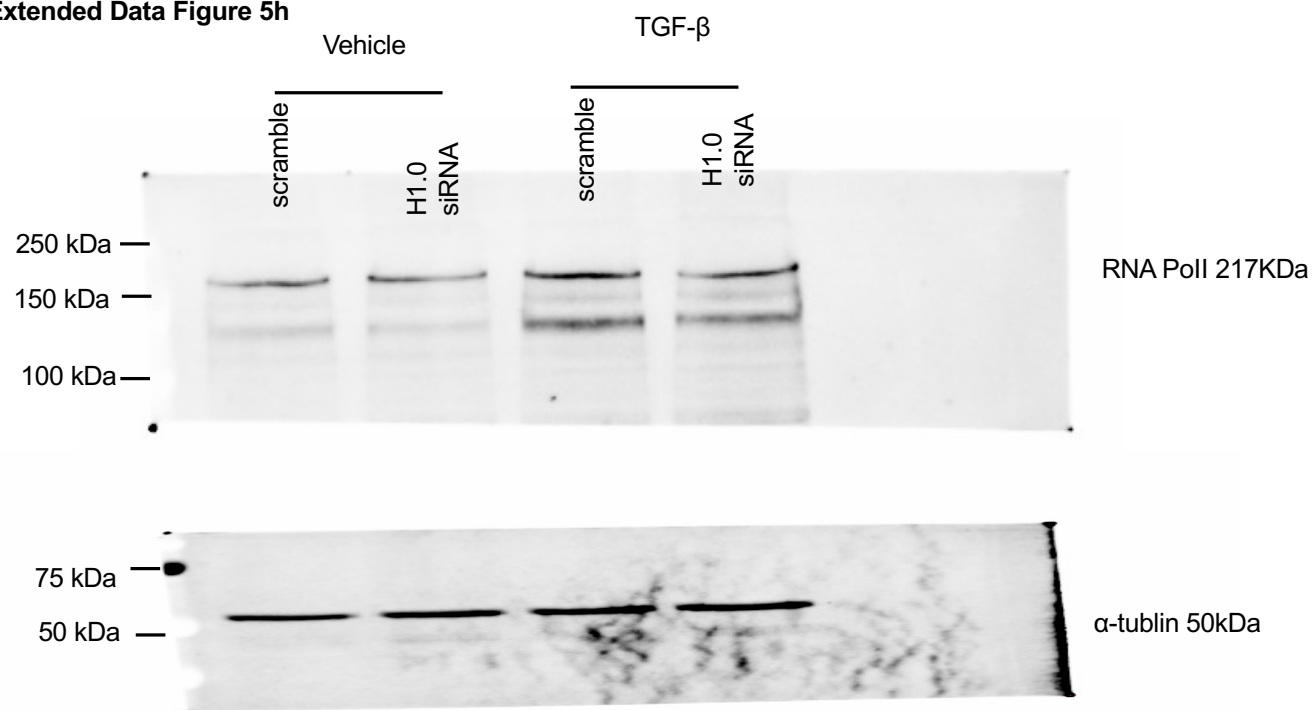

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

# Supplementary material for: Histone H1.0 couples cellular mechanical behaviors to chromatin structure
**Source:** Nat Cardiovasc Res. 2024 Apr 10;3(4):441–59. doi: 10.1038/s44161-024-00460-w
**Supplement:** Supplementary file 29 — Unprocessed images and blots in Extended Data Fig. 9.

Extended Data Figure 9g

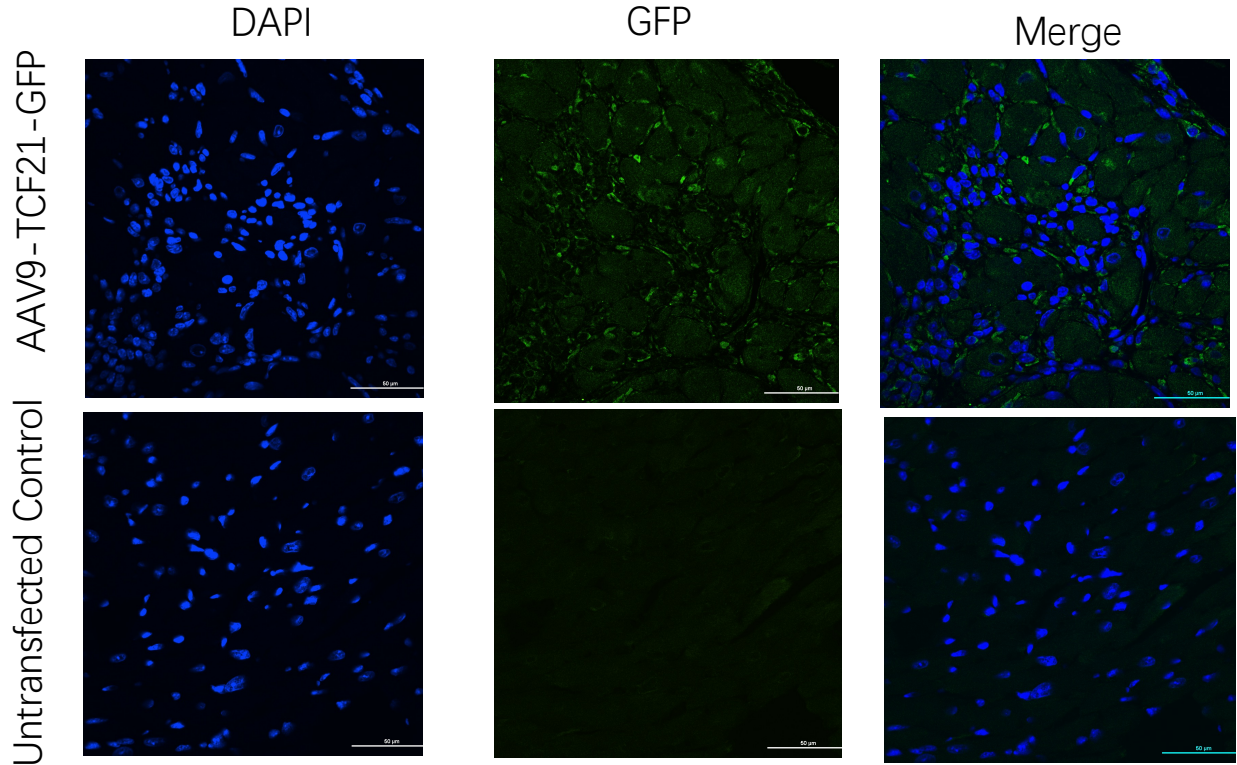

Source Data for: Hu et al. Histone H1.0 Couples Cellular Mechanical Behaviors to Chromatin Structure

How the deposited data were processed for this re-analysis (not part of the article)

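Gene expression was measured by RNA-seq in primary mouse cardiac fibroblasts transfected with scramble or histone H1.0 siRNA (40 nM) and given vehicle or TGF-β (10 ng ml-1), with 3 biological replicates in each of the 4 groups. The authors removed ribosomal RNA, sequenced paired-end reads, quantified transcripts with Salmon 1.4.0 on an index of mm10 and Ensembl build 102, and compared groups with DESeq2 on genes with at least 10 reads over the samples at an adjusted p under 0.01. For each library they deposited an estimated count per transcript, which is Salmon's assignment of reads and need not be a whole number, next to a TPM value that was not used here. The submitters' processing notes name mm10 and DESeq2 as well. The ChIP-seq of the study was not analysed here.

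Transcripts were matched to genes of GENCODE M21 on GRCm38, which is the assembly of mm10, by their identifier without its version. Of 117135 transcripts 115973 matched, and they held from 99.54% to 99.6% of the reads of each library. The remaining 1162 transcripts stayed out. Estimated counts were added up per gene, which gave 35523 genes, and rounded to whole numbers. Library totals over all transcripts had a median of 24.2 M, from 19.9 to 36.3 M, so that a gene at a mean count of 100 rests on few reads. The estimated counts of near-identical genes, such as the replication-dependent histones and the actins, depend on how Salmon divided shared reads. Mitochondrial genes held from 1.86% to 2.83% of the counts of a library. No pair of replicates was alike within sampling noise (chi-square per degree of freedom from 9.41 to 69.3). The first principal component of the 500 most variable genes (37.3% of their variance) separated TGF-β from vehicle and the next (27.9%) separated the siRNAs.

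The test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with TMM normalization on the 18028 genes with at least 10 counts over the 12 libraries, all 4 groups in 1 fit without covariates, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.01. The count minimum and the threshold are the study's. These comparisons were read from this fit: TGF-β against vehicle in scramble cells, TGF-β against vehicle in knockdown cells, siRNA against scramble with and without TGF-β, and the interaction, which is the TGF-β effect in knockdown cells less that in scramble cells. Normalized counts are CPM values by TMM, rescaled to the mean library total. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Genes higher with TGF-β and lower with the siRNA were those called in both comparisons, and for the study's fold change rule also with a log2 fold change of at least 1.5 in both. The overlap of independent lists is the product of the numbers of calls over the number of genes tested.

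Lists of genes for 38 pathways, gene families and cell types were written before the data were examined, as were the design, the alternatives and the rule for which genes are named. Each list with at least 5 measured members was tested in each comparison with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjusted over the 38 lists with a threshold of 0.05. With a correlation estimated from the data, 2 of the 21 lists called for TGF-β in scramble cells kept a call, the actin cytoskeleton genes and the SRF targets. Of the 20 lists called for the siRNA in TGF-β-treated cells none did. The correlation was estimated without the replicate number as a block, so differences between replicates can raise it and weaken these tests. An estimate with the block was not made. Enrichment in the genes past the fold change rule was tested with Fisher's exact test, one-sided, against the genes that TGF-β raised by the same fold. The study's pathway tools need a network and were not used here. The genes named are those the study names for transcripts or shows in Figs. 3b, 3c and 6b, the members of the RNAP II, linker histone and myosin lists, the 10 called genes with the widest fold change in each direction for TGF-β in scramble cells, for the siRNA with and without TGF-β and for the interaction, and up to a pair of called members per list and direction. Genes picked by fold change needed a mean normalized count of at least 100 in the higher group and, except for the interaction and the list members, no overlap between the replicates of both groups, and H1f0 and genes with only a provisional symbol were left out. From these, the genes described in the text were picked after their values were seen.

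The tests were tried on simulated counts with the means, library totals and spread of these libraries and 50 changed genes at each fold. For TGF-β in scramble cells the test recovered 18%, 72%, 88% and 98% of genes changed by 0.5, 1, 1.5 and 2 on the log2 scale. It made 0 false calls in a fit of 17781 genes. For the siRNA in TGF-β-treated cells it recovered 30%, 80%, 94% and 96% with 4 false calls among 17752 genes, and for the interaction 2%, 22%, 72% and 82% with 1 false call among 17769 genes.

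Replicate numbers run from 1 to 3 in every group, and whether they pair the libraries was checked before the fits were compared. The deviations of libraries from their group means, over 14656 genes, correlated above 0.1 in 18 of 18 same-numbered pairs from different groups (lowest 0.11, median 0.32, highest 0.47), while pairs with different numbers had a median of −0.16 (from −0.40 to 0.11). All 12 libraries correlated best with their own number. The Y-linked gene Ddx3y was at 51.1 to 62.6 CPM in the libraries numbered 1 and at 79.4 to 104 in those numbered 2 and 3, in every group. The pairing therefore comes from the data and the numbers in the labels. The fit without a block follows the study's methods, and a fit with the replicate number as a block was set as an alternative.

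Other alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, TMM without the 1% most abundant genes, no filter, edgeR's filterByExpr, an offset for transcript length, an adjusted p under 0.05, fits of only the 2 groups compared, each library left out in turn, and other settings of the list tests. A fit with every library thinned to the lowest total was added after the library totals were seen. Results were also compared with other splits of the same libraries. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 read the files and searched 3′ UTRs, and matplotlib 3.10.9 drew the figures.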

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

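The number of draws behind the comparison with other splits was raised after a first count had been seen, and the comparisons of their spread and their same-numbered pairs and the splits with the block were chosen after the result was seen. The TGF-β response differed between histone H1.0 siRNA cells and scramble cells for 8 genes, by edgeR's test of the difference itself. Values are log2, with the response in scramble cells first and in knockdown cells second. Tagln, transgelin, rose by 1.78 and 3.85, a difference of 2.07 (adjusted p = 0.0087), from a level that the siRNA had lowered by −3.54. Syn2, synapsin 2, had −0.12 and 3.26, a difference of 3.37 (adjusted p = 0.0053). Robo2, a guidance receptor, had 0.02 and 2.92, a difference of 2.90 (adjusted p = 0.0059). The siRNA lowered both genes in vehicle-treated cells. In TGF-β-treated cells it raised them (1.68 and 1.40). Palm2 had 0.28 and 1.52, a difference of 1.24 (adjusted p = 0.0087), and Klf12 had −0.72 and 0.37, a difference of 1.10 (adjusted p = 0.0079). Rapgef3, a cAMP-regulated exchange factor, had −1.13 and −0.20, a difference of 0.93 (adjusted p = 0.0053). The remaining genes went the other way: Mcm4, a subunit of the replicative helicase, had 0.94 and −0.28, a difference of −1.22 (adjusted p = 0.0059), and Wdr76 had 1.21 and −0.20, a difference of −1.42 (adjusted p = 0.0053).

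Each of these calls was lost when single libraries were left out: Syn2 in 7 of the 12 cases (adjusted p from 0.01 to 0.02), Robo2 in 10 (from 0.01 to 0.033), Mcm4 in 10 (from 0.01 to 0.03), Rapgef3 in 10 (from 0.011 to 0.03), Wdr76 in 10 (from 0.012 to 0.02), Tagln in 11 (from 0.014 to 0.051), Klf12 in 12 (from 0.01 to 0.041) and Palm2 in 12 (from 0.012 to 0.041). The count of 8 became 0 without scramble vehicle replicate 1 or 2, scramble TGF-β replicate 2 or 3, siRNA vehicle replicate 1 or siRNA TGF-β replicate 1 or 3, 2 without scramble TGF-β replicate 1, 1 without siRNA vehicle replicate 2 or siRNA TGF-β replicate 2, 4 without siRNA vehicle replicate 3 and 12 without scramble vehicle replicate 3. Where edgeR called 0, an unadjusted p under 0.05 held for 1737 to 2117 genes, while with all libraries DESeq2 called 239 genes, limma-voom 4 and edgeR with the replicate number as a block 118. With the siRNA labels redrawn within each treatment, 1 of 100 draws, the real one, gave as many as 8 genes, and the highest other split gave 6 (0 among the 15 that part as many same-numbered pairs as the real one, 6 among the 84 that part fewer). Every other split mixes siRNA and scramble libraries and had a wider spread between replicates (edgeR's common dispersion from 0.0546 to 0.101, against 0.0287), which can lower its count, so whether chance can be excluded for the number of genes stays open. With the block, 32 splits exchange labels within same-numbered pairs, and 2 of them gave as many as the real 118: the real one, and the exchange in 1 treatment, which turns the siRNA effect into the interaction (8039 genes). The 30 that mix labels gave at most 1, again at a wider spread (from 0.052 to 0.104, against 0.00994), so the question stays open there too. Chance is not excluded for the number of gene lists: 22 of 100 draws gave as many as the real 19, and the highest other gave 25.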

How the results depend on the processing

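The thinning of every library to the lowest total was chosen after seeing the data. The direction of every named gene comparison held under the other settings, except for values near 0: with the offset for transcript length Polr2b with the siRNA and TGF-β was −0.03 and Polr2d with the siRNA and vehicle −0.00. Leaving out 1 library, Hbegf ran from −0.20 to 0.58 and Plaur from −0.04 to 0.31 (both lowest without siRNA TGF-β replicate 3), and Polr2b from −0.02 (without scramble TGF-β replicate 3) to 0.09. Polr2d ran from −0.01 (without siRNA vehicle replicate 3) to 0.09 and Mrtfa from −0.06 (without siRNA TGF-β replicate 2) to 0.63. None of these was called. Over 206 named gene comparisons, other settings lost the call in 34 cases and made it in 23, 1 library left out lost it in 198 and made it in 13 of 2472, and thinning lost 7 and made 2. The replicate number as a block made 10 calls and lost none. It also moved the TGF-β counts to 5125 in scramble and 4825 in knockdown cells, the interaction to 118, and the genes with opposite changes to 852 and 713. It ended the camera calls of the endothelial markers with TGF-β (0.066) and of the PI3K and Akt genes for the interaction (0.056). It made those of the myosins (0.042) and the oxidative stress genes (0.018) with the siRNA and TGF-β. It made those of the replacement core histones (0.041) with the siRNA and vehicle, and of the interferon genes (1.1e-04) for the interaction. With a correlation estimated without the block these lists had 0.15, 0.82, 0.2 and 0.86 in the same order, none of them a call. The block changed no other list call.

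An adjusted p under 0.05 gave 5693 genes with TGF-β in scramble cells, 5171 in knockdown cells, 84 for the interaction, 947 and 898 genes with opposite changes, and 94 past the fold change rule. DESeq2 gave 239 interaction genes, 110 higher and 129 lower, so that 46% were higher against 75% here, and 782 genes higher with TGF-β and lower with the siRNA. The offset for transcript length gave 1 interaction gene, higher, and 321 and 233 genes with opposite changes. Limma-voom gave 4 interaction genes, and thinned libraries gave 4. A fit of only the knockdown libraries gave 1548 genes with TGF-β. Taking the interaction in place of the siRNA comparison left 2 genes in each direction. The fold change rule gave 233 genes with no p threshold and 116 with a log2 fold change of 1. Thresholds set their own counts. On the simulated counts DESeq2 recovered 54% of interaction differences of 1 on the log2 scale with 11 false calls. For edgeR these values were 22% and 1, so DESeq2 called more on the same counts. Otherwise the cause was not tested.

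Lists called with an estimated correlation numbered 2 with TGF-β in scramble cells, 5 in knockdown cells (myofibroblast, integrin, actin, SRF and SMAD lists), 0 with the siRNA and TGF-β, 1 with the siRNA and vehicle (SRF targets) and 0 for the interaction, where fry called 11. At both counts of 0, camera gave an unadjusted p under 0.05 for 11 and 10 lists. Fisher's test called 4 of 38 lists against all genes and 0 of the 7 with at least 3 members among raised genes (lowest unadjusted p 0.17). No scaling moved the median of all genes by more than 0.04, and only list medians near 0 changed sign.

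With 1 library left out, the TGF-β count ran from 1871 to 3597 in scramble cells and from 1589 to 2884 in knockdown cells, the interaction from 0 to 12, the genes with opposite changes from 276 to 504 and from 232 to 479, and the fold change rule from 38 (without scramble TGF-β replicate 3) to 62. The siRNA counts (3231 to 4468 with TGF-β, 3325 to 4656 with vehicle) stayed within 1.5 times, as did H1f0 within its calls (−2.08 to −1.73 and −1.80 to −1.42). At these totals, replicates and spread the interaction test recovered 2% of simulated differences of 0.5, and which of them limits it was not tested beyond the thinning.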

Differences from the paper's values

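The paper's methods state about 40 M reads per sample, and the libraries here held a median of 24.2 M counts. The first is a number of reads sequenced and the second a number of reads that Salmon assigned to transcripts, so they are not the same measure, and no alternative bears on them.

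Several statements on direction differ in part. Those on Postn and Acta2, Thbs4 and the RNAP II subunits rest on Extended Data Figs. 2d, 5d and 5g,h. Their legends were not used here. The paper's primer list, given as complete, has no RT–qPCR primers for these genes, which points to RNA-seq for their transcripts. The paper's measure there may still be another assay or other samples than the RNA-seq libraries behind the values below. The paper states that the siRNA prevented or blocked the TGF-β response of Postn, Acta2 and Thbs4 transcripts. All were lower with the siRNA in TGF-β-treated cells (−0.90, −1.80 and −1.60, log2), but TGF-β raised them within knockdown cells by 1.89, 2.49 and 4.99, against 2.22, 1.75 and 4.43 in scramble cells, and the differences of −0.33, 0.74 and 0.56 did not pass the test (adjusted p = 0.67, 0.12 and 0.61). With DESeq2 the difference for Acta2 was called, at 0.73. The siRNA call for Postn was lost without scramble TGF-β replicate 3 (adjusted p = 0.01) or siRNA TGF-β replicate 1 (adjusted p = 0.011). For Polr2c the paper states that the siRNA prevented the increase with TGF-β. It was lower with the siRNA (−0.34) and its rise in knockdown cells was not called (0.19, adjusted p = 0.053), but the difference of −0.20 was not called either (adjusted p = 0.43). The siRNA call was lost without scramble TGF-β replicate 3 or siRNA TGF-β replicate 1 (adjusted p = 0.011 in each) or siRNA TGF-β replicate 2 (adjusted p = 0.01). For Polr2b it states a slight increase, where the values were 0.19 (adjusted p = 0.068) with vehicle and 0.04 (adjusted p = 0.70) with TGF-β, called under no alternative. Polr2a was lower and Polr2d had no call with the siRNA, as the paper states.

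Of the 7 genes readable in Fig. 3c, 4 were called in both comparisons, and all 7 with the block. Acan missed the threshold with the siRNA (adjusted p = 0.021) and was called with limma-voom and the block. Matn3 missed it with the siRNA (adjusted p = 0.018) and was called with DESeq2, limma-voom and the block, and without siRNA vehicle replicate 1 (adjusted p = 0.001). Lrrc17 missed it with TGF-β (adjusted p = 0.017) and was called with DESeq2, limma-voom, the block, without siRNA TGF-β replicate 3 (adjusted p = 3.7e-04), and with thinned libraries, a setting chosen after seeing the values. Of the 5 genes readable in Fig. 6b, 4 were called in both. Pvalb missed both (adjusted p = 0.017 and 0.052), was called with TGF-β by DESeq2, and was called in both without scramble TGF-β replicate 3 (adjusted p = 0.0024 and 0.0042). At an adjusted p under 0.05 Acan, Matn3 and Lrrc17 were called in both comparisons, and Pvalb with TGF-β.

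The paper reports pathways of the ECM and of Akt signaling among the genes past its fold change rule. KEGG terms were not used here. The paper's text gives that rule as fold changes alone, which 233 genes met here, and no list was tested on those, while the 59 genes below also passed both tests, so the sets are not alike. Among the 59 were 2 of the ECM glycoproteins, 2 of the crosslinking and processing genes and 3 of the chondrocyte and tendon genes, none enriched against genes raised by TGF-β (adjusted p = 0.94, 0.94 and 0.56, one-sided Fisher's exact test). Against all genes tested the chondrocyte and tendon genes were (adjusted p = 0.0021). The collagens (0.063), crosslinking and processing genes (0.089) and ECM glycoproteins (0.20) were not. Of the 64 PI3K and Akt genes 0 were among the 59. The fixed lists are not KEGG pathways and may hold other genes, so these values do not test the paper's pathway terms. The paper also states that Akt activation depends on histone H1.0 (Extended Data Fig. 5c), which transcript counts do not measure.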

Other observations

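In this part the tests of each siRNA strand alone, of the seed sites with TGF-β, and of the shares of genes with a site were chosen after the result was seen, as were the minimum length of a 3′ UTR and the tests of a batch on the deeper libraries and the overlap and covariance with the siRNA comparison in vehicle-treated cells, and thinned libraries were added after the library totals were seen. The paper does not report the transcripts of the cell cycle. TGF-β raised 33 of 40 genes of S phase in scramble cells and lowered none (36 and none adjusted over the list alone; camera adjusted p = 7.0e-20, and adjusted p = 0.24 with an estimated correlation). In TGF-β-treated cells the siRNA lowered 35 and raised none (36 and none adjusted over the list alone; camera adjusted p = 1.1e-24, and adjusted p = 0.15 with an estimated correlation). With vehicle it lowered 26 and raised 3, with a median of −0.89 against −1.75 with TGF-β (28 and 3 adjusted over the list alone; camera adjusted p = 1.3e-07, and adjusted p = 0.36 with an estimated correlation). In knockdown cells TGF-β raised 3 and lowered 1, and the median difference in response was −0.85 on the log2 scale, with 1 gene called and 29 when adjusted over the list alone (camera adjusted p = 7.6e-35, and adjusted p = 0.10 with an estimated correlation). Ccne2, the cyclin E2 gene, rose by 1.62 with TGF-β (adjusted p = 1.4e-04) and had −2.43 with the siRNA (adjusted p = 4.3e-06). Rrm2, a subunit of ribonucleotide reductase, had −2.70 with the siRNA and TGF-β (adjusted p = 4.0e-06) and −2.05 with vehicle (adjusted p = 2.7e-05). Of 44 genes of G2 and M phase the siRNA lowered 42 with TGF-β, and with vehicle lowered 39 and raised 1 (43 and 40 lower, 1 higher adjusted over the list alone; camera adjusted p = 1.0e-25 and 1.0e-14, and adjusted p = 0.18 and 0.31 with an estimated correlation). Their median difference in the TGF-β response was −0.79 (camera adjusted p = 1.1e-22, and adjusted p = 0.21 with an estimated correlation). Ccnb1, cyclin B1, was among them with TGF-β (−2.62, adjusted p = 8.0e-06). Cdkn1a, which encodes the cell cycle inhibitor p21, was higher with the siRNA by 1.19 with TGF-β (adjusted p = 3.3e-05) and 1.46 with vehicle (adjusted p = 1.0e-05). Of 26 p53 targets 5 were higher and 4 lower (also when adjusted over the list alone; camera adjusted p = 0.73).

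Of 58 replication-dependent core histone genes, whose near-identical copies may share reads, 13 were higher with TGF-β in scramble cells and none lower (18 adjusted over the list alone; camera adjusted p = 4.2e-09, and adjusted p = 0.31 with an estimated correlation). With the siRNA and TGF-β 47 were lower and 1 higher (49 and 1 adjusted over the list alone; camera adjusted p = 3.7e-24, and adjusted p = 0.15 with an estimated correlation). In vehicle-treated cells 29 were lower with the siRNA and 1 higher (33 and 1 adjusted over the list alone; camera adjusted p = 2.2e-09, and adjusted p = 0.26 with an estimated correlation), and the median difference in the TGF-β response was −0.93 (camera adjusted p = 4.7e-30, and adjusted p = 0.10 with an estimated correlation). Hist2h3c2 had −2.94 with the siRNA and TGF-β (adjusted p = 1.8e-06). Of 8 linker histone genes 5 were lower with the siRNA and TGF-β (5 adjusted over the list alone; camera adjusted p = 4.6e-04, and adjusted p = 0.15 with an estimated correlation), and 4 with vehicle (4 adjusted over the list alone; camera adjusted p = 0.0070, and adjusted p = 0.26 with an estimated correlation), counting H1f0, which the study targeted. Hist1h1a (H1.1) had −2.81 (adjusted p = 1.1e-05) and Hist1h1b (H1.5) −2.01 (adjusted p = 5.6e-06), Hist1h1d (H1.3) had −0.92 (adjusted p = 2.0e-04) and Hist1h1c (H1.2) −0.22 (adjusted p = 0.13). Of 9 replacement core histones 5 were lower (5 adjusted over the list alone), with camera's adjusted p = 0.0029 (adjusted p = 0.15 with an estimated correlation). With vehicle 2 were lower (2 adjusted over the list alone). Camera's adjusted p was then 0.059 (0.041 with the replicate block, and adjusted p = 0.2 with an estimated correlation).

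Of 25 cholesterol synthesis genes 8 were higher with TGF-β in scramble cells (12 adjusted over the list alone; camera adjusted p = 3.9e-08, and adjusted p = 0.49 with an estimated correlation). With the siRNA and vehicle 12 were higher (15 adjusted over the list alone; camera adjusted p = 8.7e-07, and adjusted p = 0.44 with an estimated correlation), as for Nsdhl (1.99, adjusted p = 1.8e-04) and Msmo1 (1.96, adjusted p = 4.1e-04). With the siRNA and TGF-β 3 were higher and 1 lower (1 higher adjusted over the list alone; camera adjusted p = 0.29), and the median difference in response was −0.76 (camera adjusted p = 1.0e-12, and adjusted p = 0.25 with an estimated correlation). Of 28 genes of the unfolded protein response 15 were higher and 1 lower with TGF-β (17 and 1 adjusted over the list alone; camera adjusted p = 4.2e-09, and adjusted p = 0.31 with an estimated correlation), among them the chaperone gene Hyou1 (1.07, adjusted p = 7.7e-05). Of 27 hypoxia and glycolysis genes 11 were higher and 2 lower with TGF-β (13 and 2 adjusted over the list alone; camera adjusted p = 5.9e-04, and adjusted p = 0.37 with an estimated correlation). Of 24 oxidative stress genes 7 were higher with the siRNA and vehicle (8 adjusted over the list alone; camera adjusted p = 8.8e-04, and adjusted p = 0.57 with an estimated correlation), including catalase, Cat (1.36, adjusted p = 5.5e-07). With the siRNA and TGF-β 5 were higher and 1 lower, also when adjusted over the list alone. Camera's adjusted p was 0.068 (0.018 with the replicate block, and adjusted p = 0.82 with an estimated correlation). Of 87 ribosomal protein genes 17 were higher with the siRNA and TGF-β (13 adjusted over the list alone; camera adjusted p = 2.3e-06, and adjusted p = 0.66 with an estimated correlation), and with vehicle 5 were higher and 1 lower (2 and 1 adjusted over the list alone; camera adjusted p = 0.0013, and adjusted p = 0.70 with an estimated correlation). Of 13 mitochondrially encoded genes 2 were higher with the siRNA and TGF-β (2 adjusted over the list alone; camera adjusted p = 0.0042, and adjusted p = 0.61 with an estimated correlation), and with vehicle camera's adjusted p was 0.78.

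With TGF-β in scramble cells 5 of 16 BMP and ID targets were lower (6 adjusted over the list alone; camera adjusted p = 0.0048, and adjusted p = 0.51 with an estimated correlation), such as Smad9 (−2.24, adjusted p = 0.0020, or 0.012 without scramble TGF-β replicate 3). Also 6 of 18 HDACs and sirtuins were lower and 1 higher (7 and 2 adjusted over the list alone; camera adjusted p = 0.0096, and adjusted p = 0.28 with an estimated correlation). The higher one was Hdac1 (0.34, adjusted p = 0.001), which was lower with the siRNA and TGF-β (−0.29, adjusted p = 0.0017). TGF-β raised Hdac1 in knockdown cells too (0.26, adjusted p = 0.0056), a call lost without siRNA vehicle replicate 2 or 3 or siRNA TGF-β replicate 1, 2 or 3 (adjusted p from 0.011 to 0.02). Of 47 interferon genes 1 was higher and 1 lower (none adjusted over the list alone; camera adjusted p = 0.022, and adjusted p = 0.84 with an estimated correlation). Of 35 inflammatory genes 3 were higher and 4 lower (also when adjusted over the list alone; camera adjusted p = 0.019, and adjusted p = 0.60 with an estimated correlation). Of 18 endothelial markers 1 was higher and 2 lower (also when adjusted over the list alone; camera adjusted p = 0.049, or 0.066 with the replicate block, and adjusted p = 0.51 with an estimated correlation). Of 16 lamin and nuclear envelope genes 7 were higher and 1 lower (also when adjusted over the list alone; camera adjusted p = 0.063). Camera's adjusted p was 0.75 for 16 epicardial markers, of which 0 were called, 0.74 for 11 Schwann cell markers and 0.85 for 9 lymphocyte markers, with 1 higher in each (also when adjusted over the list alone). At a mean count of at least 100 these cells express 14 of the endothelial, 8 of the epicardial, 4 of the Schwann cell and 0 of the lymphocyte markers.

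Of the 4 printed sense strands of the siRNA 3 match the H1f0 transcript. Only their seeds were searched, so a gene without a site may still match the seed of the other strand. A seed site is the complement of positions 2 to 8 of the guide. Of 11644 genes with a mean count of at least 100 in a group and a 3′ UTR, 4579 hold 1 or more. Shares of genes with a site count only such genes. Taken singly, genes with the site TCCATCA had a median log2 fold change of −0.220 less that of the others with the siRNA and vehicle, and those with GCCAGCA −0.200, at percentiles 0 and 1.1 of control sequences. Genes with AAAGCCA had −0.110, within the controls (5th to 95th percentile −0.130 to −0.050). With TGF-β in scramble cells, where no siRNA differs, genes with any site had −0.020, also within the controls (−0.050 to −0.010).

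Genes with a seed site of the siRNA were lower in knockdown cells than genes without one. Their median log2 fold change less that of the others was −0.180 with vehicle, below all 1000 sets of control sequences (5th to 95th percentile −0.100 to −0.050), and −0.130 with TGF-β (controls −0.060 to −0.020). By these medians, seed matches could account for part of the lowered genes. Of genes lower with the siRNA and vehicle 56.1% had a site, of those higher 29.7%, and of all 39.3% (with TGF-β 51.1% of lower and 32.7% of higher genes). These shares were not compared with control sequences. The controls also gave medians below 0, so part of the gap could arise with any sequence. Of genes past the fold change rule 35.1% had a site (13 of 37), and its difference from the share of all was not tested. Of genes higher with TGF-β and lower with the siRNA, 449 reach that mean count and have a 3′ UTR (44.1% with a site). Of these, 251 have no site of the 3 seeds searched, among them Postn, Acta2, Thbs4 and Tagln. The other 198 have 1 or more, among them Acta1, Col7a1, Adamts16, Csrp2, Ddah1, Mcm4, Myo1d, Polr2c (2 of the 3 sites) and Pmepa1 (3). Acta1, Adamts16, Mcm4 and Myo1d hold only AAAGCCA. Genes with that site lay within the controls, so for these genes the site is no evidence of a seed effect. Of genes lower with the siRNA for which no rise with TGF-β was called, Polr2a has none. Mrtfb, Lrrc17, Myl9, Tnnt2, Thbs2 and Col24a1 among them have 1 or more, and Lrrc17 holds only AAAGCCA. Loss of histone H1.0 stays open for genes with and without a site, since every knockdown library received the same siRNAs.

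Opposite changes in both comparisons could come from the scramble TGF-β libraries that they share. The real libraries gave 919 genes with opposite calls and the highest of 20 simulated draws without effects gave 0, a planned test whose outcome was fixed by the design, since without effects opposite calls are not made, so opposite effects and shared noise cannot be told apart by the number of calls. Noise of the scramble vehicle libraries, shared with the siRNA comparison in vehicle-treated cells, would push changes in the same direction and does not give the 389 and 272 opposite calls there (213 and 192 from independent lists), but calls in the same direction also exceeded independent lists (391 and 223, against 254 and 161). The covariance of the log2 fold changes lay below all 20 draws in both pairs of comparisons, at −0.351 with TGF-β (simulated median −0.202) and 0.174 with vehicle (0.207). Shared libraries add the same covariance with or without effects. The differences were −0.148 and −0.0331 (−0.0773 and −0.046 over well expressed genes). Opposite effects besides the shared noise could give them, as far as the simulated spread matches the real one. The draws did not carry the pairing by replicate number (median same-numbered correlation 0.32). Such pairing would lower the covariance expected with vehicle and weaken the negative one with TGF-β. The difference with vehicle therefore cannot tell opposite effects from pairing.

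Library depth follows the siRNA and, within knockdown cells, also TGF-β. The siRNA TGF-β libraries and siRNA vehicle replicate 3 hold from 35.5 to 36.3 M counts and the others at most 24.4 M. With every library thinned to the lowest total, 4130 genes were called for the siRNA in TGF-β-treated cells against 4381, which argues against depth as the cause of most of these calls. A batch on the deeper libraries would spare siRNA vehicle replicates 1 and 2. Without siRNA vehicle replicate 3 the siRNA still called 3385 genes with vehicle, and 2640 genes were called in the same direction with and without TGF-β, where independent lists would share 425, which argues against such a batch as the cause of these calls. For the 1828 other genes then called with TGF-β, where every siRNA library is deeper, it cannot be told apart from the siRNA. Within knockdown cells, siRNA vehicle replicates 1 and 2 hold 22.9 and 21.4 M, less than every TGF-β library there. With thinned libraries TGF-β changed 2724 genes in knockdown cells against 2838, and the interaction called 4 against 8. Thinning does not remove a batch. A batch on the deeper libraries was not tested for these comparisons, and its part in them stays open.

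Groups of 3 libraries allow 10 splits, too few for a share under 0.05. Fits of the 2 groups alone called 2449 genes for TGF-β in scramble cells, 3319 for the siRNA with TGF-β, 3408 for the siRNA with vehicle and 1548 for TGF-β in knockdown cells, each the highest of its splits (1 of 10), and the highest others were 0, 0, 1 and 0. The number of lists was 21, 21, 25 and 17, and 1, 1, 1 and 3 of the 10 splits were as high, with the real one counted. The highest others were 16, 18, 24 and 17 in the same order. Among the 3 other splits that part as many same-numbered pairs as the real one the highest were 0 genes in each comparison and 15, 17, 19 and 16 lists, and among the 6 that part fewer pairs 0, 0, 1 and 0 genes and 16, 18, 24 and 17 lists. The 6 TGF-β-treated libraries allow 20 splits, again too few. The real split gave 482 and 437 genes with opposite changes and 59 past the fold change rule, where 2, 2 and 1 of 20 were as high. The split that exchanges the siRNA and scramble labels gave 1565, 1357 and 37, and all others gave 0. That split sets knockdown cells with TGF-β against scramble cells with vehicle and turns the siRNA comparison round, so that siRNA effects enter both with opposite signs, and its count is high by construction.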
